# Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity

**DOI:** 10.1038/s41467-022-29730-6

**Published:** 2022-04-29

**Authors:** Reuben Franklin, Yiming Guo, Shiyang He, Meijuan Chen, Fei Ji, Xinyue Zhou, David Frankhouser, Brian T. Do, Carmen Chiem, Mihyun Jang, M. Andres Blanco, Matthew G. Vander Heiden, Russell C. Rockne, Maria Ninova, David B. Sykes, Konrad Hochedlinger, Rui Lu, Ruslan I. Sadreyev, Jernej Murn, Andrew Volk, Sihem Cheloufi

**Keywords:** Gene silencing, Stem-cell differentiation, Haematopoietic stem cells, Chromatin remodelling

## Abstract

Cell fate commitment is driven by dynamic changes in chromatin architecture and activity of lineage-specific transcription factors (TFs). The chromatin assembly factor-1 (CAF-1) is a histone chaperone that regulates chromatin architecture by facilitating nucleosome assembly during DNA replication. Accumulating evidence supports a substantial role of CAF-1 in cell fate maintenance, but the mechanisms by which CAF-1 restricts lineage choice remain poorly understood. Here, we investigate how CAF-1 influences chromatin dynamics and TF activity during lineage differentiation. We show that CAF-1 suppression triggers rapid differentiation of myeloid stem and progenitor cells into a mixed lineage state. We find that CAF-1 sustains lineage fidelity by controlling chromatin accessibility at specific loci, and limiting the binding of ELF1 TF at newly-accessible diverging regulatory elements. Together, our findings decipher key traits of chromatin accessibility that sustain lineage integrity and point to a powerful strategy for dissecting transcriptional circuits central to cell fate commitment.

## Abstract (web summary)

Cell fate commitment involves transcription factor activity and changes in chromatin architecture. Here the authors show that CAF-1 maintains lineage fidelity by controlling chromatin accessibility at specific sites; suppressing CAF-1 triggers differentiation of myeloid stem and progenitor cells into a mixed lineage state.

## Introduction

Hematopoiesis involves the sequential commitment of self-renewing hematopoietic stem cells to fully mature specialized blood cell types^1^. During this process, cells become progressively more restricted towards myeloid or lymphoid lineages by a stepwise transition through progenitor cell states. Recent single-cell transcriptome analyses of bone marrow suggest that lineage commitment is heterogeneous and deviates from the largely cell surface marker-based, hierarchical differentiation model of hematopoiesis^1–7^. This signifies the need to understand the molecular mechanisms that sustain the identity of stem and progenitor cells and restrict their commitment to a specific lineage during differentiation.

Lineage specification during hematopoiesis is tightly controlled by transcription factors (TFs). In the myeloid lineage, the CCAAT/enhancer-binding protein (C/EBP) family members play major roles in commitment toward granulocytes and macrophages, while GATA1, KLF1, and GFI1B have been described to govern erythrocyte and megakaryocyte lineage commitment^7^. Notably, some of these TFs, such as CEBPΑ and GATA1, are, upon ectopic expression, sufficient to drive transdifferentiation into a different blood cell lineage^8,9^. However, the mechanisms that sustain hematopoietic lineage integrity remain poorly defined.

During the dynamic process of cellular differentiation, chromatin remodeling typically precedes transcriptional regulation^10^. In this manner, altered chromatin accessibility is thought to set the stage for the activity of key TFs that in turn drive cell lineage specification. Of the many types of molecules implicated in the control of chromatin accessibility, histone chaperones act broadly by catalyzing nucleosome assembly during DNA replication, transcription, and DNA repair^11^. Multiple studies have linked histone chaperones to changes in cell identity, including the replication-dependent chaperone CAF-1, the replication-independent chaperones HIRA and DAXX, and the transcriptionally related chaperones FACT and SPT6^12,13^.

We previously identified the two subunits of the CAF-1 complex, Chaf1a and Chaf1b, as key regulators of cell identity maintenance in different models of transcription factor-driven cellular reprogramming and direct lineage conversions^14^. CAF-1 is a histone chaperone that assembles nucleosomes during DNA replication and is involved in regulating heterochromatin^12,15^. For instance, during cellular reprogramming to pluripotency, CAF-1 blocks the binding of ectopically expressed SOX2 transcription factor by maintaining a closed chromatin state at its target loci. Consistent with this observation, loss of CAF-1 enhances transcription factor-driven reprogramming of somatic cells to pluripotent stem cells and direct lineage conversion of pre-B cells into macrophages and that of fibroblasts into neurons. Given the effect of the CAF-1 complex on chromatin accessibility in these and other cellular paradigms^14–16^, CAF-1 has been viewed as a general stabilizer of cell identity that prevents cells from adopting an open chromatin state characteristic of immature cells. However, studies of CAF-1 function in normal cell and tissue homeostasis have been difficult due to its requirement during DNA replication and hence its essential role in cell proliferation and organismal development^12,15,17,18^.

Recent studies of embryonic stem cell (ESC) differentiation and T cell development uncovered additional roles of CAF-1 in cooperating with chromatin-modifying enzymes, such as the Polycomb repressive complex 2 (PRC2), histone deacetylases (HDAC1/2), the histone demethylase LSD1 and DNA methyltransferases^19–21^. How these activities of CAF-1 might be coupled to the action of TFs and hematopoietic lineage integrity remains to be determined.

Here, we combine a controllable myeloid differentiation system with inducible gene perturbation to investigate the role of CAF-1 in sustaining myeloid stem and progenitor cells and identify the early transcriptional events that control blood lineage fidelity. In this study we demonstrate that CAF-1 deficient stem and progenitor cells display multiple signatures of differentiation along with local chromatin changes that drive heterogeneous transcriptional programs, resulting in a mixed-lineage state. In particular, we show that CAF-1 loss leads to aberrant binding of the ETS transcription factor ELF1 to newly accessible diverging promoter and enhancer elements. Together, our findings uncover how the regulation of chromatin accessibility sustains lineage fidelity and point to a powerful strategy for dissecting transcriptional circuits central to cell fate commitment.

## Results

### CAF-1 maintains the myeloid stem and progenitor cell state

To study the role of CAF-1 in maintaining lineage integrity, we took advantage of a well-established myeloid differentiation system where transient granulocyte-macrophage progenitor (GMP) cells can be captured ex-vivo under self-renewing conditions and induced to differentiate into neutrophils^22,23^. In this system, mouse primary bone marrow cells are transduced with the ligand-binding domain of the G400V mutant estrogen receptor fused to the HOXA9 transcription factor (Fig. 1a). The resulting HOXA9-immortalized GMPs (iGMPs) grown under estradiol (E2) and stem cell factor (SCF) self-renewing culture conditions retain the potential to differentiate into granulocytes and macrophages and remain genetically stable^22,23^. Moreover, these iGMPs also contain a Lysozyme promoter-driven GFP (Lys-GFP) reporter cassette to facilitate monitoring of their normal differentiation into neutrophils^22,24^ upon estradiol (E2) withdrawal (HOXA9 OFF condition; Fig. 1a).

**Fig. 1:**
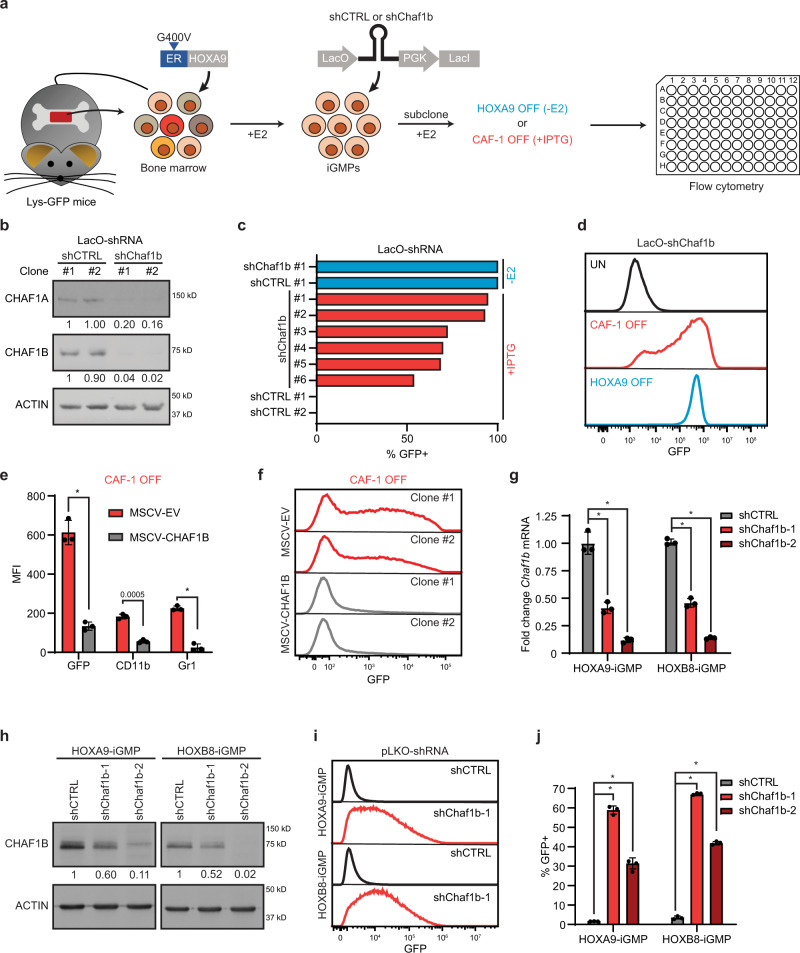
CAF-1 maintains the myeloid stem and progenitor cell state. **a** Derivation of Chaf1b-inducible iGMPs from Lys-GFP bone marrow cells by transducing the HOXA9 TF fused to the ligand-binding domain of the G400V mutant estrogen receptor^22,24^ and IPTG-inducible shRNA lentiviral vectors (LacO-shRNA), expressing either an shRNA targeting Chaf1b (shChaf1b) or a spacer control sequence (shCTRL). Withdrawal of estradiol (−E2) allows for deactivation of HOXA9 (HOXA9 OFF) and IPTG treatment of shChaf1b expressing iGMPs results in CAF-1 depletion (CAF-1 OFF). Cells are analyzed for differentiation 4 days post treatment. **b** Western blot analysis of two independent subclones expressing either shChaf1b or shCTRL treated with IPTG. Two independent experiments were performed with all four subclones with similar results, but one representative experiment is shown. **c** Proportion of Lysozyme-GFP-positive cells (%GFP+) for shChaf1b and shCTRL clones under +IPTG or −E2 treatments. **d** Flow cytometric analysis of GFP signal for shChaf1b clone #1 shown in **c** under uninduced (UN), CAF-1 OFF (+IPTG) or HOXA9 OFF (−E2) conditions. **e** Flow cytometric analysis of three neutrophil markers (GFP, CD11b, and Gr1) in CAF-1 OFF cells overexpressing retroviral vectors with empty control (MSCV-EV) or shRNA-resistant CHAF1B (MSCV-CHAF1B). Mean and standard deviation of mean fluorescence intensity (MFI) is shown for *n* = 3 independent experiments. Two-way ANOVA with Sidak’s correction. **f** Flow cytometric analysis of GFP signal for the rescue experiment as in **e** for two independent subclones. **g**, **h** RT-qPCR and western blot analysis in HOXA9 and HOXB8 iGMP cell lines transduced with lentiviral vectors constitutively expressing shRNAs targeting *Chaf1b* (shChaf1b-1 or shChaf1b-2) or a luciferase shRNA control (shCTRL). **g** The mean and standard deviation of *Chaf1b* mRNA fold change expression of *n* = 3 independent experiments. **h** Representative western blot of three independent experiments with similar results. **i**–**j** Flow cytometric analysis of HOXA9 and HOXB8 iGMPs transduced with shChaf1b-1, shChaf1b-2, or shCTRL. Representative GFP signal is shown in **i** with the mean and standard deviation of % GFP+ population for *n* = 3 independent experiments shown in **j**. Two-way ANOVA with Dunnett’s test. *p < 0.0001. Source data are provided as a Source Data file.

To investigate a putative requirement for CAF-1 in sustaining self-renewal of iGMPs, we established clonal lines expressing an IPTG-inducible shRNA targeting *Chaf1b*, a subunit of the CAF-1 complex (Fig. 1a). iGMP Clones of inducible Chaf1b shRNA were treated with IPTG under self-renewing conditions to activate the shRNA (CAF-1 OFF condition; Fig. 1a). We confirmed a highly efficient knockdown of the CHAF1B protein by comparing to clones infected with an inducible shRNA control vector (Fig. 1b). Notably, CHAF1B depletion also led to degradation of CHAF1A, in agreement with previous observations^14^. We then screened Chaf1b shRNA and control clones for differentiation by monitoring the expression of Lys-GFP (Fig. 1a). Strikingly, after four days of treatment with IPTG, all examined clones bearing the Chaf1b shRNA but not the control vector showed robust induction of GFP, akin to the induction seen during normal differentiation triggered by estradiol withdrawal (Fig. 1c, d). Notably, depletion of CAF-1 subunits had no effect on the expression level of conditional ER-HOXA9, suggesting that CAF-1 OFF cells override the differentiation block sustained by HOXA9 in iGMPs (Supplementary Fig. 1a, b). We also ruled out a potential off-target effect of the shRNA by add-back of an shRNA-resistant CHAF1B (Supplementary Fig. 1c, d), which markedly reduced the expression of GFP and additional myeloid differentiation markers CD11b and Gr1, all of which showed high induction in the CAF-1 OFF state (Fig. 1e, f). In addition, overexpression of CHAF1B alone had little effect on differentiation kinetics of HOXA9 OFF cells (Supplementary Fig. 1e). To further confirm the specificity of the observed phenotypes, we tested two *Chaf1b*-targeting shRNAs in an iGMP cell line that we independently derived using the above ER-HOXA9 fusion transgene (Fig. 1a), and in a separate line generated through immortalization of GMPs using a related ER-HOXB8 fusion transgene. Akin to HOXA9, HOXB8 is a homeobox domain transcription factor that can enforce self-renewal of GMPs ex-vivo and allows for their normal differentiation upon its inactivation^23^. As above, we observed similar differentiation phenotypes upon depletion of CAF-1 with either shRNA in both HOXA9 and HOXB8 derived iGMPs (Fig. 1g–j). Taken together, our results indicate that CAF-1 depletion allows iGMPs to overcome their differentiation blockade, suggesting that this histone chaperone complex maintains the progenitor state of GMPs.

### CAF-1 prevents rapid and partial differentiation of iGMPs

To understand the kinetics and stability of the observed phenotype upon CAF-1 depletion in iGMPs, we compared the differentiation and growth of CAF-1 OFF cells to HOXA9 OFF cells, which undergo normal differentiation to neutrophils (Fig. 1a)^22,23^. A time-course analysis of CAF-1 subunit expression confirmed rapid and stable depletion of CHAF1B followed by downregulation of CHAF1A upon treatment with IPTG (CAF-1 OFF condition; Fig. 2a, b). Interestingly, removal of estradiol (HOXA9 OFF condition) led to a similarly potent downregulation of both CAF-1 subunits, with CHAF1A closely matching and CHAF1B lagging by about 24 h behind the kinetics of the respective proteins in CAF-1 OFF cells (Fig. 2a, b).

**Fig. 2:**
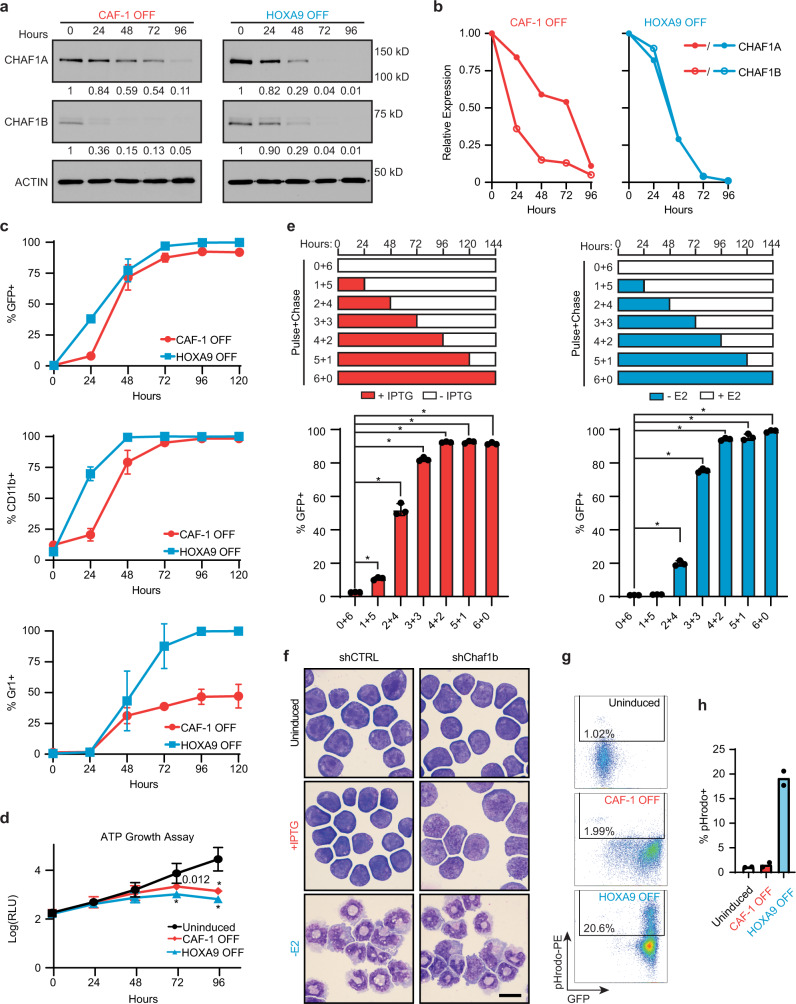
CAF-1 depletion induces rapid and partial differentiation of iGMPs. **a** Western blot time-course analysis of CHAF1A and CHAF1B in CAF-1 OFF and HOXA9 OFF conditions showing a closely matching downregulation trend of both CAF-1 subunits. Two independent experiments were performed with similar results, but one representative experiment is shown. **b** Quantification of the western blot time course in **a**. **c** Flow cytometric time-course analysis showing activation of three neutrophil markers (GFP, CD11b, and Gr1) in CAF-1 OFF and HOXA9-OFF conditions. Mean and standard deviation of marker positive percent population is plotted for *n* = 3 experimental replicates. See corresponding representative histograms in Supplementary Fig. 2b. **d** ATP growth assay time course of uninduced, CAF-1 OFF and HOXA9 OFF cells. Mean and standard deviation of log_10_ transformed relative luminescence units (RLU) is plotted for *n* = 3 experimental replicates. Two-way ANOVA with Dunnett’s test. **e** Top: Schematic of cellular differentiation commitment assay in either CAF-1 OFF or HOXA9 OFF conditions. Shown are CAF-1 OFF (+IPTG) or HOXA9 OFF (−E2) pulses of 24 h increments followed by chase periods of no induction. Bottom: Mean and standard deviation of % GFP+ population from *n* = 3 experimental replicates. Each bar represents a “pulse+chase” condition analyzed 6 days post-induction. Two-way ANOVA with Dunnett’s test. *p < 0.0001. **f** Morphological analysis of clones expressing shCTRL or shChaf1b in uninduced or 96 h post-induction of each treatment. Scale bar = 10 µm. Three independent experiments were performed with similar results, but one representative experiment is shown. **g** Phagocytosis flow cytometric assay. Density plots of shChaf1b expressing clone in uninduced and 96 h post-induction of each treatment showing GFP signal versus fluorescently labeled bacterial particles (pHrodo). pHrodo positive cells are gated. **h** Quantification of % pHrodo+ populations shown in **g** for two independent subclones. Two independent experiments were performed with similar results, but one representative experiment is shown. Source data are provided as a Source Data file.

To assess differentiation, we performed flow cytometric analysis of the myeloid differentiation markers, Lys-GFP, CD11b, and Gr1, and noticed their induction by about 48 h and plateauing by 96 h of inducing cellular differentiation either by inactivation of HOXA9 or depletion of CAF-1 (Fig. 2c and Supplementary Fig. 2a–d). However, we also observed an overall stronger GFP signal and reduced CD11b and Gr1 induction, hinting at differences in cell fate conversion between these conditions (Fig. 2c and Supplementary Fig. 2a–d).

In light of the intimate relationship between cell proliferation and differentiation^12,25,26^, we next sought to determine how the growth rate of iGMPs might be affected by depletion of either CAF-1 or HOXA9 compared to uninduced cells. By measuring cellular ATP levels over time, we observed the first signs of slowed growth after 72 h post-induction in both cell populations, but with HOXA9 OFF cells showing more severe growth repression compared to CAF-1 OFF cells (Fig. 2d).

Given the canonical role of CAF-1 in histone deposition during the S phase of the cell cycle, and hence its requirement for cell proliferation^27,28^, an argument could be made that the observed differentiation of iGMPs resulted from the proliferative arrest upon CAF-1 depletion. To investigate this possibility, we focused on CAF-1 OFF cells at 48 h of induction with IPTG, when cells begin expressing differentiation markers, and show no apparent change in growth rate as compared to uninduced cells (Fig. 2c, d and Supplementary Fig 2a–d). Analysis of the cell cycle confirmed a largely unaltered proliferative status of CAF-1 OFF cells at 48 h, with a small but significant increase of cells in S phase, contrasting with HOXA9 OFF cells that have already accumulated in G0/G1 phase at this time of induction (Supplementary Fig. 3a, b). Furthermore, the GFP-positive subpopulation of CAF-1 OFF cells showed a comparable cell cycle profile to that of GFP-negative cells, indicating that the differentiating cells have not yet slowed down their cycling rate at 48 h of CAF-1 depletion (Supplementary Fig. 3c–e). In contrast, both GFP-positive and -negative HOXA9 OFF cells have increased their fractions of the G0/G1 population by 48 h of induction, suggesting that attenuated growth rate preceded the onset of differentiation upon HOXA9 inactivation. To further probe the idea that the onset of iGMP differentiation does not result from the proliferative block in CAF-1 OFF cells, we investigated how an early growth arrest might affect differentiation upon CAF-1 depletion or HOXA9 inactivation (Supplementary Fig. 3f–i). To accomplish this, we depleted the SCF cytokine from the growth media, which induced growth arrest in just 12 h^29^ (Supplementary Fig. 3f, g). In the CAF-1 OFF condition, cells were first induced with IPTG for 12 h followed by SCF depletion, ensuring concomitant CAF-1 depletion and growth arrest by 24 h, a time that precedes any notable phenotypic changes (Fig. 2c, Supplementary Fig. 2a–d), while in the HOXA9 OFF condition, estradiol was removed following SCF depletion (Supplementary Fig. 3f). Remarkably, the growth arrest triggered by SCF depletion led to a substantial differentiation block in CAF-1 OFF cells but had little effect on the differentiation of HOXA9 OFF cells (Supplementary Fig. 3h, i). These results demonstrate that growth inhibition does not promote cell differentiation upon CAF-1 depletion but, on the contrary, suggests that cell division is required for differentiation of CAF-1 OFF cells, possibly due to the S-phase coupled activity of CAF-1. This is in stark contrast to normal differentiation where growth arrest did not block differentiation. Taken together, our findings indicate that CAF-1 depletion in GMPs activates a unique differentiation program whose onset does not result from the proliferative arrest in these cells.

To investigate the dynamics of cell commitment to differentiation upon CAF-1 depletion, we performed a pulse-chase experiment to define the ‘point of no return’, i.e., the minimum time of induction necessary for cell populations to stably commit to their altered phenotype. Cells were inducedby the addition of IPTG or withdrawal of E2 for one and up to 5 days (pulse period), and thereafter returned to normal growth media until day 6 (chase period) when they were analyzed for GFP expression by flow cytometry (Fig. 2e). We found that the majority of responsive CAF-1 OFF cells stably committed to differentiation after just 48 h of induction, which is slightly earlier than HOXA9 OFF cells whose majority first committed at 72 h of induction (Fig. 2e).

Finally, given the many phenotypic similarities but also differences between the differentiation kinetics of CAF-1 OFF and HOXA9 OFF cells, we wondered whether the differentiated cells obtained via CAF-1 depletion mimicked terminally differentiated neutrophils in their morphology and phagocytic ability. Curiously, we found that even after extended times of induction, the morphology of CAF-1 OFF cells appeared quite dissimilar to mature neutrophils generated by HOXA9 inactivation (Fig. 2f). Moreover, a phagocytic assay revealed that, unlike HOXA9 OFF cells, CAF-1 depleted cells do not uptake bacterial particles, indicating their functional incompetence (Fig. 2g, h). Together, these results show that CAF-1 depletion does not induce fully mature, functional neutrophils, suggesting a partial or alternative differentiation pathway.

### CAF-1 depletion in iGMPs results in a mixed-lineage state

To gain a deeper understanding of how depletion of CAF-1 might terminate the self-renewal of iGMPs and instruct their differentiation, we first sought to define the expression profile of CAF-1 OFF cells. Given the general role of CAF-1 in chromatin organization and anticipating potentially heterogeneous effects on individual cells, we conducted transcriptome analysis at single-cell resolution (scRNA-seq) to capture a broad spectrum of possible responses to CAF-1 depletion (Supplementary Fig. 4a–c). We carried out the experiment in uninduced iGMPs and at two timepoints post-induction: at 48 h, when cells began to express markers of differentiation (Fig. 2c and Supplementary Fig. 2a–d), have not yet altered their growth rate (Fig. 2d and Supplementary Fig. 3a–e) and first showed commitment to differentiation (Fig. 2e), and at 96 h, when the stably differentiated and growth-arrested cells were observed (Fig. 2c–e).

Using Uniform Manifold Approximation and Projection (UMAP) analysis^30^, we found diverging cell clusters clearly distinguishing CAF-1 OFF and HOXA9 OFF populations, a trend that became progressively more apparent with increasing time of differentiation (Fig. 3a). We also noticed a maintained similarity between CAF-1 OFF cells and uninduced iGMPs, which contrasted with the distancing differentiation trajectory of HOXA9 OFF cells (Fig. 3a). These findings support our above hypotheses of partial differentiation and induction of an alternate lineage fate.

**Fig. 3:**
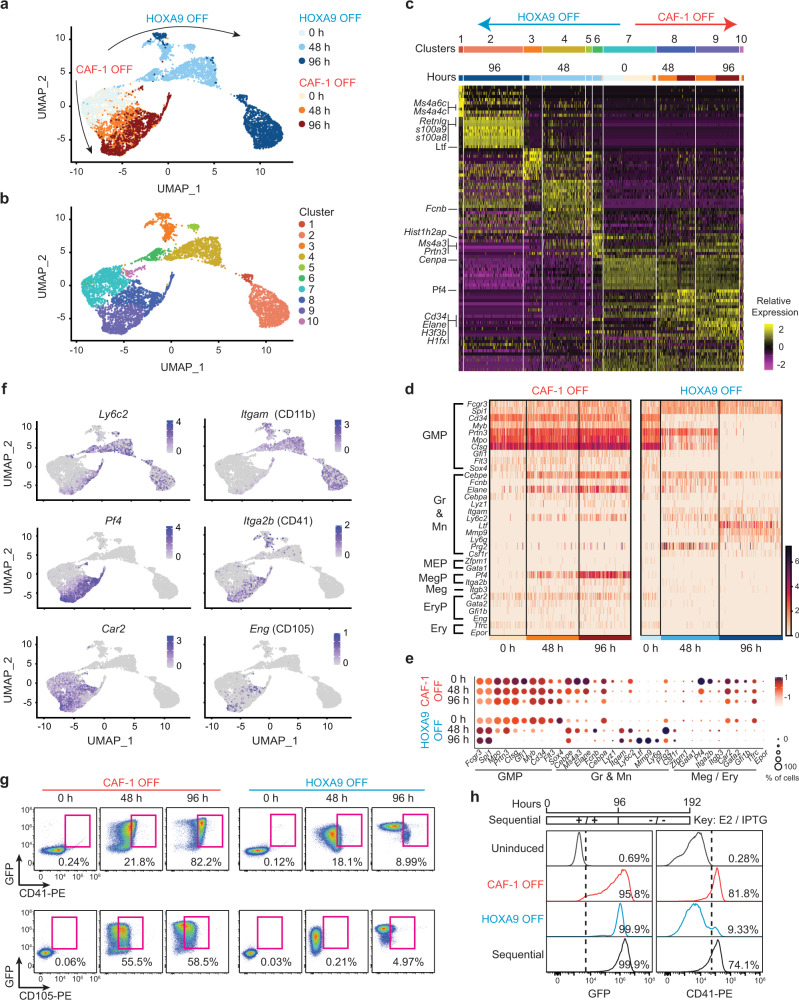
CAF-1 depletion in iGMPs results in a mixed-lineage state. **a**, **b** Time series UMAP analysis of single-cell transcriptomes in iGMPs upon induction of HOXA9 OFF or CAF-1 OFF in shCTRL or shChaf1b expressing clones, respectively. Single cells are colored based on timepoints in **a** or unsupervised clustering in **b**. Clustering was performed with the SLM algorithm using PC1-10 (see methods). **c** Heatmap ordered left to right by clusters 1–10 shown in **b** displaying relative expression of the top 10 enriched genes in each cluster. Corresponding time-course samples are highlighted on the top of the heatmap. Select candidate genes discussed in the text are highlighted to the left of the heatmap. **d** Heatmap of single-cell time series of HOXA9 OFF and CAF-1 OFF inductions displaying relative gene expression levels of a curated set of hematopoietic lineage genes: GMP granulocyte-macrophage progenitor, Gr granulocyte, Mn monocyte/macrophage, MEP megakaryocyte-erythroid progenitor, MegP megakaryocyte progenitor, Meg megakaryocyte, EryP erythroid progenitor, Ery erythrocyte. **e** Bubble plots reflecting the percentage of cells expressing the lineage markers shown in **d** and their abundance in CAF-1 OFF versus HOXA9 OFF cells. The color of the dots shows the relative expression level, and the size of the dots represents the percentage of cells that express the corresponding gene. **f** UMAP feature plots displaying the expression of select markers that characterize different lineages: *Ly6c2* and CD11b for neutrophils, *Pf4* and CD41 for megakaryocyte progenitors and *Car2* and CD105 for erythrocyte progenitors. **g** Time-course flow cytometric analysis of GFP, CD41, and CD105 activation in CAF-1 OFF and HOXA9 OFF cells. Gated populations are cells co-expressing GFP and CD41 or GFP and CD105. **h** Sequential HOXA9 inactivation after CAF-1 depletion. Top panel: schematic for sequential CAF-1 OFF and HOXA9 OFF treatments. Bottom panels: flow cytometric analysis of GFP (left) and CD41(right) in uninduced cells, 96 h post CAF-1 OFF or HOXA9 OFF, and sequential treatment. Fine-tuned sequential and combined pulses from *n* = 3 independent experiments are shown in Supplementary Fig. 5.

Fine-resolution unsupervised clustering of differentially expressed genes (DEGs) between clusters identified several gene sets distinguishing the two differentiation trajectories (Fig. 3b, c). For instance, the top genes with relative enrichment in the HOXA9 OFF state included granulocyte maturation markers *s100a8*, *s100a9*, and *Ltf* (Fig. 3c). In contrast, cells in the CAF-1 OFF state exhibited markedly higher expression of genes broadly associated with hematopoietic progenitors (e.g., *Cd34*, *Prtn3*, *Flt3*), histone variant genes (*H3f3b*, *Cenpa*, *Hist1h2ap,* and *H1fx*), and the platelet factor 4 (*Pf4*), a specific marker of megakaryocyte progenitor cells (MegPs). Moreover, several early granulocyte-associated genes, including *Fcnb*, *Elane,* and *Ms4a3*, were only transiently expressed upon HOXA9 inactivation, as expected, but showed sustained upregulation in the CAF-1 OFF condition (Fig. 3c–e). These expression profiles and clustering patterns are consistent with the observation that CAF-1 depletion leads to alternative and incomplete differentiation of myeloid progenitors.

To resolve whether CAF-1 OFF cells are individually locked into a mixed-lineage state or exhibit heterogeneously differentiated populations, we scrutinized a curated set of hematopoietic lineage genes, including cell surface markers and transcription factors (Fig. 3 d, e). As noted above, CAF-1 OFF cells retained strong expression of multiple GMP-associated genes, possibly due to maintained expression of HOXA9 in these cells (Supplementary Fig. 1a, b and see below), suggesting their incomplete exit from the progenitor state (Fig. 3d, e). Interestingly, we found a distinct upregulation of granulocyte and monocyte (Gr and Mn) genes (*Ly6c2*, *Lyz1*, *Cebpe*), erythrocyte progenitor (EryP) markers (*Car2*, *Gata2*, *Eng*/*Cd105*, *Gfi1b*) and MegP markers (*Pf4*, *Itga2b*/*Cd41*) (Fig. 3d–f). Markedly, when we analyzed the subset of single cells expressing the Gr1 neutrophil marker, we found that expression of the lineage-specific markers was not limited to different subsets of CAF-1 OFF cells but that the majority of cells co-expressed several of these genes, indicating a mixed cellular state (Supplementary Fig. 4d). To check whether these transcript-level observations might be manifested on the protein level, we assayed cell surface expression of the MegP marker ITGA2B (CD41) and EryP marker ENG (CD105) in each differentiation condition. Consistent with the scRNA-seq analysis, we found co-expression of both markers along with GFP uniquely upon CAF-1 suppression (Fig. 3g). The mixed-lineage state of CAF-1 OFF cells was reproducibly observed in an independent iGMP subclone, which further pointed to a correlation between CAF-1 dosage and the strength of induction of markers from different lineages (Supplementary Fig. 4e, f). Taken together, co-expression of myeloid, erythrocytic, and megakaryocytic lineage-specific genes along with the retention of myeloid progenitor markers upon CAF-1 suppression in GMPs suggests incomplete differentiation and a mixed-identity cellular state.

We next assessed whether the persistent activity of HOXA9 could account for the induction of the diverse lineage markers in CAF-1 OFF cells. To test this directly, we inactivated HOXA9 following, or simultaneously with, CAF-1 depletion at different time intervals (Fig. 3h and Supplementary Fig. 5a). This led to a further increase in the proportion of cells expressing the neutrophil reporter marker Lys-GFP, validating a maintained functionality of the HOXA9-ER inducible transgene (Fig. 3h and Supplementary Fig. 5a, b). Notably, despite inactivation of HOXA9 following, or simultaneously with, depletion of CAF-1, we still detected an increase in the proportion of cells expressing the MegP marker CD41, suggesting that the maintained activity of HOXA9 had no significant impact on the induction of lineage-specific genes in CAF-1 OFF cells (Fig. 3h and Supplementary Fig. 5a, c). These data indicate that loss of CAF-1 sets GMPs on the trajectory of a mixed-lineage state independently of HOXA9 (Fig. 3h and Supplementary Fig. 5a–c and see below).

### CAF-1 loss induces a mixed-lineage program in primary cells

To determine whether the differentiation induced by CAF-1 depletion in iGMPs could be recapitulated in vivo, we took advantage of the floxed *Chaf1b* Mx1-Cre/LoxP mouse strain that allows for the inducible deletion of *Chaf1b* broadly in hematopoietic cells^18^. Homozygous floxed *Chaf1b* mice carrying a Mx1-Cre knock-in transgene (*Mx1*^*+/−*^*; Chaf1b*^*fl/fl*^) or Mx1-Cre positive wild-type littermate controls (*Mx1*^*+/−*^*; Chaf1b*^*+/+*^) were injected with polyinosine:polycytosine (polyI:C) to induce Mx1-Cre and deplete *Chaf1b* (Fig. 4a). Mononuclear bone marrow cells, which present a mixed population of differentiated, stem, and progenitor hematopoietic cells, were then isolated 72 h post Cre induction and analyzed by flow cytometry for myeloid differentiation markers CD11b and Gr1 (Fig. 4a). The results showed an increased proportion of CD11b/Gr1 double-positive cells in the *Mx1*^*+*^*; Chaf1b*^*fl/fl*^ population (*Chaf1b*^Δ/Δ^), in line with the differentiation phenotype seen upon CAF-1 depletion in iGMPs (Fig. 4b, c and see Fig. 2).

**Fig. 4:**
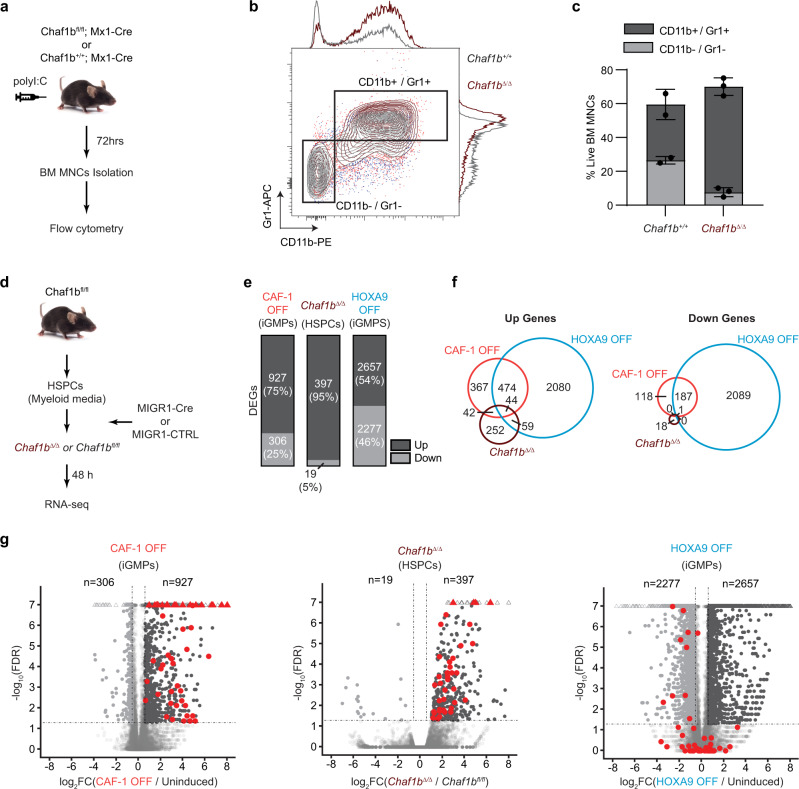
CAF-1 depletion induces myeloid differentiation in vivo and a mixed-lineage transcriptional signature in HSPCs. **a** Schematic of polyI:C (polyinosinic:polycytidylic acid) inducible Mx1-Cre/LoxP system in mice. Flow cytometric analysis of BM MNCs is performed 72 hrs post-induction of mice bearing homozygous *Chaf1b* floxed alleles and Mx1-Cre (*Chaf1b*^*fl*/fl^; Mx1-Cre) and littermate controls (*Chaf1b*^+/+^; Mx1-Cre). **b** Flow cytometric analysis of myeloid differentiation markers (CD11b and Gr1) showing overlaid density plots and histograms of wild-type (Chaf1b ^+/+^) and Chaf1b-deleted (Chaf1b ^Δ/ Δ^) BM MNCs. **c** Quantification of gated populations in **b** showing mean and standard deviation of CD11b and Gr1 double-positive and double negative % populations from live BM MNCs isolated from *n* = 2 wild-type and *n* = 3 knockout littermates. **d** Schematic of *Chaf1b* depletion in primary HSPCs. HSPCs isolated from homozygous floxed mice (*Chaf1b*^*fl*/fl^) are transduced with retroviral vectors, either empty control (MIGR1-CTRL) or overexpressing Cre recombinase (MIGR1-Cre) and analyzed by RNA-seq 48 h following expansion in myeloid media conditions. **e** RNA-seq analysis showing percentages and numbers of upregulated or downregulated genes in CAF-1 OFF iGMPs, HOXA9 OFF iGMPs, and *Chaf1b* ^Δ/ Δ^ HSPCs. DEGs are filtered based on fold change ≥ 1.5 and FDR < 0.05. **f** Venn diagrams of unique and common DEGs between CAF-1 OFF iGMPs, HOXA9 OFF iGMPs, and Chaf1b ^Δ/ Δ^ HSPCs shown in **e**. **g** Volcano plots depicting differential gene expression in CAF-1 OFF iGMPs, *Chaf1b* ^Δ/ Δ^ HSPCs, and HOXA9 OFF iGMPs (Up = dark gray; Down = light gray). Dashed lines demarcate fold change (FC) and FDR cutoffs for DEGs shown in (e-f). −log_10_(FDR) and log_2_(FC) values have been capped at 7 and ±-8, respectively. Triangles (Δ) represent data points exceeding the cap. Genes that are commonly upregulated only in CAF-1 OFF iGMPs and *Chaf1b* ^Δ/ Δ^ HSPCs are shown in red (*n* = 42 genes; see panel **f** and Supplementary Data 1). Source data are provided as a Source Data file.

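Sheet 2 of Supplementary Data 1 lists these 42 genes with the paper's own fold changes and FDRs for the HSPC libraries. In the counts of the 4 HSPC libraries, all 42 genes were higher in Chaf1b-deleted than in control HSPCs, and for each of them both deleted libraries lay above both control libraries, which is largely built in because the paper selected the list by a test on these libraries. Their log2 fold changes ranged from 1.13 to 6.33 with a median of 2.45. The median difference from the paper's log2 fold change was -0.0232 and the largest was -0.0485. Adjusted over all genes tested, 9 of the 42 had an adjusted p-value under the threshold of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the 42 adjusted values ranged from 0.0173 to 0.185 with a median of 0.0775. Adjusted over the list alone, all 42 fell under 0.05, which shows no stability because the list consists of the paper's own calls on these libraries. With edgeR's exact test, the median adjusted p-value of the 42 genes was 2.77e-04 and the highest was 0.0179. The 9 genes were Tub, Ryr2, Fbp2, Cxcl9, Fbp1, Col4a2, H1fx, Tmem176b and H3f3b. For H3f3b, 26.4% of the 31-base stretches of its exons also occur elsewhere in the genome, so its counts are less certain. By the lineage annotation of the sheet, 11 of the 42 genes are lymphoid, 11 multi-lineage, 10 HSPC, 5 megakaryocytic or erythroid and 4 myeloid, and 1 has no lineage. Sheet 1 lists 1999 genes in its shown part, with their changes in CAF-1 OFF iGMPs. Of the 1862 listed genes that were also tested in HSPCs, 863 were upregulated in iGMPs. Among these 863 genes, 17 were upregulated DEGs in HSPCs, against 4 of the other genes (odds ratio 4.99, one-sided Fisher's exact test, p = 0.0012). The sheet is sorted by fold change and only part of it is shown, so the other genes do not stand for all genes. The odds ratio was smaller under settings that called many more genes. It was 1.59 with edgeR's exact test (116 against 89 genes), 1.51 with its likelihood ratio test, 1.69 with DESeq2 and 1.41 without a low-count filter. Among settings that called fewer genes, it was 0.58 with the replicate number as a block (1 against 2 genes) and 6.67 with upper-quartile normalization (17 against 3). With a minimum of 10 counts in every library, no listed gene was called. With DESeq2's size factors or library size only, none of the other genes was called. As a set, 693 of the 863 genes were higher in Chaf1b-deleted HSPCs, with a median log2 fold change of 0.45. The adjusted p was 1.83e-21 from edgeR's camera test with a preset inter-gene correlation and Benjamini-Hochberg adjustment. It was 0.296 when that correlation was estimated from the data.

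**Figure D1:**
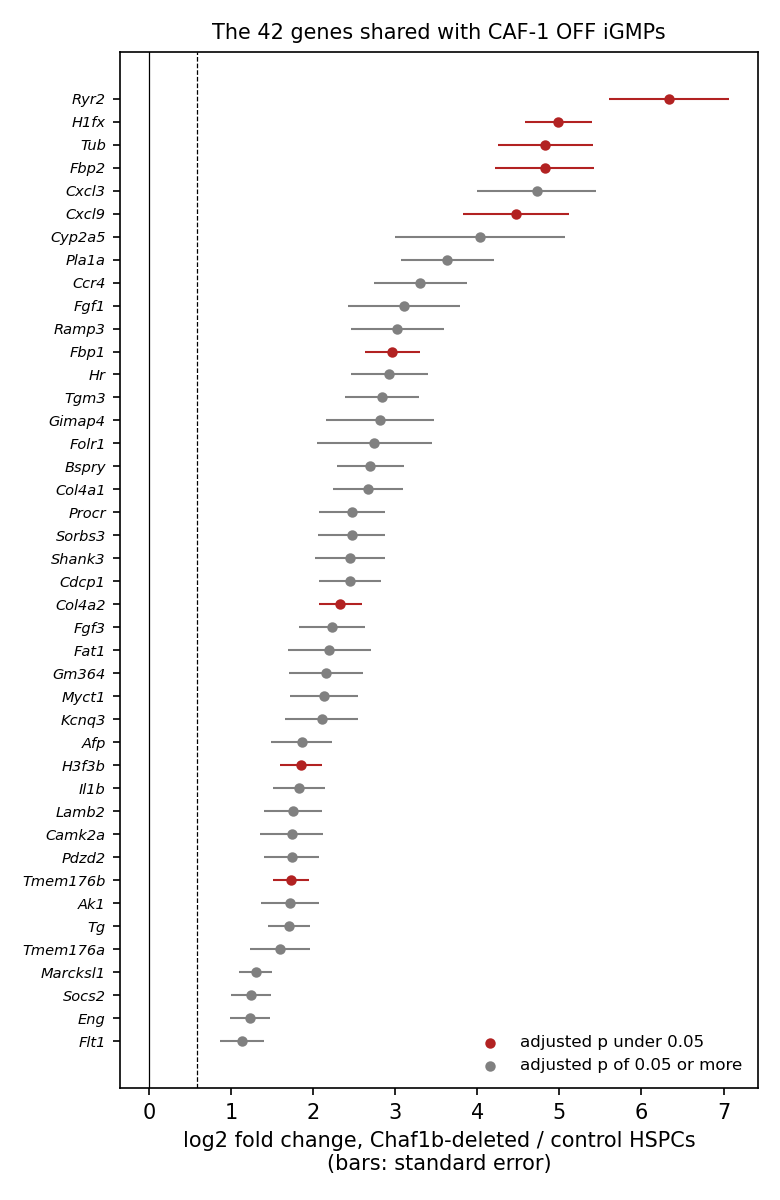
Log2 fold changes (horizontal axis) of the 42 genes (vertical axis), between 2 Chaf1b-deleted and 2 control HSPC libraries, with bars for the standard error. Red points are the 9 genes with an adjusted p-value under 0.05, gray points are the rest, the solid line marks no change and the dashed line a 1.5-fold increase. All 42 points lie between 1.13 and 6.33.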

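HSPCs from mice with loxP sites in Chaf1b were transduced with a retroviral vector that carried Cre recombinase, which deletes the floxed sequence, or with the empty vector as control. Total RNA was sequenced 48 h later, from 2 libraries for each vector. The culture medium held 50 ng/mL SCF and 10 ng/mL IL-3. For IL-6, the paper's methods give 10 ng/mL and the sample labels 20 ng/mL. The authors prepared strand-specific total RNA libraries, aligned the reads to the mouse mm9 genome with STAR and counted reads per gene with HTSeq-count. The deposited values are these counts, without normalization, for each Ensembl gene identifier. Reads counted on genes numbered 22736626 and 25409926 in the control libraries (median 24073276). The Chaf1b-deleted libraries had 23539015 and 18468637 (median 21003826). Uniquely aligned reads, which also include those not counted on a gene, averaged 40.5 M per library. The paper states an average of 28 M reads over its RNA-seq libraries. The values reported for HSPCs rest on the counts on genes. Of all alignments tallied in a library, which include those to several places, between 29.3% and 40.8% were assigned to no counted feature. These can include reads from introns or the opposite strand of a gene. No 2 libraries matched within sampling noise, since even the 2 controls differed with a chi-square of 43.5 per degree of freedom over 16345 genes. The libraries also differed in sex-linked transcripts. Xist had 7905 counts in Chaf1b-deleted replicate 1 and between 23 and 33 in the other 3 libraries, while the Y-linked genes together had 3 counts in that library and between 5805 and 7771 in the others. Counts were normalized by edgeR's TMM method, and the 16500 genes that passed edgeR's expression filter were compared with its quasi-likelihood test. DEGs were defined by the paper's thresholds of 1.5-fold and an adjusted p-value under 0.05. The paper names edgeR but its text does not name a low-count filter or which of edgeR's tests was used, and both choices change the number of DEGs. The biological coefficient of variation over all tested genes was 0.276.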

To directly assess parallels with myeloid differentiation of primary cells lacking CHAF1B, we isolated hematopoietic stem and progenitor cells (HSPCs) from the *Chaf1b* floxed mice and induced *Chaf1b* deletion in myeloid culture conditions using retrovirally delivered Cre (Fig. 4d). We then conducted RNA-seq analysis 48 h after delivery of the Cre recombinase (*Chaf1b*^Δ/Δ^) and compared the results with separate bulk population RNA-seq analyses of iGMPs at 48 h of treatment with IPTG (CAF-1 OFF) or withdrawal of estradiol (HOXA9 OFF). 

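Chaf1b (ENSMUSG00000022945) lies on chromosome 16 of mm9 from 93884146 to 93906360. It had 1825 and 1471 counts in the control libraries and 378 and 330 in the Chaf1b-deleted libraries. As raw CPM, the count scaled to the library's total on genes, these were 80.3 (95% Wilson interval 76.7 to 84.0) and 57.9 (55.0 to 60.9) in the controls, and 16.1 (14.5 to 17.8) and 17.9 (16.0 to 19.9) after deletion. The intervals cover counting error only. Expression fell by 2.01 on the log2 scale (standard error 0.24, adjusted p = 0.0330 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between -2.23 and -1.74 with each library left out in turn. Chaf1a (ENSMUSG00000002835), on chromosome 17 from 56179827 to 56206973, encodes another CAF-1 subunit. After TMM normalization it had 102 ± 26.2 CPM (SD, n = 2) in control and 75.7 ± 15.9 (SD, n = 2) in Chaf1b-deleted HSPCs. This difference was not larger than the spread between replicates (log2 fold change -0.43, standard error 0.26, adjusted p = 0.569 from the same test).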

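The GSEA gene sets of Supplementary Fig. 6a were not used here, and the myeloid genes examined in the HSPC libraries are the 13 granulocyte and monocyte genes of the paper's curated set (Fig. 3d, e). Of these, 7 were higher in Chaf1b-deleted HSPCs and the median log2 fold change was 0.20. As a set, they were not separated from the other genes (adjusted p = 0.377 over 10 sets from edgeR's camera test with Benjamini-Hochberg adjustment, two-sided). Mmp9 rose most, with a log2 fold change of 2.74 (standard error 0.48, adjusted p = 0.0849 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were higher in both deleted libraries than in both controls, as were those of Ltf (log2 fold change 0.94). Elane and Prg2 moved the other way, the latter with a log2 fold change of -1.14. None of the 13 genes was a DEG, while 4 had an unadjusted p under 0.05 in the same test. With edgeR's exact test, 1 of the 13 was a DEG, Mmp9 (adjusted p = 4.4e-05), which was also a DEG with its likelihood ratio test, with DESeq2 and without a low-count filter. The median log2 fold change of the set lay at the percentile 97.8 of 10000 random gene lists matched on mean expression. It ranged from -0.26 to 0.66 when each library was left out in turn. The 10 GMP genes of the curated set were not separated from the other genes either, with 5 of 10 higher and a median log2 fold change of 0.11 (adjusted p = 0.276 from the camera test). Among them, Myb was lower in both deleted libraries (log2 fold change -0.59), while Sox4 (0.95), Cd34 (0.57) and Flt3 were higher in both. Flt3, the only DEG of the 10, had a log2 fold change of 2.09 (standard error 0.27, adjusted p = 0.0383 from the quasi-likelihood test).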

Gene Set Enrichment Analysis (GSEA)^31^ revealed similar enrichment of myeloid and HOXA9-regulated genes in all three datasets (Supplementary Fig. 6a). In line with CAF-1’s general repressive effect on gene expression^16,18,21^, we observed a significant bias towards gene upregulation upon CAF-1 depletion in both systems; of all DEGs, 95% and 75% were upregulated in the CAF-1 depleted primary HSPCs and iGMPs, respectively (Fig. 4e). This is in stark contrast to the more balanced upregulated and downregulated genes in the HOXA9 OFF GMPs. Moreover, we detect a marked overlap of upregulated genes with the HOXA9 OFF condition (56% for iGMPs and 26% for primary HSPCs) supporting induction of myeloid differentiation (Fig. 4f). Furthermore, consistent with our scRNA-seq analysis (Fig. 3d–g), the population-wide RNA-seq analysis of CAF-1 OFF iGMPs similarly detected upregulation of genes of diverse blood lineages, including CD105 (*Eng*), *Pf4*, *Gfi1b*, *Tub*(Tubby), and *Cxcl3* (Fig. 4g and Supplementary Data 1). 

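In HSPCs, 61 genes were upregulated and 1 was downregulated after Chaf1b deletion, so that 98.4% of the 62 DEGs were upregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The downregulated DEG was Chaf1b itself. For all 62, both deleted libraries lay on the same side of both controls. Chance gives this pattern for 33.3% of genes in a comparison of 2 against 2, but not for genes that a test between the same libraries selected, for which it is largely built in. The smallest change among the DEGs was 1.37 on the log2 scale. Without a multiple-test correction, 2022 of the 16500 genes had p under 0.05, of which 1510 were higher and 512 lower, and the higher genes made up 74.7%. The numbers depended on the processing, from 0 upregulated and 0 downregulated genes at 2-fold with an adjusted p-value under 0.01, and 3 and 0 with a minimum of 10 counts in every library, to 808 and 79 (91.1% upregulated) without a low-count filter. In simulated counts with as many increased as decreased genes, the test recovered 82.7% of the increases and 83.8% of the decreases. Each simulated change was split evenly between the groups, which makes similar recovery in both directions likely. The simulation therefore does not show how increases from very low control counts compare with decreases. The paper relates this bias towards upregulation, which it also reports for iGMPs, to a general repressive effect of CAF-1 on gene expression.

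**Figure D2:**
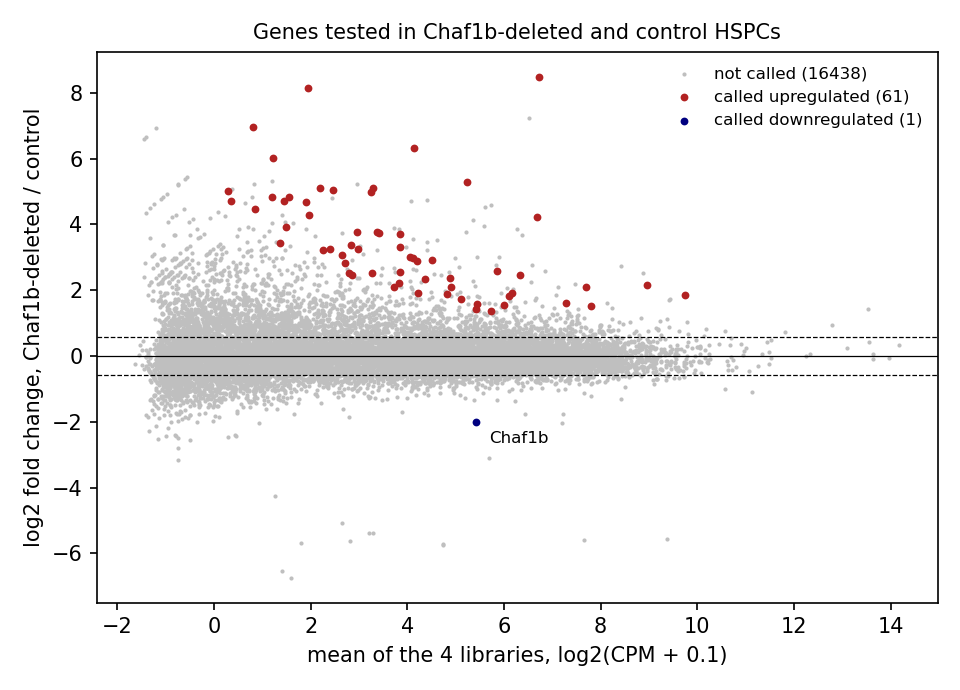
Log2 fold change (vertical axis) of each of the 16500 tested genes against the log2 of its mean CPM over the 4 HSPC libraries plus 0.1 (horizontal axis). The 61 upregulated DEGs are red, the 1 downregulated DEG, Chaf1b, is blue, other genes are gray, and the dashed lines mark 1.5-fold changes.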

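Values in the HSPC libraries are CPM after TMM normalization, for the 5 genes Tub, Cxcl3, Eng, Pf4 and Gfi1b. Tub (ENSMUSG00000031028, chromosome 7 of mm9 from 116154339 to 116177974) rose from 0.188 ± 0.0463 in control to 5.45 ± 1.60 in Chaf1b-deleted HSPCs (SD, n = 2 each), a log2 fold change of 4.83 (standard error 0.57, adjusted p = 0.0330 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control libraries had only 5 and 4 counts of Tub, whose annotated region overlaps that of Ric3. Cxcl3 (ENSMUSG00000029379, chromosome 5 from 91215129 to 91217112) rose from 1.19 ± 1.38 to 32.2 ± 12.3 (SD, n = 2 each), a log2 fold change of 4.72 (standard error 0.73) that missed the threshold in the same test (adjusted p = 0.0694). Its control libraries differed from each other, with 5 and 56 counts. Eng (ENSMUSG00000026814, chromosome 2 from 32502115 to 32538189), whose region overlaps those of Ak1, Fpgs and other genes, rose from 15.8 ± 2.96 to 36.9 ± 4.04 (SD, n = 2 each). Its log2 fold change was 1.22 (standard error 0.24, adjusted p = 0.105 from the same test). For Pf4 (ENSMUSG00000029373, chromosome 5 from 91201461 to 91202407) the means were 18.1 ± 4.44 and 47.7 ± 10.5 (SD, n = 2 each), with a log2 fold change of 1.40 (standard error 0.27, adjusted p = 0.0986 from the same test). For these 4 genes, both deleted libraries lay above both controls, and edgeR's exact test placed each of them under the adjusted threshold of 0.05. Gfi1b (ENSMUSG00000026815, chromosome 2 from 28464970 to 28477502) had 39.6 and 16.5 in the controls and 23.2 and 27.7 after deletion. Its log2 fold change of -0.14 (standard error 0.39, adjusted p = 0.924 from the same quasi-likelihood test) was within the spread between replicates. Of the 11 megakaryocyte and erythroid genes of the curated set, 6 were higher, with a median log2 fold change of 0.14 and 0 DEGs. As a set, they were not separated from the other genes (adjusted p = 0.101 from edgeR's camera test with Benjamini-Hochberg adjustment).

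**Figure D3:**
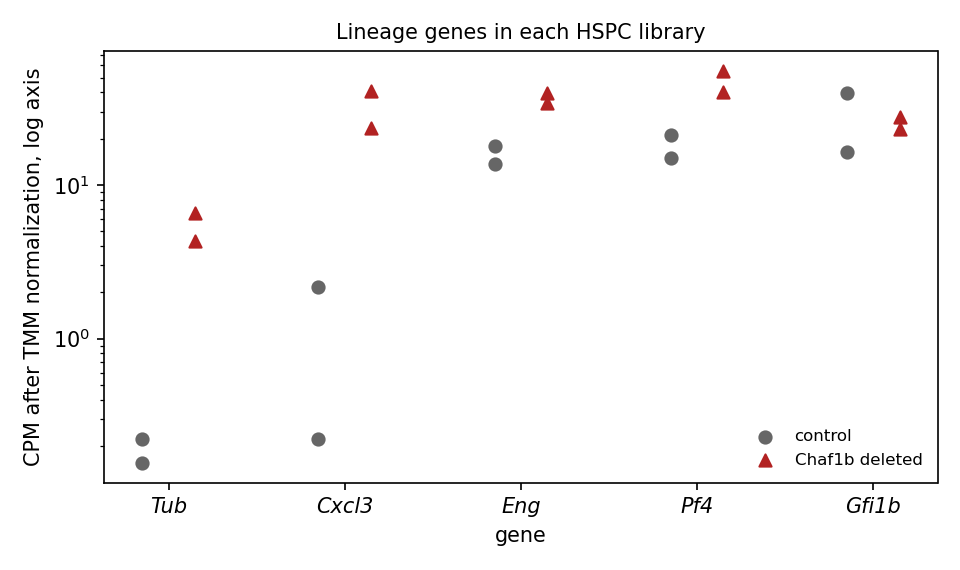
CPM after TMM normalization (vertical log axis) of 5 lineage genes (horizontal axis) in each HSPC library, with circles for the 2 control and triangles for the 2 Chaf1b-deleted libraries. The triangles lie above the circles for Tub, Cxcl3, Eng and Pf4, and between them for Gfi1b.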

Strikingly, many of these genes were also upregulated in the primary *Chaf1b*-deleted HSPCs, despite their heterogeneous nature and different culture condition, but not in HOXA9 OFF cells, indicating traits of the mixed-lineage differentiation program commonly induced by CAF-1 depletion (Fig. 4g and Supplementary Data 1).

### CAF-1 restricts locus-specific transcription factor binding

We next asked how CAF-1 depletion might result in the mixed-lineage state of cells. Given the canonical role of CAF-1 in chromatin assembly^12,15^ and upregulation of the majority of DEGs upon CAF-1 depletion (Fig. 4e–g), we hypothesized that CAF-1 may act by exerting a direct effect on chromatin accessibility. To investigate this, we employed ATAC-seq to detect changes in chromatin accessibility at different times after induction with IPTG. Whereas only minimal changes were seen at 24 h of treatment, a more substantial effect on chromatin accessibility was apparent at 48 h of induction in the CAF-1 OFF state, consistent with changes to the transcriptome at corresponding times (Supplementary Fig. 6b, c). In addition, consistent with a strong bias toward gene activation seen in the CAF-1 OFF cells (Fig. 4e–g), we observed a similar bias of differentially accessible regions (DARs) toward chromatin opening upon CAF-1 depletion, a trend not seen in the HOXA9-OFF state (Fig. 5a). Furthermore, in line with the disparate differentiation trajectories of two conditions (Fig. 3d-g, Fig. 4e–g and Supplementary Data 1), CAF-1 OFF cells share only a small fraction of DARs with HOXA9 OFF cells; of all DARs, 6.4% and 6% are commonly opened and closed, respectively (Fig. 5b). A closer correlative analysis of the ATAC-seq and RNA-seq data revealed a significant enrichment of opened DARs in the vicinity of upregulated genes (Fig. 5c). Taken together, these observations suggest that altered chromatin accessibility plays a major role in defining the transcriptional profile of iGMPs during their differentiation induced by CAF-1 depletion.

**Fig. 5:**
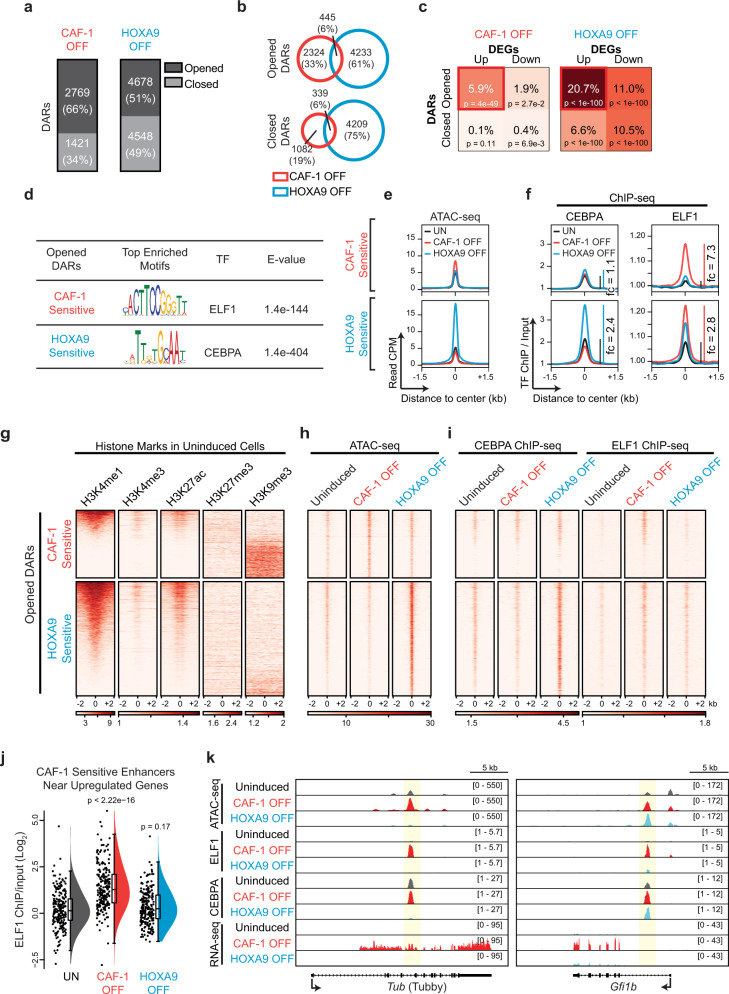
CAF-1 controls chromatin accessibility at specific loci and restricts ectopic binding of ELF1. **a**, **b** Numbers and fractions of all opened and closed differentially accessible regions (DARs; fold change > 2 and FDR < 0.01; see Methods) comparing CAF-1 OFF and HOXA9 OFF conditions 48 h post-induction. **c** Matrix comparing the fractions of opened and closed DARs within 100 kb of upregulated or downregulated genes in CAF-1 OFF and HOXA9 OFF conditions. **d** Top de-novo TF motif predictions in either CAF-1 OFF or HOXA9 OFF opened DARs termed sensitive sites. **e** Metaplots of median ATAC-seq counts per million (CPM) centered at CAF-1 or HOXA9-sensitive sites for all conditions. **f** Metaplots of CEBPA and ELF1 mean ChIP-seq signal over input centered at CAF-1 and HOXA9-sensitive sites for all conditions. Colored vertical lines show TF enrichment fold change (fc) relative to baseline signal in uninduced cells (black) for ELF1 in CAF-1 OFF cells (red) and for CEBPA in HOXA9 OFF cells (blue). **g**–**i** Chromatin profiles of sensitive sites sorted based on H3K4me1 enrichment. **g** histone marks enrichment (ChIP-seq/input or CUT&RUN signal/IgG control) in uninduced cells. **h** ATAC-seq signal (CPM) for all conditions. **i** TF binding (ChIP-seq/input) for all conditions. **j** Raincloud plots showing ELF1 enrichment in all conditions over CAF-1 sensitive enhancers (*n* = 210 sites) within 100 kb of genes upregulated in CAF-1 OFF (204 genes). Boxplots and density curves summarize signal distribution with center lines as the median, box bounds as the interquartile range, and whiskers defining the 95% confidence interval (CI). Welch’s *t*-test for unequal variances (UN vs. CAF-1 OFF/HOXA9 OFF: t = 11.711/1.3657, df = 673.88/415.78, effect size = 1.10/0.133, CI = 95%) UN uninduced. **k** Representative loci harboring sensitive sites that are proximal to genes upregulated upon CAF-1 depletion showing ATAC-seq, TF ChIP-seq, and RNA-seq tracks in all conditions. ATAC-seq and RNA-seq signal is normalized to library size and ChIP-seq signal is normalized to input. Shaded regions highlight sensitive sites with corresponding binding of TFs. Source data are provided as a Source Data file.

We then asked whether the increase in chromatin opening after CAF-1 depletion may promote the association of diverse lineage-specific TFs with regulatory regions on chromatin to drive the establishment of the observed mixed cellular state. To identify such factors, we looked for enrichment of TF-binding motifs within the opened DARs resulting from depletion of CAF-1 or HOXA9 inactivation, hereafter referred to as “CAF-1 sensitive sites” or “HOXA9 sensitive sites”, respectively (Fig. 5d, e). Multiple Expectation maximizations for Motif Elicitation (MEME)^32^ analysis identified a sequence recognized by the E74 Like ETS transcription factor ELF1 as the top enriched motif in the CAF-1-sensitive sites, whereas CEBPA recognition motif was a dominant enriched consensus sequence in the HOXA9-sensitive sites (Fig. 5d). Notably, in agreement with the observed phenotypes, CEBPA is required for myeloid differentiation^33–35^, while ELF1 is known primarily for its involvement in regulating immune responses and has been proposed to regulate erythroid differentiation as well as the development of natural killer cells and T cells^36,37^. Indeed, previous analyses suggest a broader expression profile for ELF1 during hematopoiesis compared to CEBPA^38^ (Supplementary Fig. 7a, b), pointing to the contribution of ELF1 to the mixed cellular state of CAF-1 OFF cells. Of note, these TFs show no significant changes in expression during the initial 48 h of CAF-1 depletion, arguing that the observed differentiation phenotype is not driven by the induction of either TFs (Supplementary Fig. 7c, d). Together, the correlation of changes in chromatin accessibility and gene expression along with our identification of ELF1 and CEBPA binding motifs suggests that depletion of CAF-1 facilitates chromatin accessibility primarily to ELF1, whereas HOXA9 inactivation promotes chromatin binding of CEBPA leading to activation of target genes.

To probe our motif search predictions, we performed ChIP-seq analyses of CEBPA and ELF1 in iGMPs prior to and at 48 h post-CAF-1 OFF or HOXA9 OFF induction. Consistent with our predictions, we detected a significantly increased binding of CEBPA and a moderately increased binding of ELF1 at HOXA9-sensitive sites, whereas CAF-1-sensitive sites showed an exclusive enrichment in ELF1 but not CEBPA binding (Fig. 5f). To further characterize the nature of the CAF-1-sensitive and HOXA9-sensitive sites identified by ATAC-seq, we performed ChIP-seq or CUT&RUN analyses of active and repressive histone marks in uninduced iGMPs. We found that whereas the CAF-1-sensitive sites segregated into enhancer/promoter regulatory elements (marked by H3K4me1, H3K4me3, and H3K27ac) and heterochromatic regions (marked by H3K9me3), the HOXA9-sensitive sites showed almost exclusively a signature of enhancer/promoter elements (Fig. 5g; Supplementary Fig. 7e). Given that the large majority of CAF-1-sensitive (86%) and HOXA9-sensitive (88%) sites with active histone marks are located more than 2 kb upstream and more than 0.5 kb downstream of the annotated transcription start sites of coding genes (Fig. 5g and see methods), we postulate that the majority of these sites operate as enhancers with the remainder localizing to promoter regions of genes. The restriction of ELF1 and CEBPA binding to promoter/enhancer elements and not the heterochromatic CAF-1 sensitive sites is thus in line with the expected sites of action for TFs (Fig. 5g–i). Importantly, consistent with the correlation of CAF-1-sensitive sites and upregulation of their proximal genes in the CAF-1 OFF condition (Fig. 5c), we detected a significant increase in ELF1 binding at this subset of CAF-1-sensitive enhancer sites, pointing to a direct role of ELF1 in promoting the mixed-lineage state (Fig. 5j). Indeed, we detected increased binding of ELF1 at genic loci that become transcriptionally active when CAF-1 is depleted (Fig. 5k and Supplementary Fig. 8a). Notably, several of these genes mark diverse lineages during hematopoiesis (Supplementary Fig. 8b). Taken together, these analyses identify ELF1 as a candidate regulator of the mixed-lineage cellular fate upon suppression of CAF-1.

### CAF-1 controls lineage-specific transcription factor activity

To directly investigate a potential functional requirement of CEBPA and ELF1 for the mixed-lineage state upon depletion of CAF-1, we performed loss-of-function studies in iGMPs using RNAi or CRISPR/Cas9-assisted gene editing followed by flow cytometric analysis and RT-qPCR of key target genes (Fig. 6a-d and Supplementary Fig. 9a–c). We first assayed the induction of the Lys-GFP reporter upon CEBPA or ELF1 targeting. Depletion of CEBPA impaired neutrophil differentiation initiated by either loss of CAF-1 or inactivation of HOXA9 (Fig. 6e and Supplementary Fig. 9d, e). In contrast, loss of ELF1 resulted in reduced Lys-GFP induction specifically in CAF-1 OFF cells, in accord with the enrichment of the ELF1 binding at CAF-1 sensitive sites upon depletion of CAF-1 (Fig. 5f, i; Fig. 6f and Supplementary Fig. 9f, g). Importantly, the knockdown of either CEBPA or ELF1 in iGMPs did not affect the levels of ER-HOXA9 or CHAF1B in uninduced and CAF-1 OFF cells (Fig. 6g). We speculate that the stronger effect of CEBPA knockdown on Lys-GFP repression in the CAF-1 OFF condition compared to the HOXA9 OFF condition could be due to the stronger association of CEBPA with chromatin in HOXA9 OFF cells compared to CAF-1 OFF cells (Fig. 5f, i). These results suggest that whereas both CEBPA and ELF1 are required for differentiation of CAF-1 OFF cells, depletion of CAF-1 directly mobilizes ELF1 but not CEBPA for transcriptional activation of differentiation-linked genes.

**Fig. 6:**
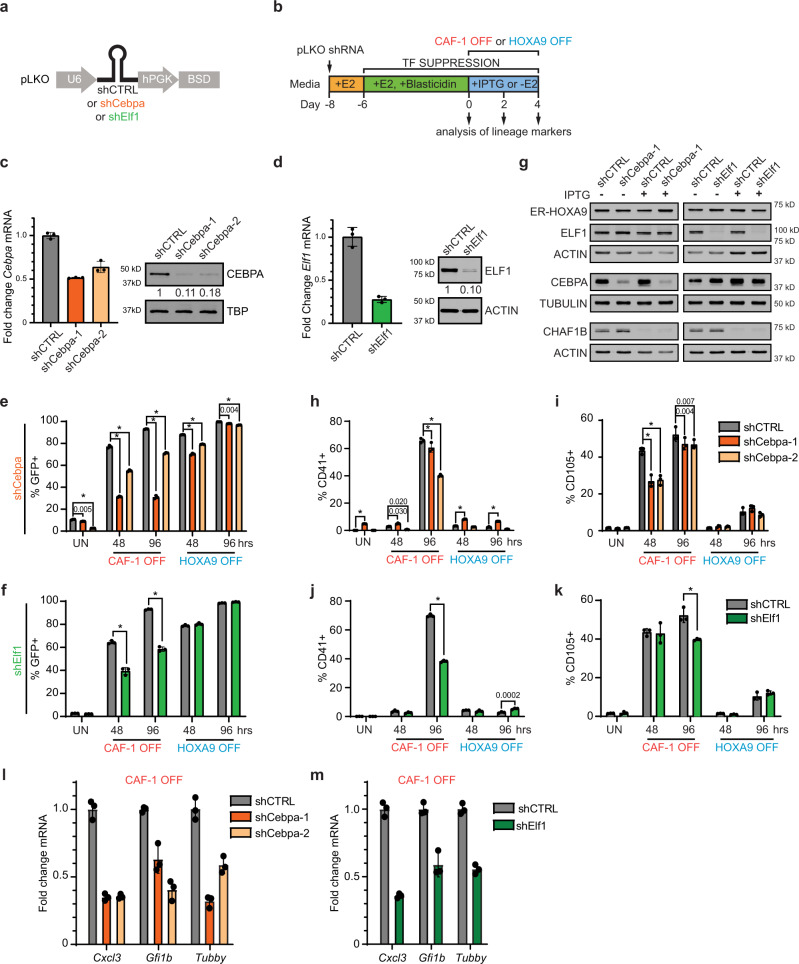
ELF1 and CEBPA are required for the mixed-lineage state induced by CAF-1 depletion. **a** Schematic of a lentiviral vector expressing scrambled shRNA control (shCTRL) or shRNAs targeting CEBPA (shCebpa) or ELF1 (shElf1). **b** Strategy for CEBPA and ELF1 loss of function analysis in all conditions. **c**, **d** RT-qPCR and western blot of CEBPA (**c**) and ELF1 (**d**) in uninduced iGMPs transduced with corresponding shRNA vectors. For RT-qPCR assays, the mean and standard deviation of fold change mRNA expression normalized to actin is shown for three technical replicates. Two independent experiments were performed with similar results, but one representative experiment is shown. **e**, **f** Flow cytometric time-course analysis of Lys-GFP activation upon CEBPA (**e**) and ELF1 (**f**) knockdown in CAF-1 OFF and HOXA9 OFF conditions. The mean and standard deviation of % GFP+ population is plotted for *n* = 3 independent experiments. Two-way ANOVA with Dunnett’s test in **e** and Sidak’s correction in **f**. **g** Western blot for HOXA9, ELF1, CEBPA, and CHAF1B in control (shCTRL) and knockdown (shCebpa or shElf1) in uninduced iGMPs and 48 h post IPTG induction. Two independent experiments were performed with similar results, but one representative experiment is shown. **h**–**k** Flow cytometric time-course analysis of CD41 and CD105 activation upon CEBPA knockdown (**h**, **i**) or ELF1 knockdown (**j**, **k**) in CAF-1 OFF or HOXA9 OFF conditions. The mean and standard deviation of % positive population for each markers is plotted for *n* = 3 independent experiments. Two-way ANOVA with Dunnett’s test in **h**, **j** and Sidak’s correction in **i**, **k**. UN uninduced. *p < 0.0001. **l**, **m** RT-qPCR of three alternative lineage target genes upregulated upon CAF-1 depletion with proximal sensitive sites bound by ELF1 and CEBPA (see genome snapshots in Fig. 5k and Supplementary Fig. 8a) in either control (shCTRL), CEBPA knockdown (**l**) or ELF1 knockdown (**m**) iGMPs 48 h post CAF-1 OFF induction. Mean and standard deviation of mRNA expression fold change normalized to *Gapdh* is plotted for three technical replicates. Two independent experiments were performed with similar results, but one representative experiment is shown. Source data are provided as a Source Data file.

Finally, to test the hypothesis that CEBPA and ELF1 might contribute to the mixed cellular state of CAF-1 depleted cells, we determined the effect of their individual suppression on the induction of alternate lineage gene targets. Specifically, knockdown of either ELF1 or CEBPA led to suppression of megakaryocyte and erythrocyte markers, CD41 and CD105, respectively in CAF-1 OFF cells, but had no effect in HOXA9 OFF cells (Fig. 6h–k). Moreover, as expected, loss of ELF1 and CEBPA led to repression of alternate lineage gene targets that were bound by both TFs and activated upon CAF-1 depletion in control cells (Fig. 5k, Supplementary Fig. 8a and Fig. 6l, m).

Taken together, we conclude that in GMPs, CAF-1 restricts chromatin accessibility to lineage-specific TFs, in particular ELF1, to prevent spurious cell differentiation and to sustain lineage fidelity (see model in Supplementary Fig. 10).

## Discussion

A tightly regulated balance between self-renewal and differentiation of cells is critically important for the normal homeostasis of organisms. Cells of the blood lineage are particularly highly reliant on this balance to sustain the hierarchical structure of the hematopoietic system, which gives rise to more than ten distinct mature cell types^39^. Here, we shed light on the molecular cues that regulate self-renewal and differentiation by interrogating the role of chromatin accessibility in safeguarding the identity of blood progenitor cells and their differentiated progeny.

By examining the effects of depleting an essential histone chaperone, CAF-1, we find that restricted access to chromatin plays an important role in (1) preventing spurious differentiation of progenitor cells and (2) ensuring that the identities of differentiated cells are within the scope of the limited potency of the parental progenitor population. We draw these conclusions largely based on our molecular and phenotypic analyses of a genetically stable population of immortalized GMPs (iGMPs), which retain the natural potential to mature into functional granulocytes and macrophages. Specifically, we find that reducing the level of CAF-1 alone arrests self-renewal of iGMPs and sets them on a course of atypical differentiation where cells never mature into specific effector cells. Moreover, the incompletely differentiated CAF-1-depleted cells exhibit hallmarks of multiple lineages (hence their ‘mixed-lineage state’) that are not limited only to the granulocyte and macrophage potency of GMPs but include signatures of the erythroid and megakaryocyte lineages at the progenitor and mature states. Such blurring of the barriers between lineages and stages of differentiation upon depletion of CAF-1 is consistent with increased local chromatin accessibility and facilitated binding of diverse TFs whose activity in normal cells is much more restricted (Supplementary Fig. 10). We speculate that progenitor cells are especially sensitive to aberrant changes in chromatin openness due to a relatively high number of primed genes and expression of transcription factors that stand poised to push the cells down one or another path of differentiation.

Our analyses of chromatin accessibility, transcriptomes, and phenotypes induced by CAF-1 depletion (mixed-lineage state) or HOXA9 inactivation (normal neutrophil differentiation) combined with the characterization of TF binding and activity at specific chromatin sensitive sites identified CEBPA and ELF1 as key regulators of the multi-lineage state. It is worth noting that neither CEBPA or ELF1 stand out in terms of their expression changes during GMP differentiation and would likely have been ignored if judged by expression alone (Supplementary Fig. 7c). Instead, the significance of these TFs during GMP differentiation only became obvious from our analyses of chromatin accessibility changes which highlighted a particular sensitivity of regulatory sites, i.e., promoters and enhancers, identified based on their ‘activating’ histone modifications (H3K4me1, H3K4me3, and H3K27ac; Fig. 5g–i). A large fraction of the HOXA9-sensitive sites already showed an appreciable level of binding by ELF1 and CEBPA in uninduced cells (Fig. 5f, i); upon induction of differentiation, binding of CEBPA and to a lesser extent ELF1 further increased (Fig. 5f, i). A notable exception to this trend was CAF-1 sensitive regulatory sites, which showed essentially no detectable ELF1 binding in uninduced cells, but significant binding upon CAF-1 depletion. Supported by our downstream genetic analyses and the previously documented roles of ELF1 in blood cell differentiation^36,37^, we speculate that this subset of sensitive sites may be critical for the observed induction of the mixed-lineage state by CAF-1 depletion. In contrast, CEBPA binding did not increase at the CAF-1 sensitive sites (Fig. 5f, i) despite its functional importance in the differentiation of CAF-1 OFF cells (Fig. 6e, h, i, l and Supplementary Fig. 9d, e). These results suggest that the loss of CAF-1 indirectly contributes to CEBPA activity.

With regards to the control of chromatin accessibility by CAF-1 and the functional relevance of sensitive sites created by its loss, there are several other observations that would deserve further attention. For instance, a large proportion of CAF-1-sensitive sites appear to be heterochromatic and show no recognition by either ELF1 or CEBPA upon their opening induced by CAF-1 depletion. This, however, does not rule out a potential contribution of these sites to the mixed-lineage phenotype, which might come about through the activation of local coding and non-coding genes by different factors. Furthermore, given the biased chromatin opening and gene activation upon CAF-1 depletion, we focused our analyses on the opened DARs (CAF-1 sensitive sites); however, there is also a significant number of closed DARs, i.e., less accessible sites (Fig. 5a, b). Although the closed DARs likely arise as an indirect consequence, their regulation by CAF-1 could nevertheless have an important impact on TF binding and transcriptional control in GMPs. Thus, future studies are warranted to explore the role of TFs in the differentiation of GMPs and other committed progenitors.

scRNA-seq has deepened our understanding of transcriptional programs that govern lineage commitment and unmasked the heterogeneity even within sorted populations of cells. Consistent with our findings, a study employing scRNA-seq demonstrated that mixed-lineage states do not arise during normal differentiation of myeloid progenitors^5^. Additionally, this same study identified CEBPA as a key regulator in lineage restriction, consistent with our identified role of CEBPA in promoting differentiation of GMPs upon CAF-1 suppression or Hoxa9 inactivation. Based on these results and previous studies of CAF-1-dependent regulation of cellular plasticity^14–16,18–21^, we propose that perturbing CAF-1 may present a broadly applicable approach to discern transcriptional programs that are central to the differentiation of various precursor cells into progressively more lineage-restricted progeny. This is noteworthy since previous studies that investigated the function of CAF-1 in the maintenance of cell identity did not probe the effect of CAF-1 ablation on lineage fidelity in differentiation systems of stem and progenitor cells.

Finally, it remains unclear why depletion of CAF-1 affects certain chromatin regions disproportionately more than others. As a general chromatin assembly factor and regulator of heterochromatin^15^, CAF-1 might be expected to have a substantially more wide-spread and pleiotropic effect. In addition to its canonical function as a histone chaperone, CAF-1 has also been hypothesized to act through the recruitment of chromatin-modifying enzymes that promote gene silencing^15,19,20^. In addition, a recent study proposed that CHAF1B might compete with TF binding without affecting chromatin accessibility^18^. While the CAF-1 interactome in hematopoietic cells has not been characterized, previous studies in continuous cell lines and ESCs have identified a number of CAF-1 interactors most of which are associated with transcriptional silencing, including LSD1, HP1, SETDB1, and HDACs^14^. This contrasts with the binding partners of HOXA9, which have largely been linked to transcriptional activation, for instance, PBX1, PU.1, MLL3/4, or CEBPA^40,41^. These observations along with the canonical functions of CAF-1 and HOXA9 would suggest fundamentally different mechanisms of cell differentiation triggered by the loss of CAF-1 or inactivation of HOXA9, namely, transcriptional de-repression or attenuation of an existing transcriptional program, respectively. In light of our characterization of the histone modifications enriched at CAF-1 sensitive sites, which reveals signatures of enhancer/promoter elements and heterochromatin regions (Fig. 5g–i), it is conceivable that in GMPs the repressive role of CAF-1 could be aided by recruitment of the above silencing molecules, or co-factors, to these sites. It is unclear, however, which of the co-factors might be recruited and to what subset of CAF-1 sensitive sites, in addition to uncertainty about a functional necessity for such recruitment. Therefore, whether CAF-1 achieves its locus specificity exclusively in its capacity as a general histone chaperone and whether its protein subunits might adopt additional roles remain unsolved open questions. Future mechanistic studies of CAF-1 are needed to shed light on the activities of this intriguing complex in development and disease.

## Methods

### In vivo *Chaf1b* excision

All animal studies were performed with approval from the Northwestern University Institutional Animal Care and Use Committee (IACUCU # IS00006115) and conducted in accordance with institutional and national regulatory standards. The *Chaf1b*-targeted C57Bl/6 embryonic stem cells (Chaf1b^tm2a(EUCOMM)Hmgu^) were obtained from EUCOMM (European Conditional Mouse Mutagenesis). These cells were introduced into C57Bl/6 blastocysts to derive chimeras. Two male chimeras were bred to wild-type albino C57Bl/6 females, and pigmented offspring were checked for full insertion of critical portions of the targeting construct by PCR and sanger sequencing. Complete *Chaf1b*-targeted mice were back-crossed to wild-type C57Bl/6 J mice for six additional rounds of breeding. Targeted mice were then bred to C57Bl/6 Flp^+^ mice to create *Chaf1b*^+/fl^ animals. *Mx1*^*+*^*Chaf1b*^*fl/fl*^ mice were generated by crossing to Mx1-Cre mice. To induce Mx1-Cre activity, mice were injected peritoneally with a 200 µL bolus of polyI:C at 12.5 mg/kg in physiological water. C57Bl/6 Flp^+^ (#005703) and Mx1-Cre (#003556) mice strains were obtained from the Jackson Lab. All mice were housed in a controlled environment (20 ± 2 °C, 12/12 h light/dark cycle) in a barrier-grade animal facility. Equal numbers of male and female mice were used. Experimental mice were co-housed with control mice. Mice were euthanized at 8–12 weeks via inhalation of carbon dioxide in a chamber followed by cervical dislocation.

### Cell culture

Immortalized granulocyte-macrophage progenitor-like (iGMP) cells containing *ER-HOXA9*^22,23^ were cultured in RPMI-1640 supplemented with 10% FBS, 100 U mL^−1^ penicillin, 100 µg mL^−1^ streptomycin, 2 mM L-alanyl-L-glutamine dipeptide and stem cell factor (SCF). Depending on the batch, media was made with 1–2% SCF-conditioned media from SCF-secreting Chinese hamster ovary cells (gift from David Sykes Lab). β-Estradiol (E2) was added to a final concentration of 150 ng/mL for normal culture. 293 T packaging cells (CRL-3216, ATCC) were cultured in DMEM supplemented with 10% FBS, 100 U mL^−1^ penicillin, 100 µg mL^−1^ streptomycin, 55 µM β-mercaptoethanol, 2 mM L-alanyl-L-glutamine dipeptide and 1× MEM NEAA. All cells were cultured at 37 °C with 5% CO_2_. All cell lines were routinely tested for mycoplasma contamination. CD117 (17-1171-82, eBioscience) enriched hematopoietic stem and progenitor cells (HSPCs) from mice were cultured in Stemspan Serum Free Expansion Media (SFEM2, 09650, STEMCELL Technologies) supplemented with 50 ng/mL recombinant mouse SCF (78064, STEMCELL Technologies), 10 ng/mL recombinant mouse IL3 (78042, STEMCELL Technologies), 10 ng/mL recombinant mouse IL6 (78052, STEMCELL Technologies), and 1:200 human Low Density Lipoprotein (hLDL; 02698, STEMCELL Technologies).

### Flow cytometry

For live-cell staining, antibodies were diluted 1:200 in FACS buffer (PBS + 5% FBS + 1 mM EDTA) and cells were stained in 100 µL for 20 min at 4 °C, in the dark. After incubation, cells were washed twice with excess FACS buffer and then resuspended in FACS buffer for flow cytometry. Propidium iodide was added before analysis at a final concentration of 1 µg/mL to distinguish dead cells. Mouse antibodies CD11b-PE/Cy7 (#101216), Gr1-PE (#108407), CD41-PE (#133905), CD105-PE (#120407) were purchased from BioLegend, CD11b-PE (12-0112-82) and Gr1-APC (17-5931-82) were purchased from eBioscience. Flow cytometry data were acquired with NovoExpress (v1.5) on NovoCyte 2100Y/Quanteon cytometers at UCR, with FACSDiva (v9.0) on a BD LSR2 cytometer at MGH, and with FACSDiva (v9.0) on a BD Fortessa cytometer at Northwestern University and Cincinnati Children’s Hospital Medical Center. Flow data were analyzed with FlowJo (v9, v10).

### Inducible CAF-1 depletion or HOXA9 inactivation in iGMPs

For LacO-shChaf1b expression (CAF-1 OFF condition), IPTG was added at a concentration of 500 µM to iGMPs cultured with E2 and replenished every two days. For Hoxa9 inactivation (HOXA9 OFF condition), cells were washed with PBS twice to remove E2 and then cultured in complete RPMI media without E2. Cell media was replenished with corresponding media every 2 days during time courses. For the differentiation commitment assay, i.e., “point of no return” experiment, we pulsed cells with IPTG or estradiol withdrawal (−E2) for 24 h increments. After each increment, cells were left to recover in self-renewing media condition, without induction (−IPTG, + E2), until 144 h post-initial treatment. See respective (pulse+chase) conditions in the experimental outline in Fig. 2e. All timepoints, except (0 + 6 days), were induced with IPTG or −E2 on Day 0 with corresponding pulse periods (24, 48, 72, 96, and 120 h) and then returned to self-renewing media conditions. After 144 h (Day 6), all timepoints were collected and analyzed by flow cytometry for Lys-GFP. (see Flow Cytometry in Methods). A similar strategy of IPTG/E2 treatment was used for the sequential pulses and combined conditions (see experimental outlines in Fig. 3h and Supplementary Fig. 5a).

### Growth curve

Growth curves were performed using ViaLight Plus Cell Proliferation and Cytotoxicity BioAssay Kit (LT07-121, Lonza) according to the supplier’s instruction. Cells were seeded at 5000 cells per well in a 96-well plate. At each timepoint, cells were lysed for 10 min and then incubated with ATP monitoring reagent plus for 2 min. Luminescence was measured with a Promega GloMax-Multi Detection System with internal software (v1.1.14, # E8916).

### Cell cycle analysis

Cell cycle analysis was performed using the Click-iT Plus EdU kit (Thermo-C10646) following the manufacturer’s recommendations. iGMPs prior to and post-induction of HOXA9 OFF or CAF-1 OFF for 48 h were pulse-labelled with 10 uM EdU for 1 h. One million cells were collected and fixed with 4% formaldehyde and permeabilized with a saponin-based wash. EdU was labeled in a reaction cocktail with Alexa Fluor 594 picolyl azide for 30 min at room temperature. After labeling, total DNA content was stained with 250 ng/mL DAPI overnight at 4 °C. Cells were then analyzed by flow cytometry in PBS with 5% FBS + 1 mM EDTA.

### Growth arrest

For uninduced cells, growth arrest was achieved by depletion of SCF at 0.1× and 0.02× concentrations and compared to self-renewal culture conditions (1× SCF; see Supplementary Fig. 3f). For the CAF-1 OFF condition, cells were pretreated with 500 µM IPTG for 12 h and then transferred into media containing either 1×, 0.1×, or 0.02× SCF for an additional 60 h and analyzed by flow cytometry 72 h post-induction (Supplementary Fig. 3f). For the HOXA9 OFF condition, cells were transferred into either 1×, 0.1×, or 0.02× SCF-containing media for 12 h followed by E2 withdrawal and subsequently cultured in their respective SCF concentrations for an additional 48 h and analyzed by flow cytometry 60 h post-growth arrest (Supplementary Fig. 3f). All conditions were seeded at the same cell concentration at the beginning of each treatment (6.0 × 10^4^ cells/mL).

### RT-qPCR

RNA was extracted with the Direct-zol RNA miniprep plus kit (Zymo Research- R2072) and then reverse-transcribed with PrimeScript RT Master Mix (Takara-RR036A) or the SuperScript VILO cDNA Synthesis Kit (ThermoFisher-11754050) according to the supplier’s instruction. Quantitative PCR was performed using the PowerUp SYBR Green master mix (ThermoFisher-A25741) in a BIO-RAD CFX connect cycler with CFX Maestro (v2.2) software. Primers are listed in Supplementary Table 1. Fold change mRNA results are presented as 2^-ΔΔCt^ values normalized to the expression of β-actin or Gapdh and relative to negative control samples. All reactions were performed in technical triplicates. The means and standard deviations were calculated in GraphPad Prism (v8.0, v9.2) software.

### SDS-PAGE and western blot analysis

Whole-cell lysates were run on 10 or 15% SDS-polyacrylamide gels and transferred to nitrocellulose membrane (1620097, Bio-Rad) for 1–2 h at 145 V, 4 °C. Membranes were blocked for 1 h in 5% non-fat dry milk in 1 ×TBS with 0.1% Tween-20 (TBST), washed three times in TBST for 5 min., and incubated overnight at 4 °C with primary antibody diluted 1:500–1:1000 in 3% BSA in TBST. The following primary antibodies were used: anti-CHAF1A (sc-10206, Santa Cruz, discontinued), anti-CHAF1B (sc-393662, Santa Cruz), anti-TBP (ab818, Abcam), anti-CEBPα (8178, Cell Signaling), anti-ELF1(sc-133096, Santa Cruz), anti-HOXA9 (NBP2-32356, Novus Biological), anti-ER (8644T, Cell Signaling), anti-TUBULIN (2144S, Cell Signaling). Blots were washed in TBST, incubated with HRP-conjugated secondary antibodies at 1:2000 dilution (anti-Mouse, Millipore Sigma-AP124P; anti-Rabbit, Millipore Sigma-AP307P) in 5% non-fat milk in TBST for 1 h at room temperature and blots were washed three times in TBST for 5 min. HRP signal was detected by Western Lightning Plus-ECL (NEL103E001EA, Perkin Elmer). Actin was detected with HRP-conjugated primary antibody (A3854, Millipore Sigma) diluted 1:20,000 in TBST with 5% non-fat milk and incubated for 15–30 min at room temperature. ImageJ (v1.53c) was used for relative densitometric quantifications displayed below blots. Relative values are normalized to ACTIN, TUBULIN or TBP. ACTIN, TUBULIN, and TBP are presented as, at minimum, sample processing controls in the figures. Uncropped versions of all presented blots are included with respective loading controls in the Source Data file.

### Cytospins and Wright-Giemsa staining

Cells were prepared in PBS at a concentration of ~2 million/mL. Cytospin (Thermo Scientific Shandon) preparations were made (1000 rpm, 60 s), and the cells were allowed to air dry. Cells were stained in 100% Wright-Giemsa (Siemens) for 2 min, and in 20% Wright-Giemsa diluted in the buffer for 12 min. Stained cells were rinsed in deionized water, and coverslips were affixed with Permount prior to microscopy. Images were acquired using Nikon Elements (v5.11.01).

### Phagocytosis assay

HOXA9 iGMPs were differentiated out of E2 for a period of 96 h. Cells were resuspended in media along with fluorescein-labeled heat-killed *Escherichia coli* BioParticles (pHrodo, Molecular Probes). Cells and bioparticles were agitated at 37 °C for 60 min prior to flow cytometry; DAPI was used as a viability dye.

### Plasmids and lentivirus production

For inducible CAF-1 depletion, Chaf1b-targeting shRNAs were cloned into the pLKO-TRC912 1X LacI IPTG-inducible vector (Broad institute) harboring a puromycin-selectable marker. For constitutive CAF-1 depletion Chaf1b-targeting shRNAs were cloned into pLKO-TRC025 vector (Broad institute) harboring a puromycin-selectable marker. For the TF loss of function experiments, shRNA targeting C/EBPα and ELF1 were cloned into pLKO.1 vector (Addgene, plasmid # 26655) harboring a blasticidin-selectable marker. See Supplementary Table 1 for shRNA sequences. For IPTG induction, a control vector harboring a stuffer sequence was used. For the constitutive knockdown of Chaf1b or TFs, control vectors harboring a luciferase targeting shRNA or scrambled control shRNA were used, respectively. See Supplementary Table 1 for shRNA sequences. Single guide RNAs (sgRNAs) targeting the CEBPA and ELF1 locus were cloned into lentiCRISPR v2 vector (Addgene, plasmid #83480) harboring the wild-type Cas9 coding region, an sgRNA expression cassette, and a blasticidin-selectable marker. See Supplementary Table 1 for guide sequences. RNAi-resistant Chaf1b cDNA was cloned in the retroviral MSCV backbone (Clontech). Retroviruses from MSCV and MIGR1 vectors (Addgene, plasmid #27490) were produced as described previously^14,18^. Lentiviruses were produced by transfection of 293 T cells with Δ8.9 and VSVG plasmids. The virus was harvested at 36, 60, and 84 h post-transfection and precipitated using PEG3500 (Sigma-Aldrich, cat#P4338). For transduction, 150,000 cells were plated per well in a 12-well dish, and spin-infected at 2500 rpm for 1.5 h in the presence of 10 µg mL^−1^ of polybrene (Millipore). After 48 h, transduced cells were selected with either 5 µg mL^−1^ puromycin or 10 µg mL^−1^ blasticidin (Gibco) for 6 days.

### 10x chromium single-cell RNA sequencing

iGMP cells were collected at 0, 48, and 96 h upon CAF-1 suppression or HOXA9 inactivation. Live cells were sorted for each condition and checked for differentiation status and viability post sorting following the 10X genomics guidelines. scRNA-seq libraries were then prepared following the instruction manual of 10X Chromium (v2). The cDNA library and final library after index preparation were checked on a bioanalyzer (High Sensitivity DNA reagents, Agilent Technology) for quality control. Following the library preparation, the sequencing was performed with paired-end sequencing of 75nt each end on HiSeq4000, by Novogene, Inc. Cells were sequenced to an average depth of 100,000 reads per cell.

### 10x chromium single-cell RNA-seq bioinformatics analysis

The raw reads were mapped to GRCm38 using a standard CellRanger (v3.1.0) pipeline. The R package Seurat (v3.0.1) was used for further analysis. Cells with less than 200 genes or more than 6000 genes (potential doublets) were removed, and only genes that were expressed in at least three cells were kept in the analysis. Cells with mitochondrial gene percentage >10% were filtered out. Unsupervised clustering analysis of 10X scRNA-seq data was performed after normalizing for total reads per cell and log-transformed.

### Bulk RNA-seq

Total RNA from cells was DNase treated and purified using Qiagen RNeasy mini kit (according to manufacturer’s instructions). RNA quality was assessed using an Agilent 2100 Bioanalyzer. RNA-seq libraries were prepared with NEBNext UltraDirectional kit (New England Biolabs) for iGMPs and TruSeq Stranded Total RNA kit (Illumina) for HSPCs. Libraries were pooled and sequenced on Illumina HiSeq 2500 instrument. On average 28 million reads were generated per library.

### Bulk RNA-seq data analysis

STAR aligner (v2.7)^42^ was used to map sequencing reads to transcripts in the mouse mm9 reference genome. Read counts for individual transcripts were produced with HTSeq-count (v0.11.1)^43^, followed by the estimation of expression values and detection of DEGs using EdgeR(v3.14)^44^. DEGs were defined by at least 1.5-fold change with FDR less than 0.05. A more stringent 2-fold change and FDR less than 0.01 cutoffs were applied for the correlation analysis with ATAC-seq peaks (see below and legends). GSEA (v4.2)^31^ was used to analyze the enrichment of functional gene groups among differentially expressed genes. Signal tracks are presented with the IGV genome browser (v2.9.4).

### Bulk ATAC-seq

To generate ATAC-seq libraries, 50,000 cells were used and libraries were constructed as previously described^45^. Briefly, cells were washed in PBS twice, counted and nuclei were isolated from 100,000 cells using 100 μl hypotonic buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40) to generate two independent transposition reactions. Nuclei were split in half and treated with 2.5 μl Tn5 Transposase (Illumina) for 30 min at 37 °C. DNA from transposed nuclei was then isolated and PCR-amplified using barcoded Nextera primers (Illumina). Library quality control and quantitation were carried out using high-sensitivity DNA Bioanalyzer and Qubit, followed by paired-end sequencing (PE50) on the Illumina HiSeq 2500 instrument.

### Bulk ATAC-seq data analysis

Sequencing reads were aligned against the mm9 reference genome using BWA (v0.7.17)^46^. Reads mapping to the mitochondrial genome and duplicate reads were removed. Peaks were called using the HOTSPOT method^47^. Read numbers and densities were calculated across all samples for each genomic region among the union of all peaks in all samples. Regions of differential accessibility (DARs) were identified using edgeR (v3.14)^44^, with the cutoffs of at least 2-fold difference and FDR < 0.01. Sequence motifs enriched among these differentially accessible regions were identified using MEME-ChIP (v5.4.1)^32^. To determine the fractions of opened or closed DARs located within 100 kb of up- or downregulated genes in each condition (CAF-1 OFF and HOXA9 OFF), bedtools (v2.29.2) window was used with -u -w 100,000 parameters and gene body regions. Additionally, for each set of DARs (Opened and Closed DARs in CAF-1 OFF or HOXA9 OFF conditions) the fractions of random regions overlapping an up- or downregulated gene in each condition were calculated using 100 sets of shuffled regions of the same size and number. The average and standard deviation of these fractions were used to calculate the Z-scores and *p*-values. To define candidate enhancers and promoters within the sensitive sites, open DARs were first filtered based on fold enrichment of H3K4me1 and H3K4me3 over a 4 kb region centered on each site using deepTools (v3.5.0) computeMatrix. A threshold of more than 3-fold enrichment for H3K4me1 and 0.05-fold enrichment for H3K4me3 was chosen. Subsequently, these regions were classified as promoters if located within 2 kb upstream or 500 bp downstream of annotated transcription start sites. All remaining regions with enriched H3K4me1 or H3K4me3 were classified as enhancers. Signal tracks are presented with the IGV genome browser (v2.9.4).

### ChIP-seq

To construct ChIP-seq libraries 10 million cells were collected from respective conditions (either uninduced or 48 h post CAF-1 OFF and HOXA9 OFF inductions). Cells were then fixed in culture media with 4% formaldehyde for 15 minutes at room temperature. After fixing cells were washed with DPBS and the cell pellet was flash-frozen in liquid nitrogen and stored at −80 °C.

Nuclei were isolated by lysing cells with cell lysis buffer (20 mM Tris-HCl pH 8.0, 85 mM KCl, 0.5% NP40) for 10 minutes at 4 °C and spinning at 12,000 RPM for 4 min at 4 °C. Nuclei were then lysed for 10 min at 4 °C in nuclear lysis buffer (10 mM Tris-HCl pH 7.5, 1% NP40, 0.5% Na Deoxycholate, 0.1% SDS). Lysed nuclei were then sonicated using a Branson 250 probe sonifier at 40% amplitude for 5 minutes in an ice bath to garner 50% of fragments below 1000 bp, and less than 10% under 200 bp. Chromatin was stored at −80 °C while confirming input fragment distribution by gel electrophoresis. After confirmation of fragment distribution, immunoprecipitations were carried out in nuclear lysis buffer supplemented with 167 mM NaCl and 1.2 mM EDTA. Protein A or G beads (for rabbit or mouse antibodies, respectively; 10002D/10004D, ThermoFisher) preconjugated with 10 µg (TFs) or 2 µg (histone marks) of antibody were added to the sheared chromatin for 2 h at 4 °C for each target. The following antibodies were used CEBPA (8178BF, Cell Signaling), ELF1 (A301-443A, Bethyl), H3K4me3 (ab8580, Abcam), and H3K27ac (ab4729, Abcam). Immunoprecipitations were washed sequentially two times each with low salt buffer (0.1% DOC, 0.1% SDS, 1% Triton X-100, 140 mM NaCl, 1 mM EDTA, 20 mM Tris-HCl pH 8.0), high salt buffer (0.1% DOC, 0.1%SDS, 1% Triton X-100, 500 mM NaCl, 1 mM EDTA, 20 mM Tris-HCl pH 8.0), LiCl buffer (0.25 M LiCl, 1% NP40, 1% Na Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0), and TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0) and then eluted in elution buffer (10 mM Tris-HCl pH 8.0, 5 mM EDTA, 300 mM NaCl, 0.1% SDS). Immunoprecipitations were reverse crosslinked overnight at 65 °C after adding 7.25× reverse crosslinking buffer (250 mM Tris-HCl pH 6.5, 1.25 M NaCl, 62.5 mM EDTA, 5 mg/ml Proteinase K [EO0491, ThermoFisher], 62.5 ug/ml RNase A [EN0531, ThermoFisher]). Input samples were reverse crosslinked by diluting sheared chromatin 1:5 with water and adding 7.25× reverse crosslinking buffer overnight at 65 °C. Reverse-crosslinked DNA was isolated with 1.8x AMPure XP (A63880, Beckman Coulter) beads and used for library preparation.

NEB Ultra II DNA Library Prep and Index Kits (E7645, E6440) were used according to the manufacturer’s protocol with modifications. Briefly, up to 10 ng DNA was used for end preparation and adapter ligation without size selection. NEB indexes were added with 2-step PCR using an optimized number of cycles. Fragment distribution of prepared libraries was confirmed by Bioanalyzer to contain over 90% fragments in the 200–600 bp range and then submitted to Illumina Novaseq paired-end sequencing at the University of California Irvine Genomics High-Throughput Facility.

### ChIP-seq data analysis

Base-calling and demultiplexing was done by the sequencing center and sequence quality was confirmed (NVCS/RTA v1.7/v3.4.4). Reads were mapped to mm9 (bowtie2, v2.2.9), duplicates were removed (bamUtil, v1.0.14) and peaks were called with MACS2 (v2.2.6) using all default parameters for paired-end sequencing. CPM normalized bigwig files were generated with deepTools (v3.5.0) and used to generate heatmaps and meta-analysis profiles. Signal tracks are presented with the IGV genome browser (v2.9.4). Fold change peak enrichment (H3K27ac, H3K4me3) was determined by using bedmap (v2.4.38) to calculate the number of called ChIP-seq peaks overlapped (by at least 1 bp) with CAF-1 and HOXA9-sensitive sites or with shuffled peaks of the same size and quantity (bedtools v2.29.2).

### CUT&RUN

CUT&RUN assays were performed as previously described in uninduced iGMPs^48–50^. In summary, 0.5 million cells were collected for each sample. Cells were washed twice (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, protease inhibitor) and bound to concavalin A beads (EpiCypher 21-1401).  Cells were then permeabilized and incubated overnight at 4 °C with primary antibody at a 1:100 dilution (wash buffer + 0.01% digitonin, 2 mM EDTA). The following antibodies were used H3K4me1 (ab8895, Abcam), H3K27me3 (9733S, Cell Signaling), H3K9me3 (ab8898, Abcam), and IgG (2792S, Cell Signaling). Cells were then washed twice with 0.01% digitonin in wash buffer. pAG-MNase (15–1116, EpiCypher) was then used at 1:20 dilution for each 50 μL CUT&RUN reaction and incubated for 10 min at room temperature. Cells were then washed twice with digitonin buffer and 2 mM CaCl_2_ was added for 2 h at 4 °C. Stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg/mL RNase A, 50 µg/mL glycogen) was added at 1.5× dilution and incubated for 10 min at 37 °C. DNA was purified with CUTANA DNA purification kit (EpiCypher, 14-0050). Library construction was performed using the NEBNext UltraII DNA Library Prep Kit from NEB (E7645S). Indexed samples were run using the Illumina HiSeq 4000 platform with paired-end sequencing.

### CUT&RUN data analysis

CUT&RUN data analysis was performed as previously described with modifications^51^. Briefly, raw reads were subjected to adapter removal (cutadapt v2.10) and mapped to genome mm9 (bowtie2 v2.4.1) using --end-to-end --very-sensitive -–no-mixed -–no-discordant --phred33 -I 10 -X 700 parameters. Duplicated reads were removed using Picard MarkDuplicates tools (v2.23.3). Bigwig files were generated by deepTools (v3.3.0) bamCoverage and used for visualization in IGV (v2.9.4). CUT&RUN peaks were called using SEACR software (v1.3) in relaxed mode with normalization to IgG control^52^. Fold change peak enrichment (H3K4me1, H3K27me3, and H3K9me3) was determined by using bedmap (v2.4.38) to calculate the number of called CUT&RUN peaks overlapped (by at least 1 bp) with CAF-1 and HOXA9-sensitive sites or with shuffled peaks of the same size and quantity (bedtools v2.29.2).

### Statistical analysis

Statistical tests are reported in the figure legends. p-values are given within the figures where significance is reported. *p*-values >0.0001 are given exactly and (*) denotes *p*-values <0.0001. Prism (Graphpad, v9.2.0) and R (v3.6) were used for statistical analyses. Appropriate statistical tests were determined using Prism’s recommendations based on the number of parameters and experimental groups tested.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The scRNA-seq, RNA-seq, ATAC-seq, CUT&RUN, and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are publicly available under the super series accession number GSE158229. Genome assemblies used in this paper (GRCm38/mm10, GCF_000001635.2, and MGSCv37/mm9, GCF_000001635.18) are publicly available. Uncropped immunoblots and source data underlying all graphs are presented in the “Source Data” file. Additional RNA-seq data analysis supporting the findings of this study are presented in a Supplementary Data file. The reporting summary for this article is available under supplementary information. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Laurenti E, Gottgens B (2018). From haematopoietic stem cells to complex differentiation landscapes. Nature.

[2] Carrelha J (2018). Hierarchically related lineage-restricted fates of multipotent haematopoietic stem cells. Nature.

[3] Jacobsen SEW, Nerlov C (2019). Haematopoiesis in the era of advanced single-cell technologies. Nat. Cell Biol..

[4] Liggett LA, Sankaran VG (2020). Unraveling hematopoiesis through the lens of genomics. Cell.

[5] Paul F (2016). Transcriptional heterogeneity and lineage commitment in myeloid progenitors. Cell.

[6] Zhang Y, Gao S, Xia J, Liu F (2018). Hematopoietic hierarchy—an updated roadmap. Trends Cell Biol..

[7] Loughran SJ, Haas S, Wilkinson AC, Klein AM, Brand M (2020). Lineage commitment of hematopoietic stem cells and progenitors: insights from recent single cell and lineage tracing technologies. Exp. Hematol..

[8] Heyworth C, Pearson S, May G, Enver T (2002). Transcription factor-mediated lineage switching reveals plasticity in primary committed progenitor cells. EMBO J..

[9] Xie H, Ye M, Feng R, Graf T (2004). Stepwise reprogramming of B cells into macrophages. Cell.

[10] Atlasi Y, Stunnenberg HG (2017). The interplay of epigenetic marks during stem cell differentiation and development. Nat. Rev. Genet..

[11] Hammond CM, Stromme CB, Huang H, Patel DJ, Groth A (2017). Histone chaperone networks shaping chromatin function. Nat. Rev. Mol. Cell Biol..

[12] Franklin R, Murn J, Cheloufi S (2021). Cell fate decisions in the wake of histone H3 deposition. Front. Cell Dev. Biol..

[13] Kolundzic E (2018). FACT sets a barrier for cell fate reprogramming in caenorhabditis elegans and human cells. Dev. Cell.

[14] Cheloufi S (2015). The histone chaperone CAF-1 safeguards somatic cell identity. Nature.

[15] Cheloufi S, Hochedlinger K (2017). Emerging roles of the histone chaperone CAF-1 in cellular plasticity. Curr. Opin. Genet. Dev..

[16] Ishiuchi T (2015). Early embryonic-like cells are induced by downregulating replication-dependent chromatin assembly. Nat. Struct. Mol. Biol..

[17] Houlard M (2006). CAF-1 is essential for heterochromatin organization in pluripotent embryonic cells. PLoS Genet..

[18] Volk A (2018). A CHAF1B-Dependent Molecular Switch in Hematopoiesis and Leukemia Pathogenesis. Cancer Cell.

[19] Cheng L (2019). Chromatin Assembly Factor 1 (CAF-1) facilitates the establishment of facultative heterochromatin during pluripotency exit. Nucleic Acids Res..

[20] Ng C (2019). The histone chaperone CAF-1 cooperates with the DNA methyltransferases to maintain Cd4 silencing in cytotoxic T cells. Genes Dev..

[21] Yang BX (2015). Systematic identification of factors for provirus silencing in embryonic stem cells. Cell.

[22] Sykes DB (2016). Inhibition of dihydroorotate dehydrogenase overcomes differentiation blockade in acute myeloid leukemia. Cell.

[23] Wang GG (2006). Quantitative production of macrophages or neutrophils ex vivo using conditional Hoxb8. Nat. Methods.

[24] Faust N, Varas F, Kelly LM, Heck S, Graf T (2000). Insertion of enhanced green fluorescent protein into the lysozyme gene creates mice with green fluorescent granulocytes and macrophages. Blood.

[25] Xie X (2020). Single-cell transcriptome profiling reveals neutrophil heterogeneity in homeostasis and infection. Nat. Immunol..

[26] Ruijtenberg S, van den Heuvel S (2016). Coordinating cell proliferation and differentiation: antagonism between cell cycle regulators and cell type-specific gene expression. Cell Cycle.

[27] Smith S, Stillman B (1989). Purification and characterization of CAF-I, a human cell factor required for chromatin assembly during DNA replication in vitro. Cell.

[28] Quivy JP, Gerard A, Cook AJ, Roche D, Almouzni G (2008). The HP1-p150/CAF-1 interaction is required for pericentric heterochromatin replication and S-phase progression in mouse cells. Nat. Struct. Mol. Biol..

[29] Blagosklonny, M. V. & Pardee, A. B. The Restriction Point of the Cell Cycle. Madame Curie Bioscience Database [Internet] (Landes Bioscience, 2013).

[30] Becht, E. et al. Dimensionality reduction for visualizing single-cell data using UMAP. *Nat. Biotechnol.*10.1038/nbt.4314 (2018).10.1038/nbt.431430531897

[31] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[32] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics.

[33] Pundhir S (2018). Enhancer and transcription factor dynamics during myeloid differentiation reveal an early differentiation block in cebpa null progenitors. Cell Rep..

[34] Rosenbauer F, Tenen DG (2007). Transcription factors in myeloid development: balancing differentiation with transformation. Nat. Rev. Immunol..

[35] Zhang DE (1997). Absence of granulocyte colony-stimulating factor signaling and neutrophil development in CCAAT enhancer binding protein alpha-deficient mice. Proc. Natl Acad. Sci. USA.

[36] Gallant S, Gilkeson G (2006). ETS transcription factors and regulation of immunity. Arch. Immunol. Ther. Exp. (Warsz.).

[37] Suico MA, Shuto T, Kai H (2017). Roles and regulations of the ETS transcription factor ELF4/MEF. J. Mol. Cell Biol..

[38] Bagger FO, Kinalis S, Rapin N (2019). BloodSpot: a database of healthy and malignant haematopoiesis updated with purified and single cell mRNA sequencing profiles. Nucleic Acids Res..

[39] Seita J, Weissman IL (2010). Hematopoietic stem cell: self-renewal versus differentiation. Wiley Interdiscip. Rev. Syst. Biol. Med.

[40] Schnabel CA, Jacobs Y, Cleary ML (2000). HoxA9-mediated immortalization of myeloid progenitors requires functional interactions with TALE cofactors Pbx and Meis. Oncogene.

[41] Sun Y (2018). HOXA9 reprograms the enhancer landscape to promote leukemogenesis. Cancer Cell.

[42] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[43] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[44] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[45] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[46] Li H, Durbin R (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[47] John S (2011). Chromatin accessibility pre-determines glucocorticoid receptor binding patterns. Nat. Genet..

[48] Skene PJ, Henikoff JG, Henikoff S (2018). Targeted in situ genome-wide profiling with high efficiency for low cell numbers. Nat. Protoc..

[49] Skene, P. J. & Henikoff, S. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. *Elife*10.7554/eLife.21856 (2017).10.7554/eLife.21856PMC531084228079019

[50] Zhang, H. et al. Functional interrogation of HOXA9 regulome in MLLr leukemia via reporter-based CRISPR/Cas9 screen. *Elife*10.7554/eLife.57858 (2020).10.7554/eLife.57858PMC759906633001025

[51] Tang Y (2021). Inhibition of EZH2 primes the cardiac gene activation via removal of epigenetic repression during human direct cardiac reprogramming. Stem Cell Res.

[52] Meers MP, Tenenbaum D, Henikoff S (2019). Peak calling by Sparse Enrichment Analysis for CUT&RUN chromatin profiling. Epigenetics Chromatin.

# Supplementary material for: Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity
**Source:** Nat Commun. 2022 Apr 29;13:2350. doi: 10.1038/s41467-022-29730-6
**Supplement:** Supplementary file 1 — Supplementary Information

# **Regulation of Chromatin Accessibility by the Histone Chaperone CAF-1 Sustains Lineage Fidelity**

**Reuben Franklin, Yiming Guo, Shiyang He, Meijuan Chen, Fei Ji, Xinyue Zhou, David Frankhouser, Brian T. Do, Carmen Chiem, MiHyun Jang, M. Andres Blanco, Matthew G Vander Heiden, Russell C. Rockne, Maria Ninova, David B. Sykes, Konrad Hochedlinger, Rui Lu, Ruslan I. Sadreyev, Jernej Murn, Andrew Volk, Sihem Cheloufi**

## **Supplementary Information**

Supplementary information includes 10 Supplementary Figures and 1 Supplementary Table.

## Supplementary Figure 1

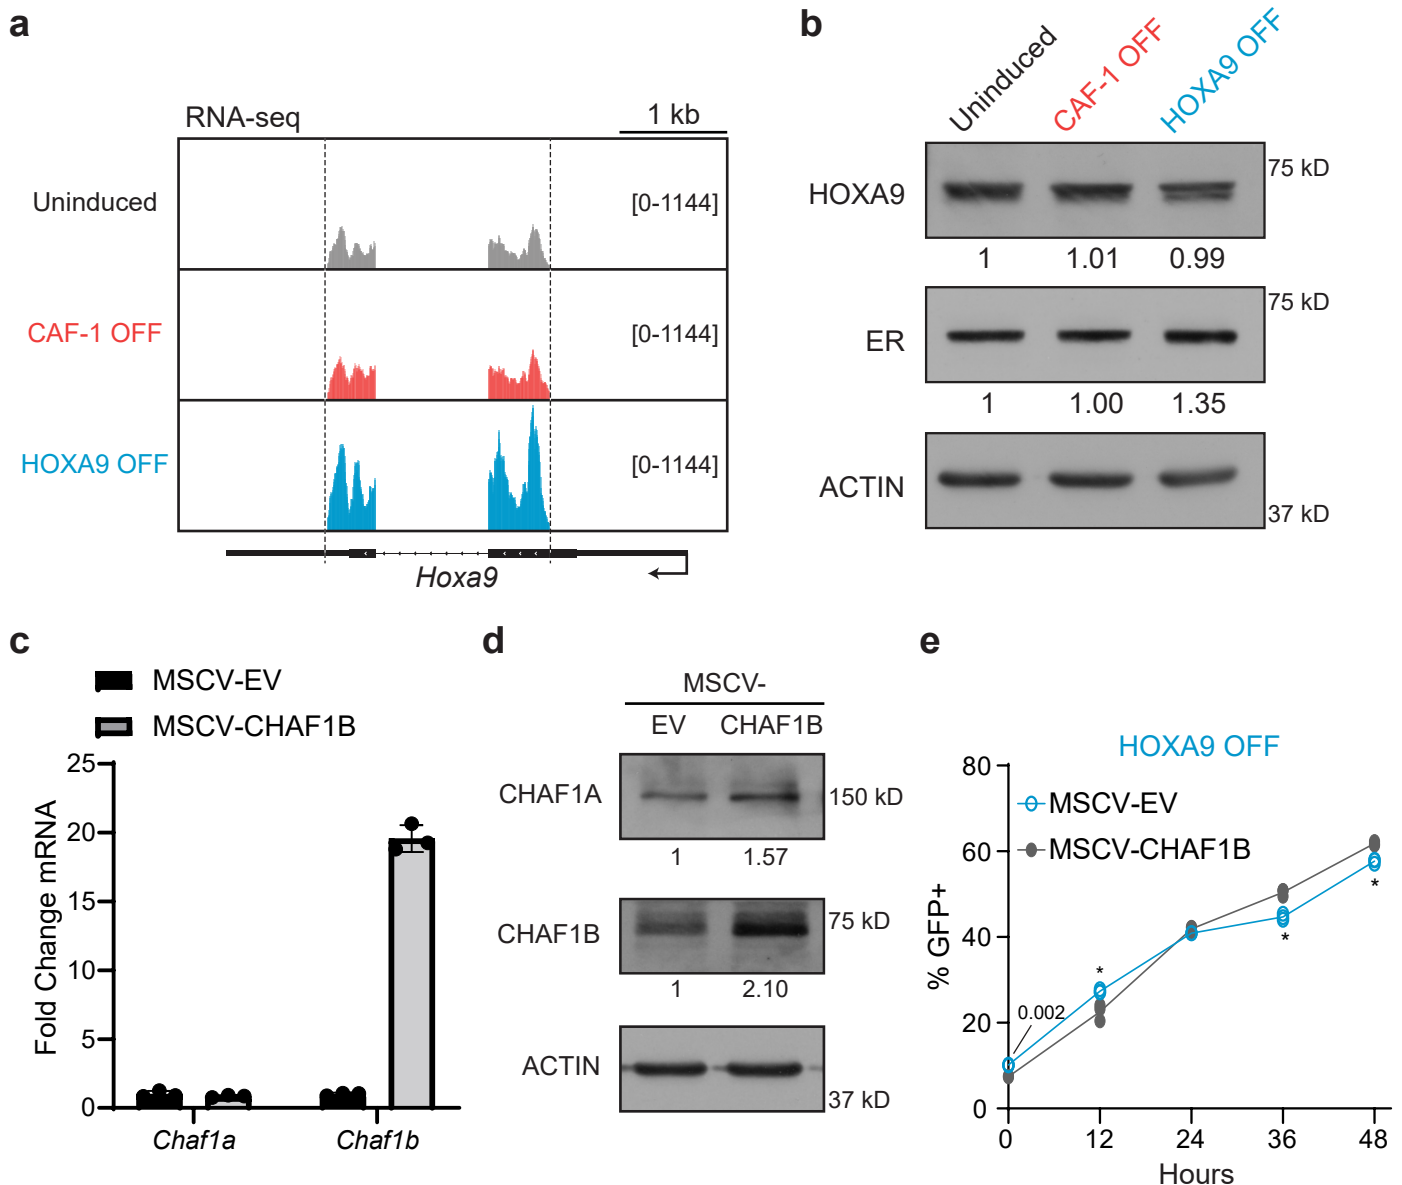

**Supplementary Figure 1. HOXA9 expression analysis and CHAF1B overexpression (Related to Figure 1)**

**a**, Representative genome browser snapshot for RNA-seq tracks over the *Hoxa9* locus in uninduced iGMPs and 48 h post CAF-1 OFF and HOXA9 OFF inductions. All conditions show lack of read coverage at the 5'UTR and 3'UTR (dotted lines) of *Hoxa9* indicating expression of the ER-Hoxa9 transgene but not the endogenous *Hoxa9*. RNA-seq tracks from two independent sub-clones were examined showing similar results. **b**, Western blot analysis of HOXA9 in uninduced iGMPs and 48 h post CAF-1 OFF and HOXA9 OFF induction. Membranes were probed with HOXA9 and ER antibodies. Two independent experiments were performed with similar results but only one representative is shown. **c-d**, RT-qPCR and western blot analysis in inducible Chaf1b shRNA HOXA9 iGMPs transduced with either MSCV empty control vector (MSCV-EV) or MSCV vector overexpressing shRNA-resistant CHAF1B (MSCV-CHAF1B) lentiviral vectors. The mean and standard deviation of mRNA fold change expression for three technical replicates is shown in (c). Two independent experiments were performed with similar results, but one representative experiment is shown in (c-d). **e**, Time course flow cytometric analysis of iGMPs analyzed in (c-d) for every 12 h within 48 h of HOXA9 inactivation. The mean and standard deviation of percent GFP+ population is plotted from n=3 experimental replicates comparing iGMPs overexpressing CHAF1B with empty vector controls. Two-way ANOVA with Sidak's correction. \* p<0.0001. Source data are provided as a Source Data file.

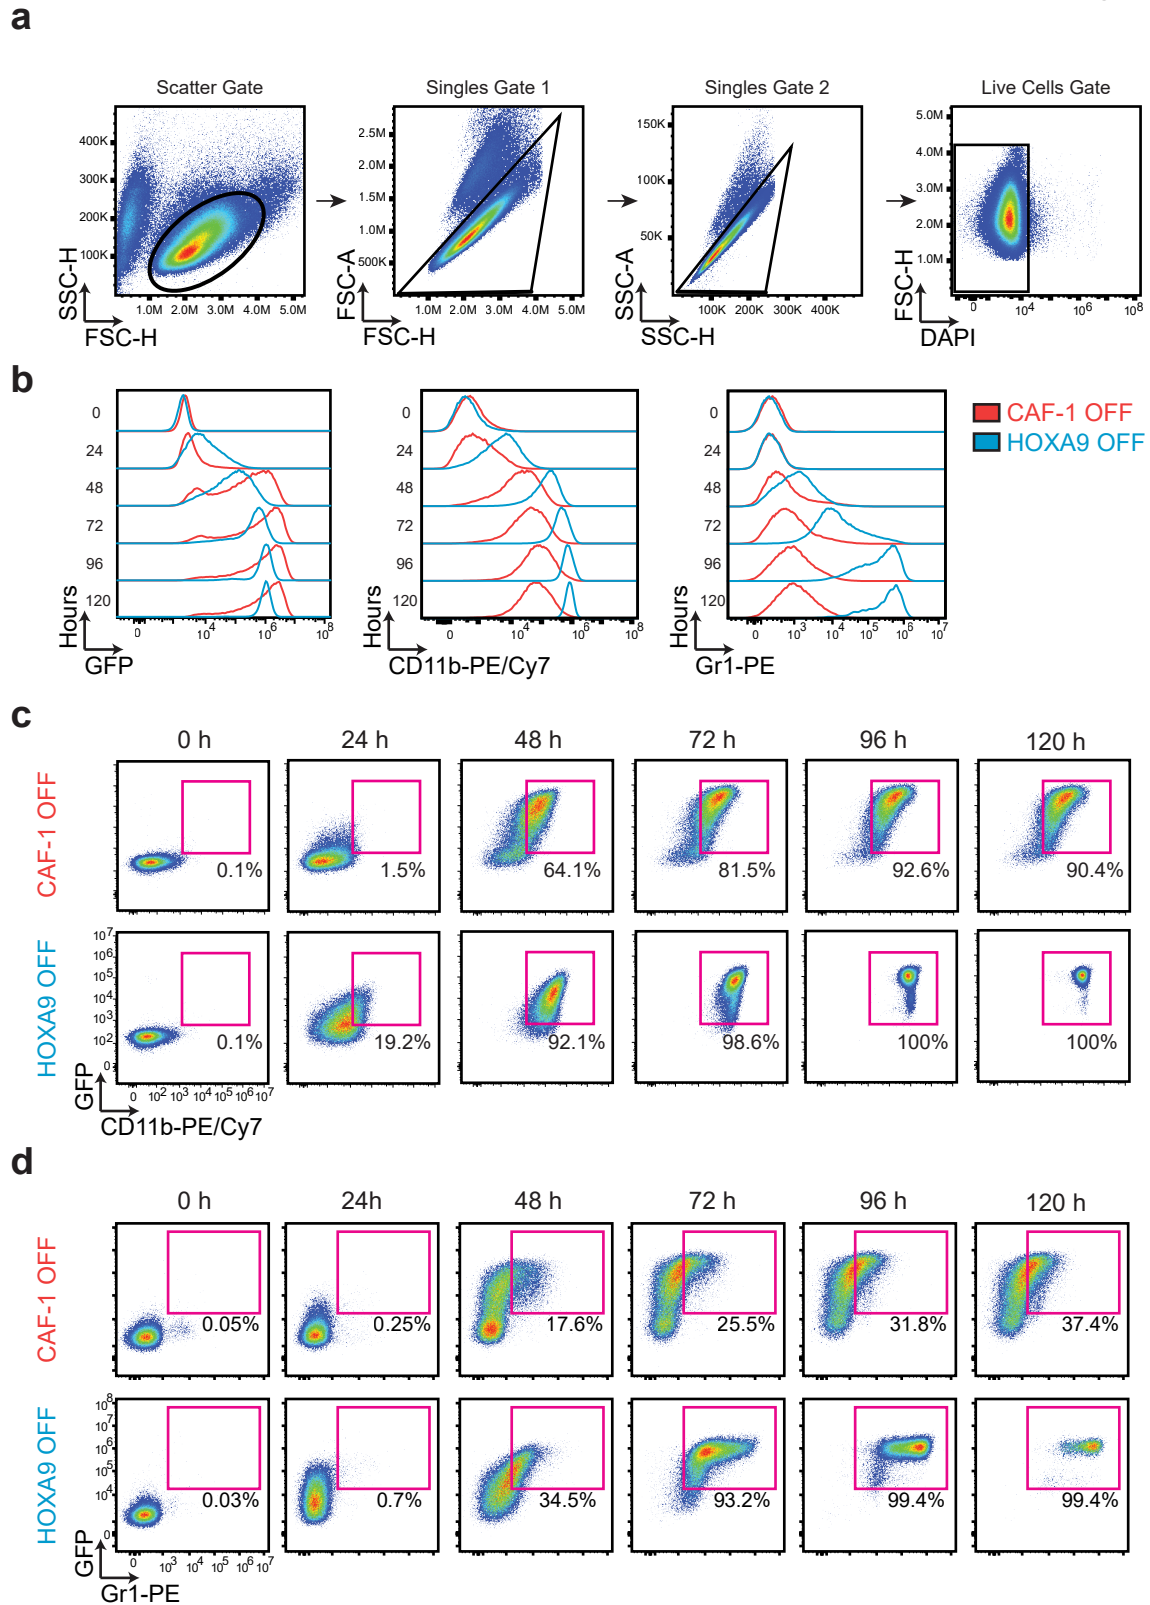

**Supplementary Figure 2. Myeloid differentiation kinetics in CAF-1 OFF and HOXA9 OFF iGMPs (Related to Figure 2)**

**a-d**, Time course flow cytometric analysis of myeloid differentiation markers in CAF-1 OFF and HOXA9 OFF iGMPs. **a**, Representative gating strategy of live single cells. **b-d**, Representative histograms and density plots for GFP, CD11b, and Gr1 activation upon differentiation in both conditions. GFP/CD11b and GFP/Gr1 double positive populations are gated in **(c-d)**. See corresponding quantification for each marker in Fig. 2c. Three independent experiments were performed with similar results but only one representative is shown.

# Supplementary Figure 3

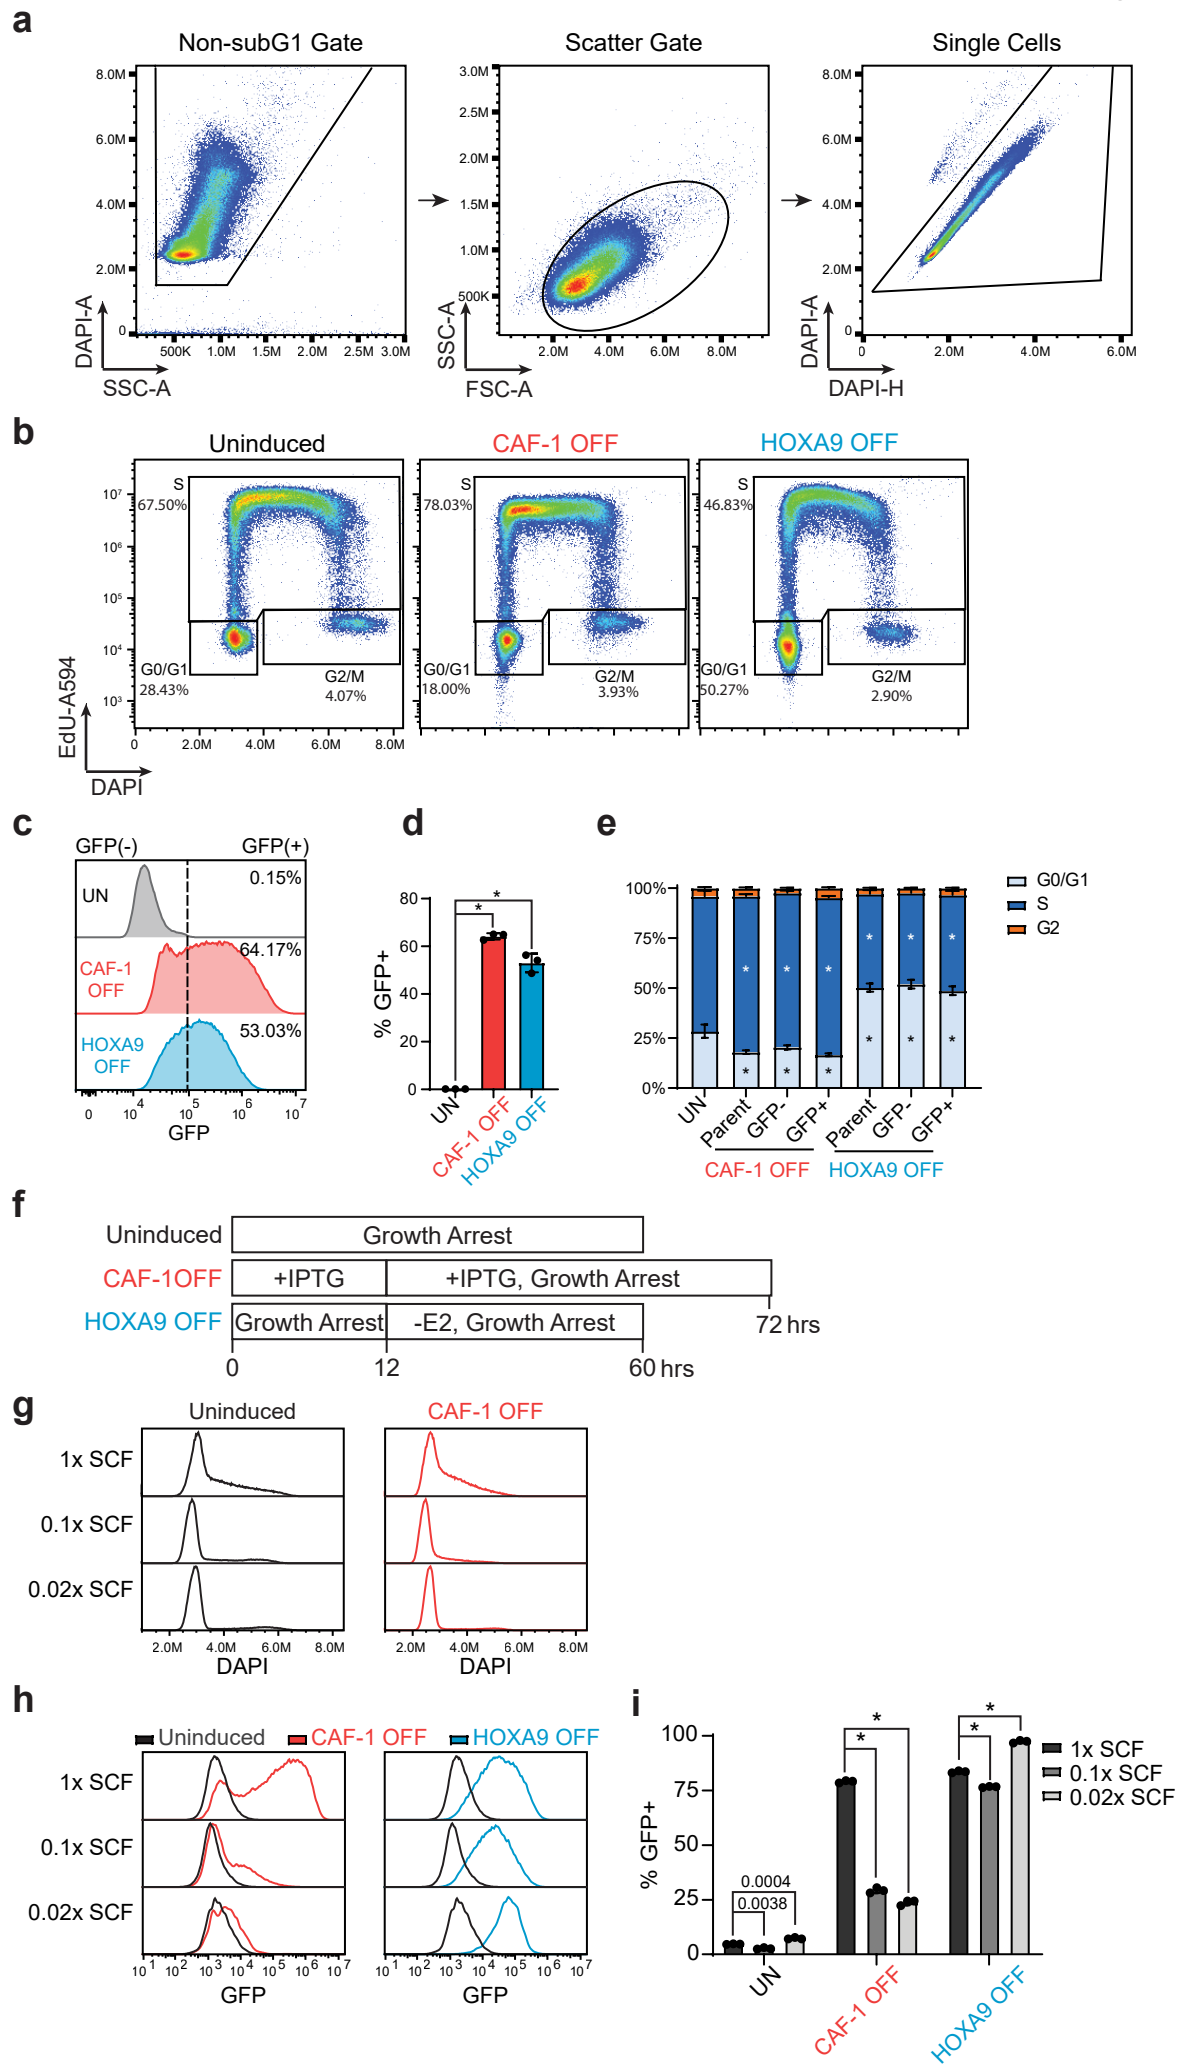

### **Supplementary Figure 3. CAF-1 depletion mediated differentiation depends on cell cycle progression (Related to Figure 2)**

**a-e**, Cell cycle analysis of uninduced iGMPs (UN) and CAF-1 OFF or HOXA9 OFF iGMPs 48 h post induction. **a-b**, Representative flow cytometric gating strategy (**a**) and analysis (**b**) of cell cycle profiles showing EdU incorporation versus DNA content. G1/G0, S, and G2/M phases of the cell cycle are gated. A594, Alexa Fluor 594 **c**, Histogram of GFP signal for cells analyzed in (**b**) with GFP positive cell gating. **d**, Quantification of data shown in (**c**). **d-e**, Mean and standard deviation of percent gated populations across all conditions from n=3 experimental replicates. One-way ANOVA with Dunnett's test for (**d**) and Two-way ANOVA with Tukey's test for (**e**). **e**, Cell cycle phases quantification is shown for ungated parental, GFP negative, and GFP positive populations (shown in **c**) in CAF-1 OFF and HOXA9 OFF conditions. **f-i**, The effect of induced growth arrest by SCF withdrawal in uninduced, CAF-1 OFF, and HOXA9 OFF iGMPs. **f**, Experimental schematic illustrating concomitant growth arrest with either uninduced, CAF-1 OFF, or HOXA9 OFF cells (see methods). In CAF-1 OFF condition, cells are pretreated with IPTG for 12 h to achieve Chaf1b knockdown at the time of growth arrest induction. **g**, Cell cycle profile of SCF titrations measured by DNA content (DAPI) after 12 h of SCF withdrawal in uninduced and CAF-1 OFF cells. 1x SCF reflects normal self-renewing growth conditions and 0.1x or 0.02x SCF reflect SCF withdrawal. **h**, Representative flow cytometry histogram of GFP signal in corresponding SCF concentrations in all conditions. In uninduced iGMPs, cells were analyzed 60 h post growth arrest. In CAF-1 OFF and HOXA9 OFF conditions, cells were analyzed at 48 and 72 h post induction, respectively. **i**, Mean and standard deviation of percent GFP positive populations for all conditions cultured in different SCF concentrations. Data was collected from n=3 independent experiments. Two-way ANOVA with Dunnett's test. \*p<0.0001. Source data are provided as a Source Data file.

## Supplementary Figure 4

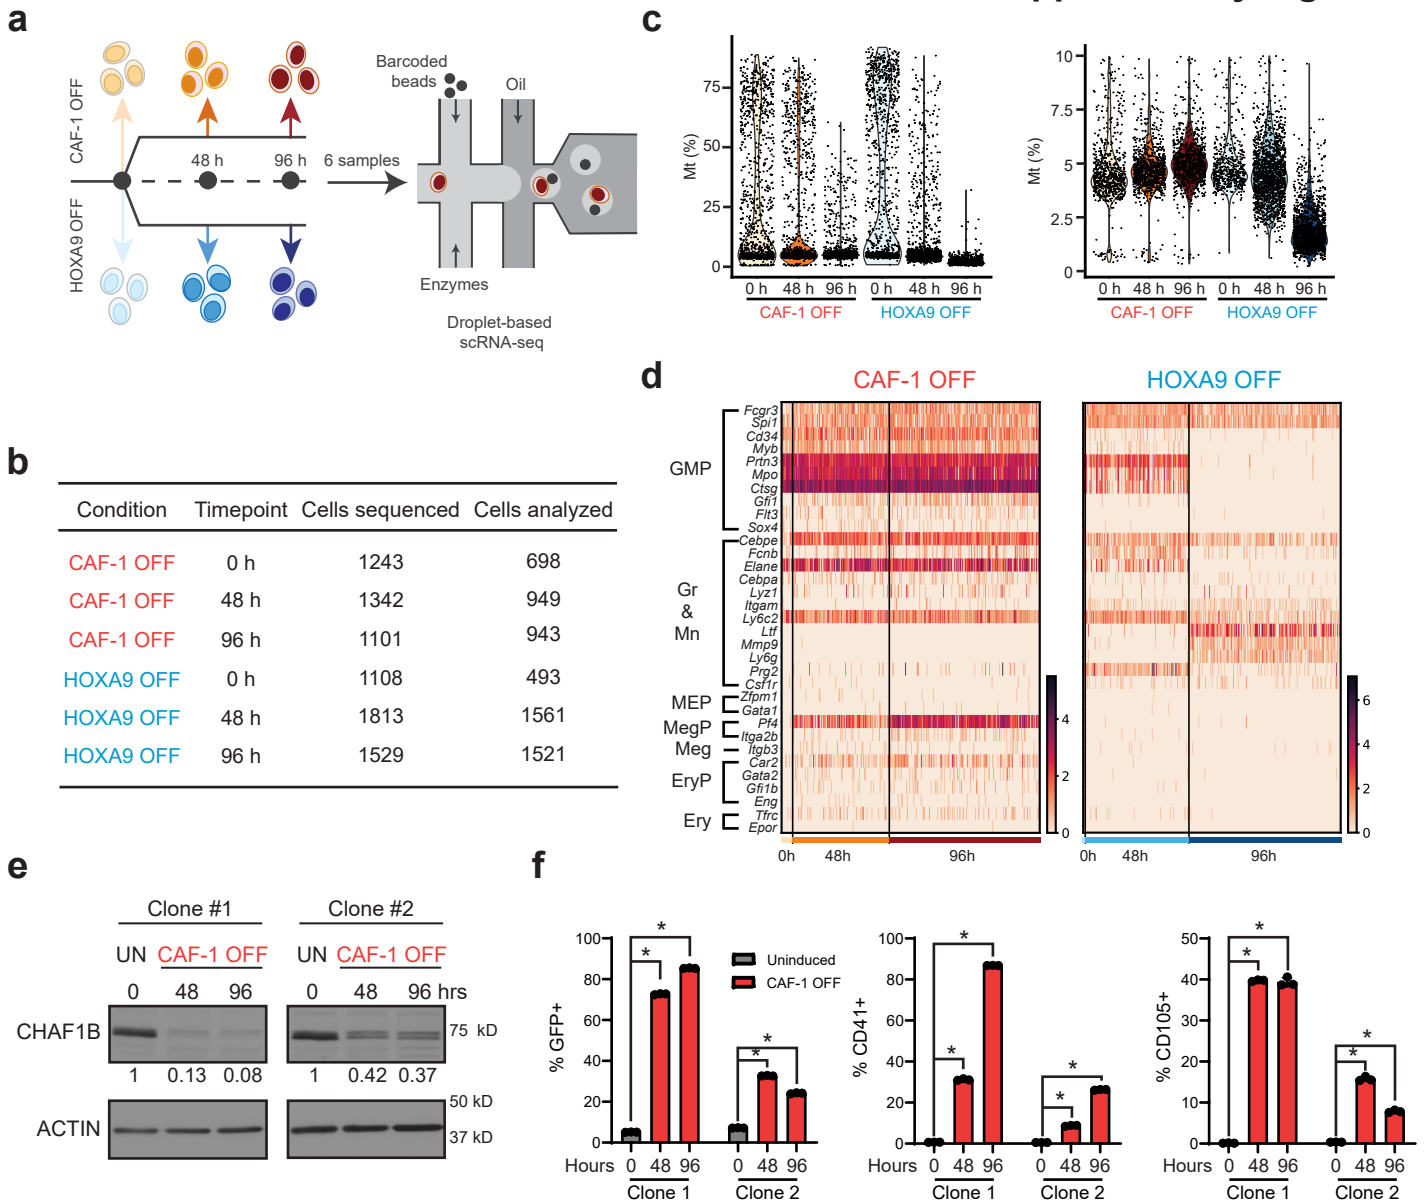

**Supplementary Figure 4. CAF-1 depletion in iGMPs induces a mixed lineage state (Related to Figure 3)**

**a**, Experimental design for scRNA-seq of uninduced, HOXA9 OFF, and CAF-1 OFF conditions depicting the time course analysis at 0, 48, and 96 hours. **b**, Summary of the number of single cells sequenced and analyzed after passing all the quality controls in each condition and time point. **c**, Percentage of mitochondrial UMIs per cell per sample before (left) and after (right) filtering (see methods). **d**, Heatmap of Gr1 expressing cells in CAF-1 OFF and HOXA9 OFF conditions displaying gene expression patterns for a curated set of lineage specific genes (surface markers and transcription factors) as shown in Fig. 3d for all single cells without filtering by Gr1 expression. GMP, granulocyte-macrophage progenitor; Gr, granulocyte; Mn, monocyte/macrophage; MEP, megakaryocyte-erythroid progenitor; MegP, megakaryocyte progenitor; Meg, megakaryocyte; EryP, erythroid progenitor; Ery, erythrocyte. **e**, Western blot analysis of CHAF1B knockdown in IPTG-inducible shChaf1b subclones with variable knockdown levels. Clone #2 having weaker knockdown compared to Clone #1. **f**, Time course flow cytometric analysis of GFP, CD41, and CD105 activation in both clones showing a dosage dependent phenotypic effect. Plotted is the mean and standard deviation of percent positive marker populations in uninduced and CAF-1 OFF iGMPs from n=3 independent experiments. Two-way ANOVA with Dunnett's test (\*p<0.0001). Source data are provided as a Source Data file.

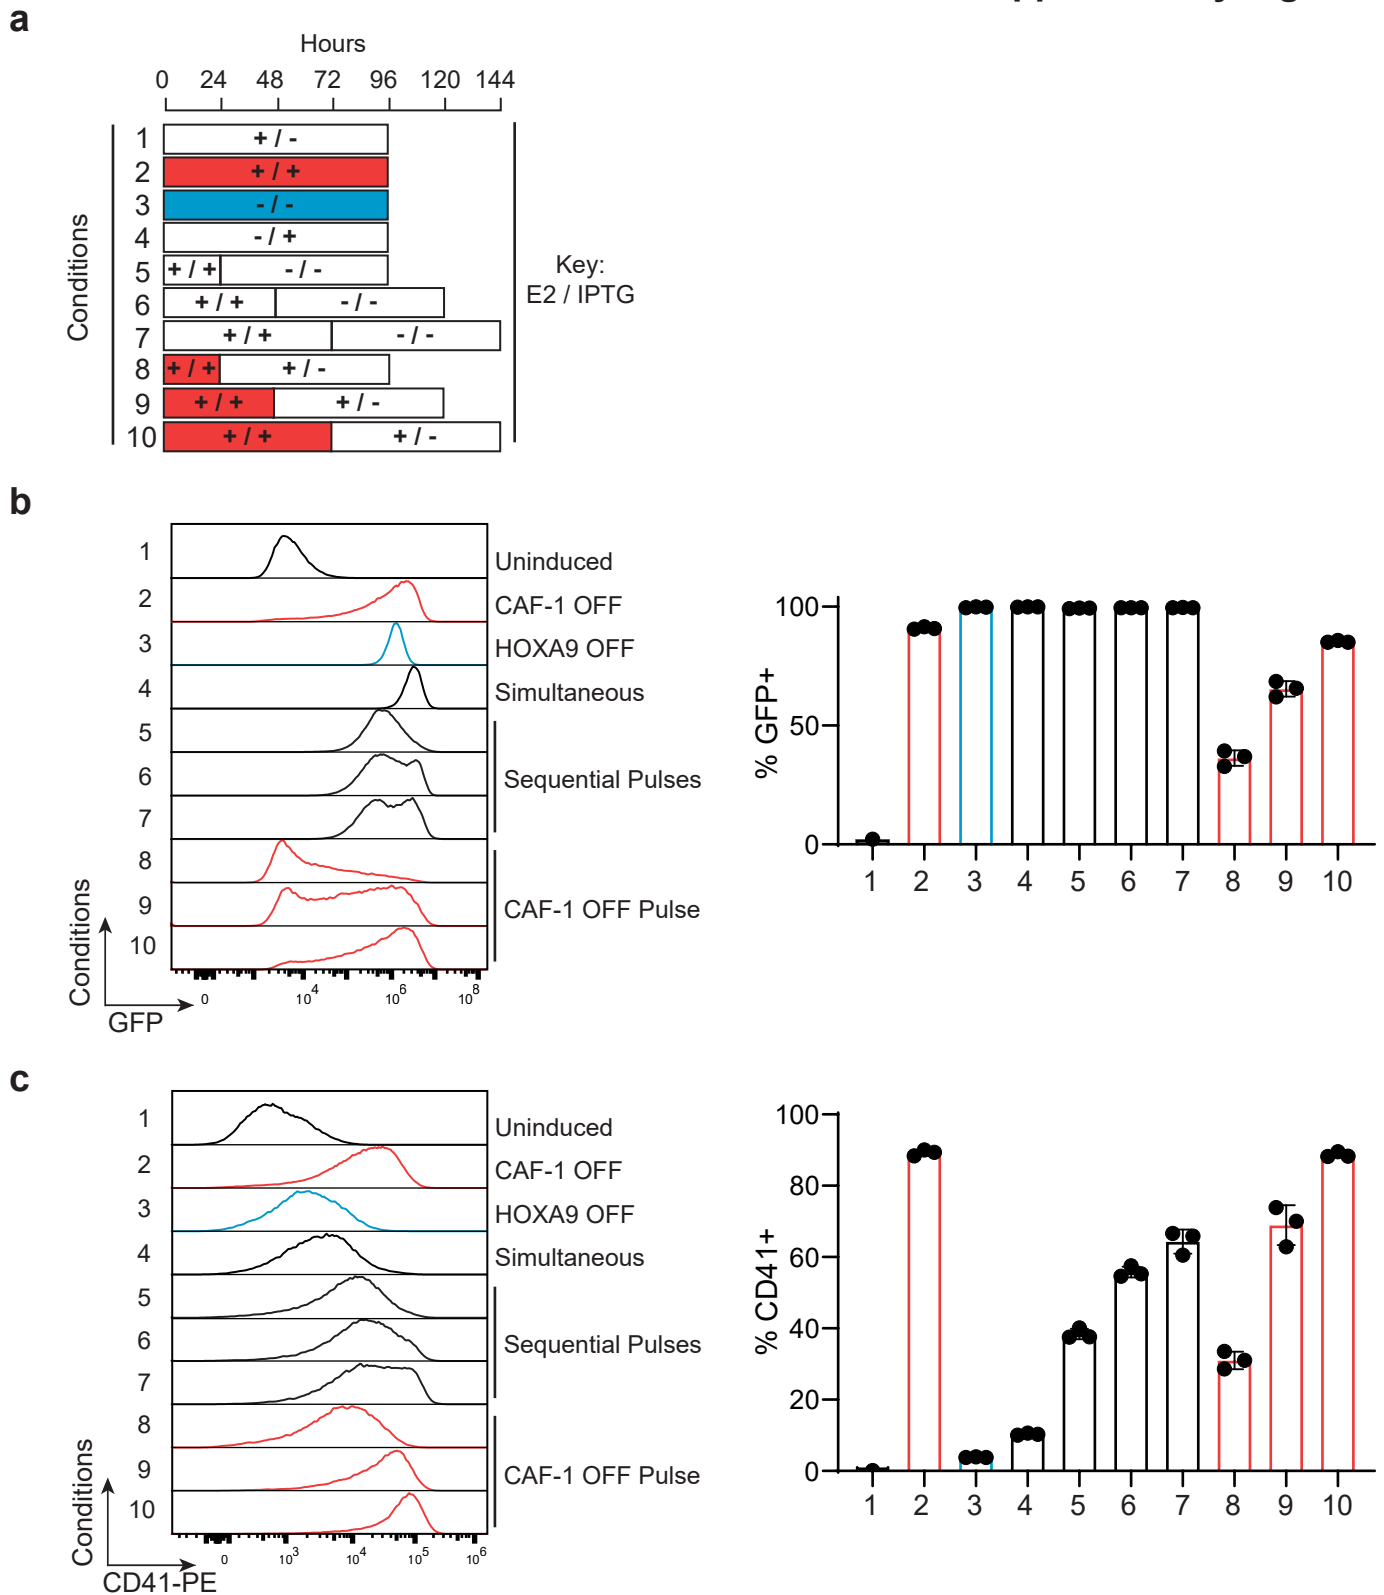

**Supplementary Figure 5. The mixed lineage state of iGMPs upon CAF-1 depletion does not depend on HOXA9 activity (Related to Figure 3)**

**a**, Experimental strategy showing uninduced cells and individual CAF-1 OFF or HOXA9 treatments (#1-3), a simultaneous treatment of CAF-1 OFF and HOXA9 OFF (#4), and incremental pulses of CAF-1 OFF followed sequentially by continuous HOXA9 OFF treatment as in Fig. 3h (#5-7) or a pulse+chase period as in Fig. 2e (#8-10). See also Fig. 2e and Fig. 3h. **b-c**, Flow cytometric analysis of GFP and CD41 activation in all conditions shown (**a**). Left: representative histograms showing the signal for each marker in all conditions. Right: Mean and standard deviation of percent marker positive population for each condition collected from n=3 independent experiments. Source data are provided as a Source Data file.

**a**

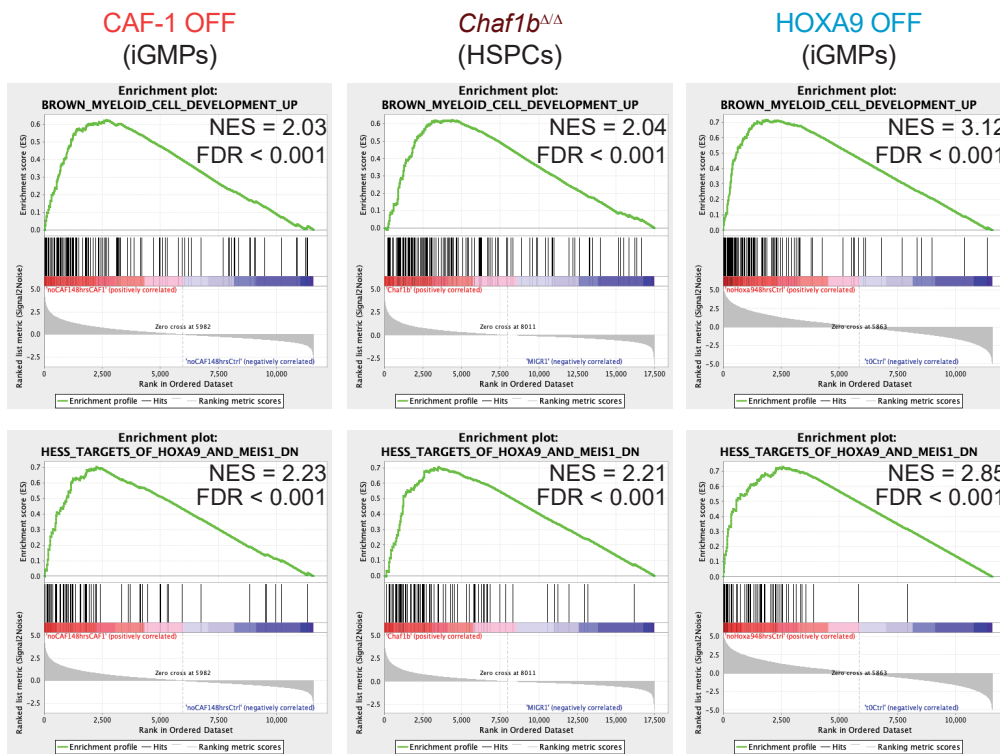

**b**

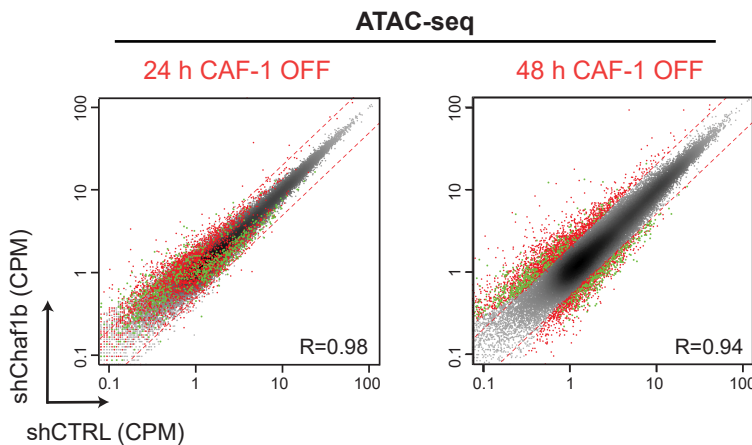

**c**

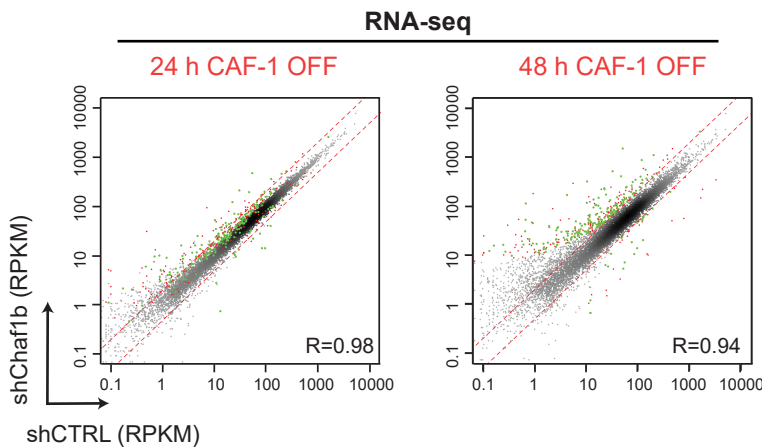

**Supplementary Figure 6. Profiling of CAF-1 depletion in iGMPs and primary hematopoietic stem and progenitor cells (Related to Figures 4 and 5)**

**a**, Gene set enrichment analysis (GSEA) of RNA-seq at 48 h post induction of CAF-1 OFF or HOXA9 OFF in iGMPs and *Chaf1b* deletion (*Chaf1b*<sup>Δ/Δ</sup>) in primary HSPCs. Calculated normalized enrichment scores (NES) is shown for two significantly enriched gene sets;

myelopoiesis (BROWN\_MYELOID\_CELL\_DEVELOPMENT\_UP) and genes downregulated in hematopoietic precursor cells conditionally expressing HOXA9 and MEIS1 (HESS\_TARGETS\_OF\_HOXA9\_AND\_MEIS1\_DN). **b**, Correlation analysis of global ATAC-seq signal (CPM, counts per million mapped reads) comparing uninduced iGMPs to CAF-1 OFF iGMPs at 24 and 48 hours. Data points outside the dotted lines are differentially accessible regions (DARs) with fold change  $> 2$  and FDR  $< 0.01$  cut offs. Red and green colored dots represent unique and common DARs between CAF-1 OFF and HOXA9 OFF from the 48 h time point, respectively (see Fig. 5b). **c**, Correlation analysis of gene expression (RPKM, reads per kilobase of transcript per million mapped reads) comparing uninduced iGMPs to CAF-1 OFF iGMPs at 24 and 48 hours. Genes outside the dotted lines are differentially expressed genes (DEGs) with fold change  $> 2$  and FDR  $< 0.01$ . Red and green colored dots represent unique and common DEGs between CAF-1 OFF and HOXA9 OFF from the 48 h time point, respectively (see Fig. 4f).

## Supplementary Figure 7

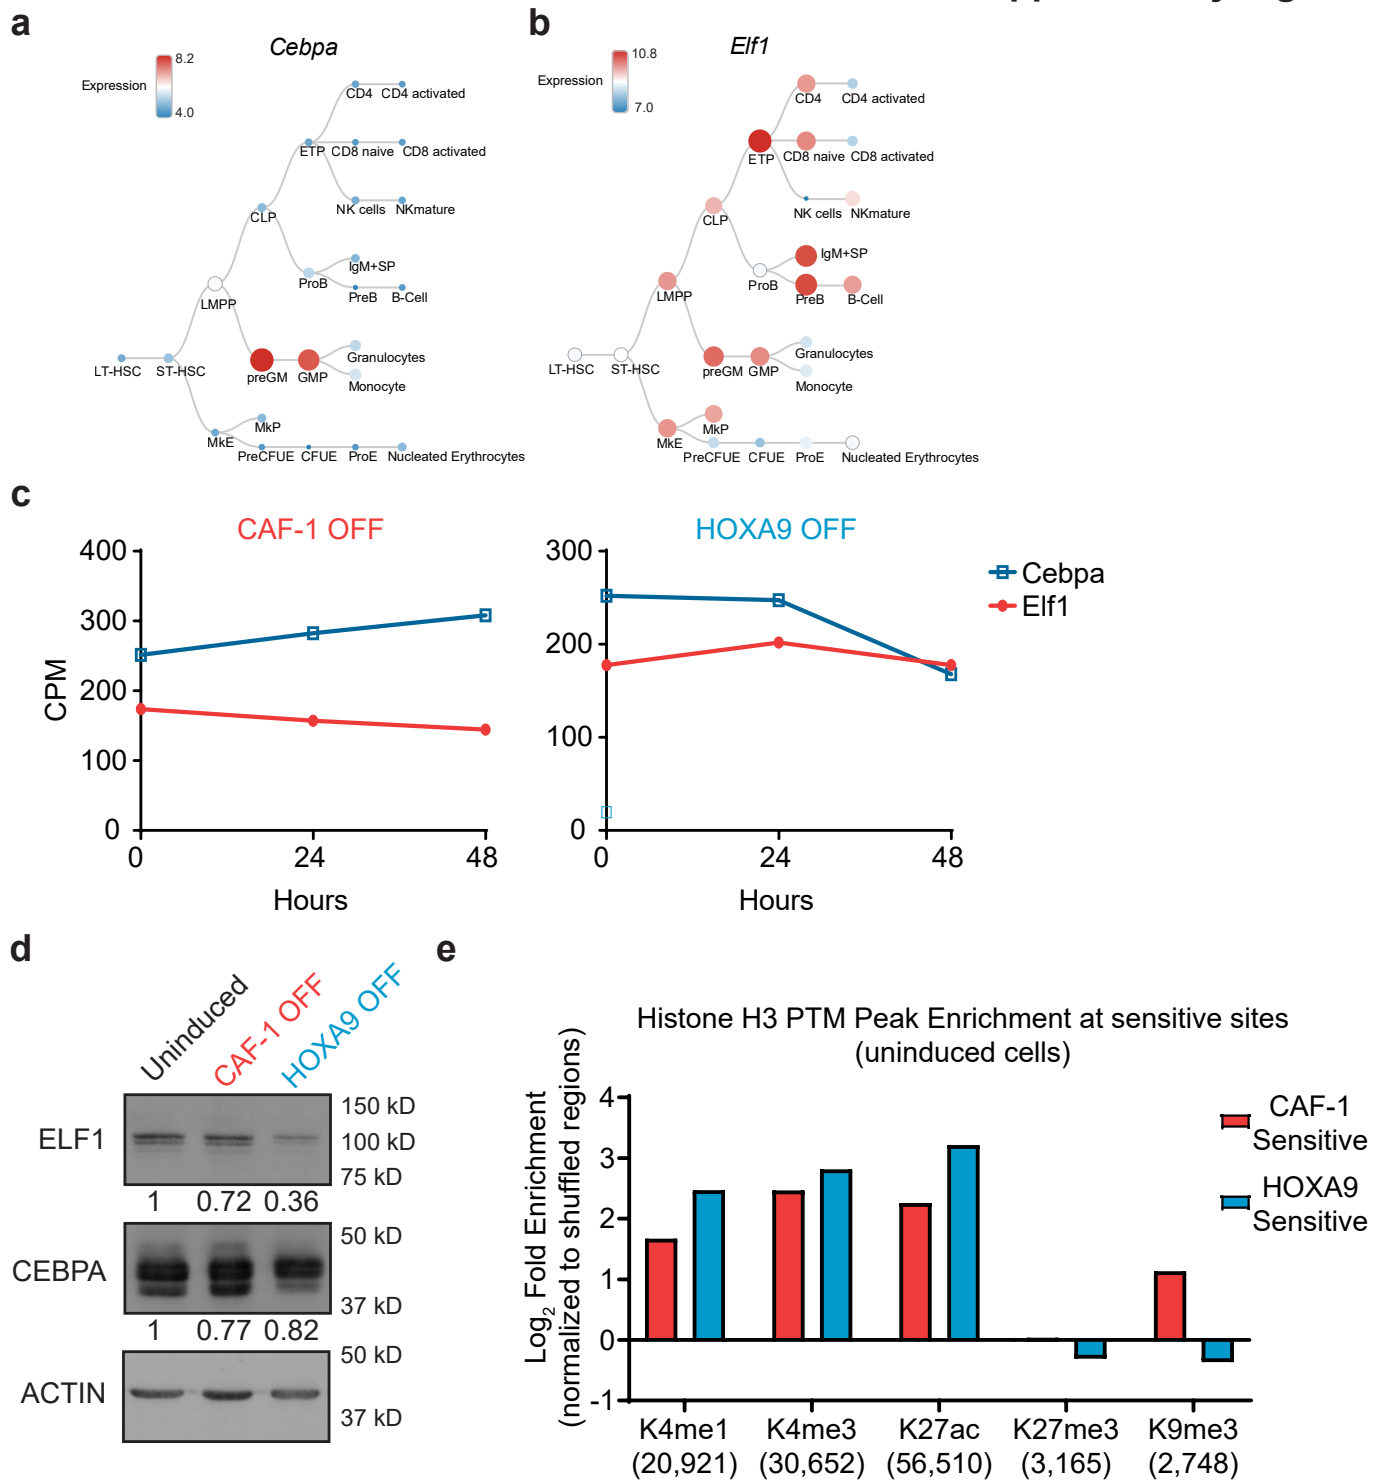

**Supplementary Figure 7. TF expression dynamics and characterization of CAF-1 sensitive sites (Related to Figure 5)**

**a, b**, *Cebpa* and *Elf1* expression profile in hematopoietic hierarchical trees from blood spot database using the mouse normal hematopoietic system dataset. **c**, RNA-seq analysis showing expression profiles (CPM, counts per million) of transcription factors *Cebpa* and *Elf1* in uninduced iGMPs (0 hours) and in either CAF-1 OFF or HOXA9 OFF 24 and 48 hours post induction. **d**, Protein levels of ELF1 and CEBPA in uninduced iGMPs and in either CAF-1 OFF or HOXA9 OFF 48 hours post induction. Two independent experiments were performed with similar results but only one representative is shown. **e**, Peak enrichment of histone H3 post translational modifications (PTMs) in uninduced iGMPs that overlap with either CAF-1 sensitive or HOXA9 sensitive sites compared to shuffled genomic regions. Plotted is the Log<sub>2</sub> fold enrichment of called peaks for H3 PTMs at open DARs (see methods). Fraction of overlapped peaks is normalized by the fraction of peaks

overlapping shuffled regions to calculate the fold enrichment of peaks. All positive enrichment of histone marks is statistically significant by  $\chi^2$  test ( $p < 5 \times 10^{-9}$ ). Total number of peaks called for each histone mark are labeled under the histone marks. Source data are provided as a Source Data file.

## Supplementary Figure 8

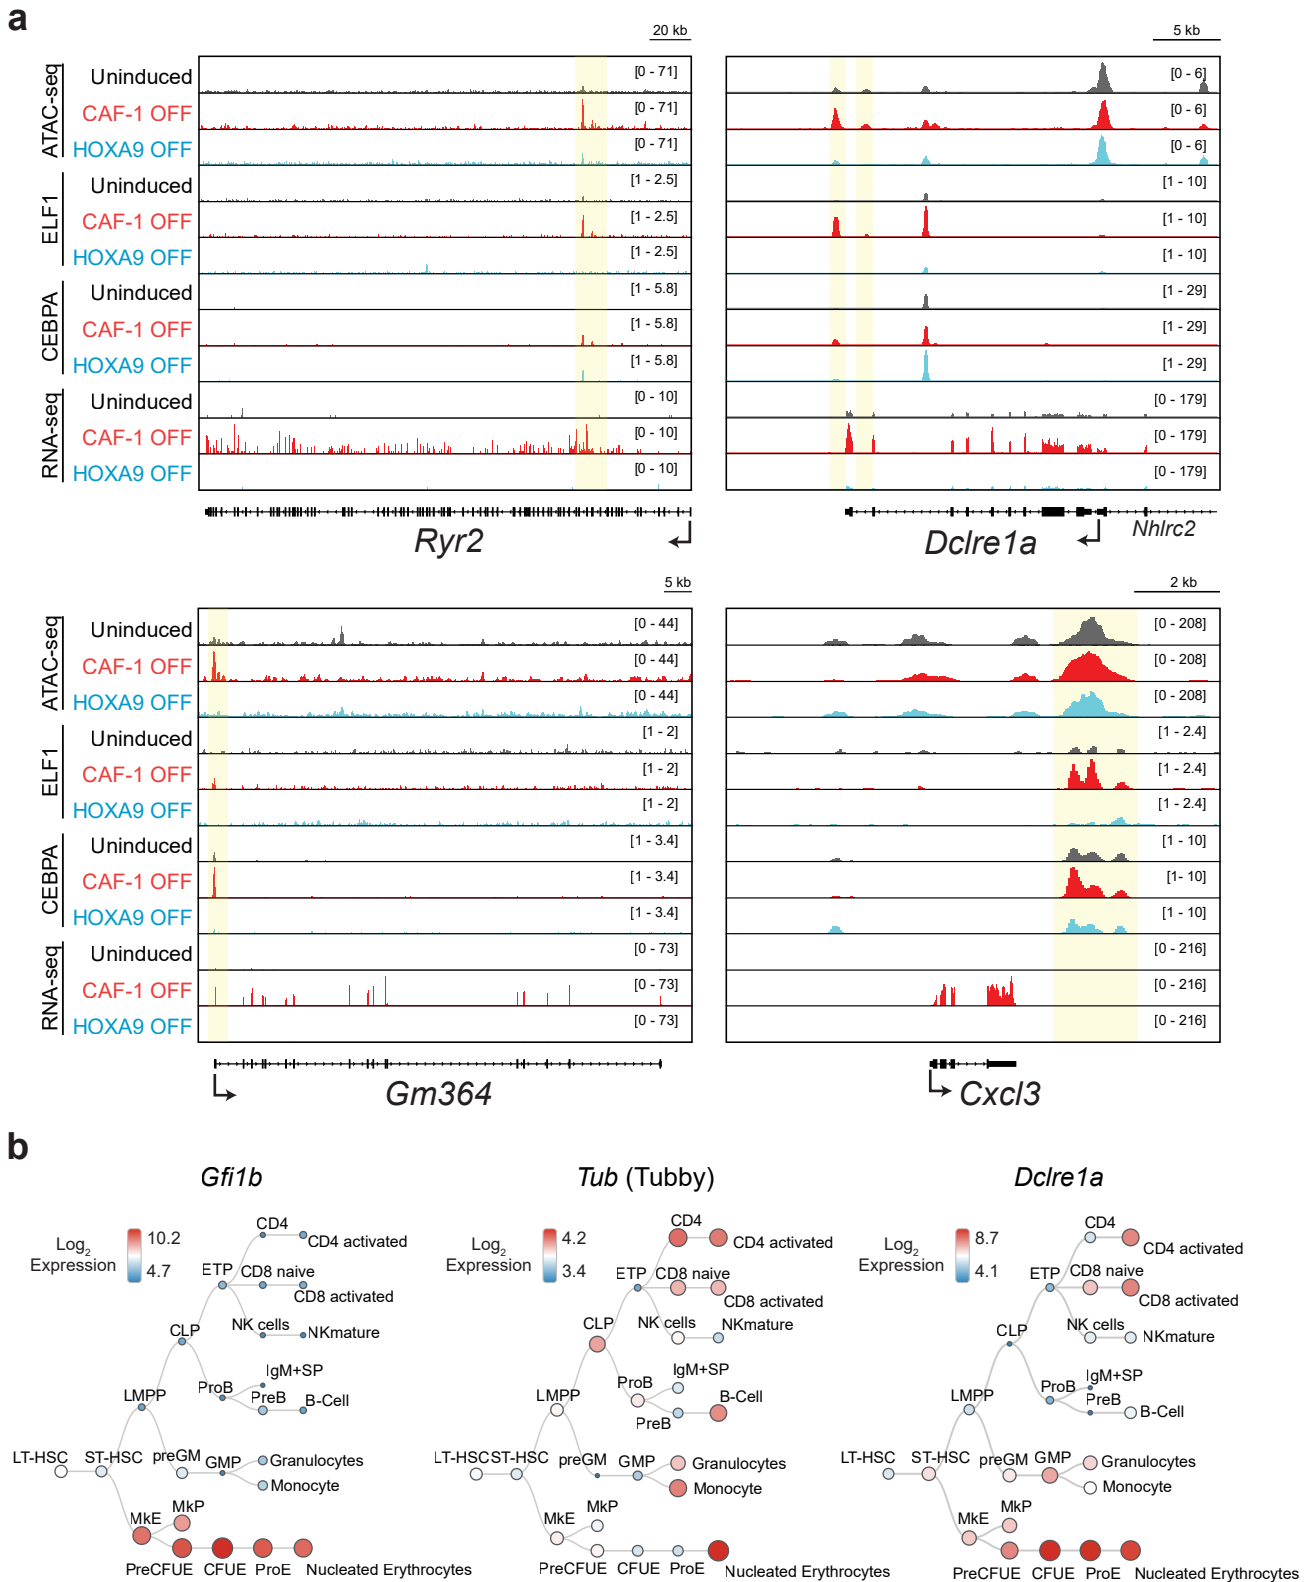

## Supplementary Figure 9

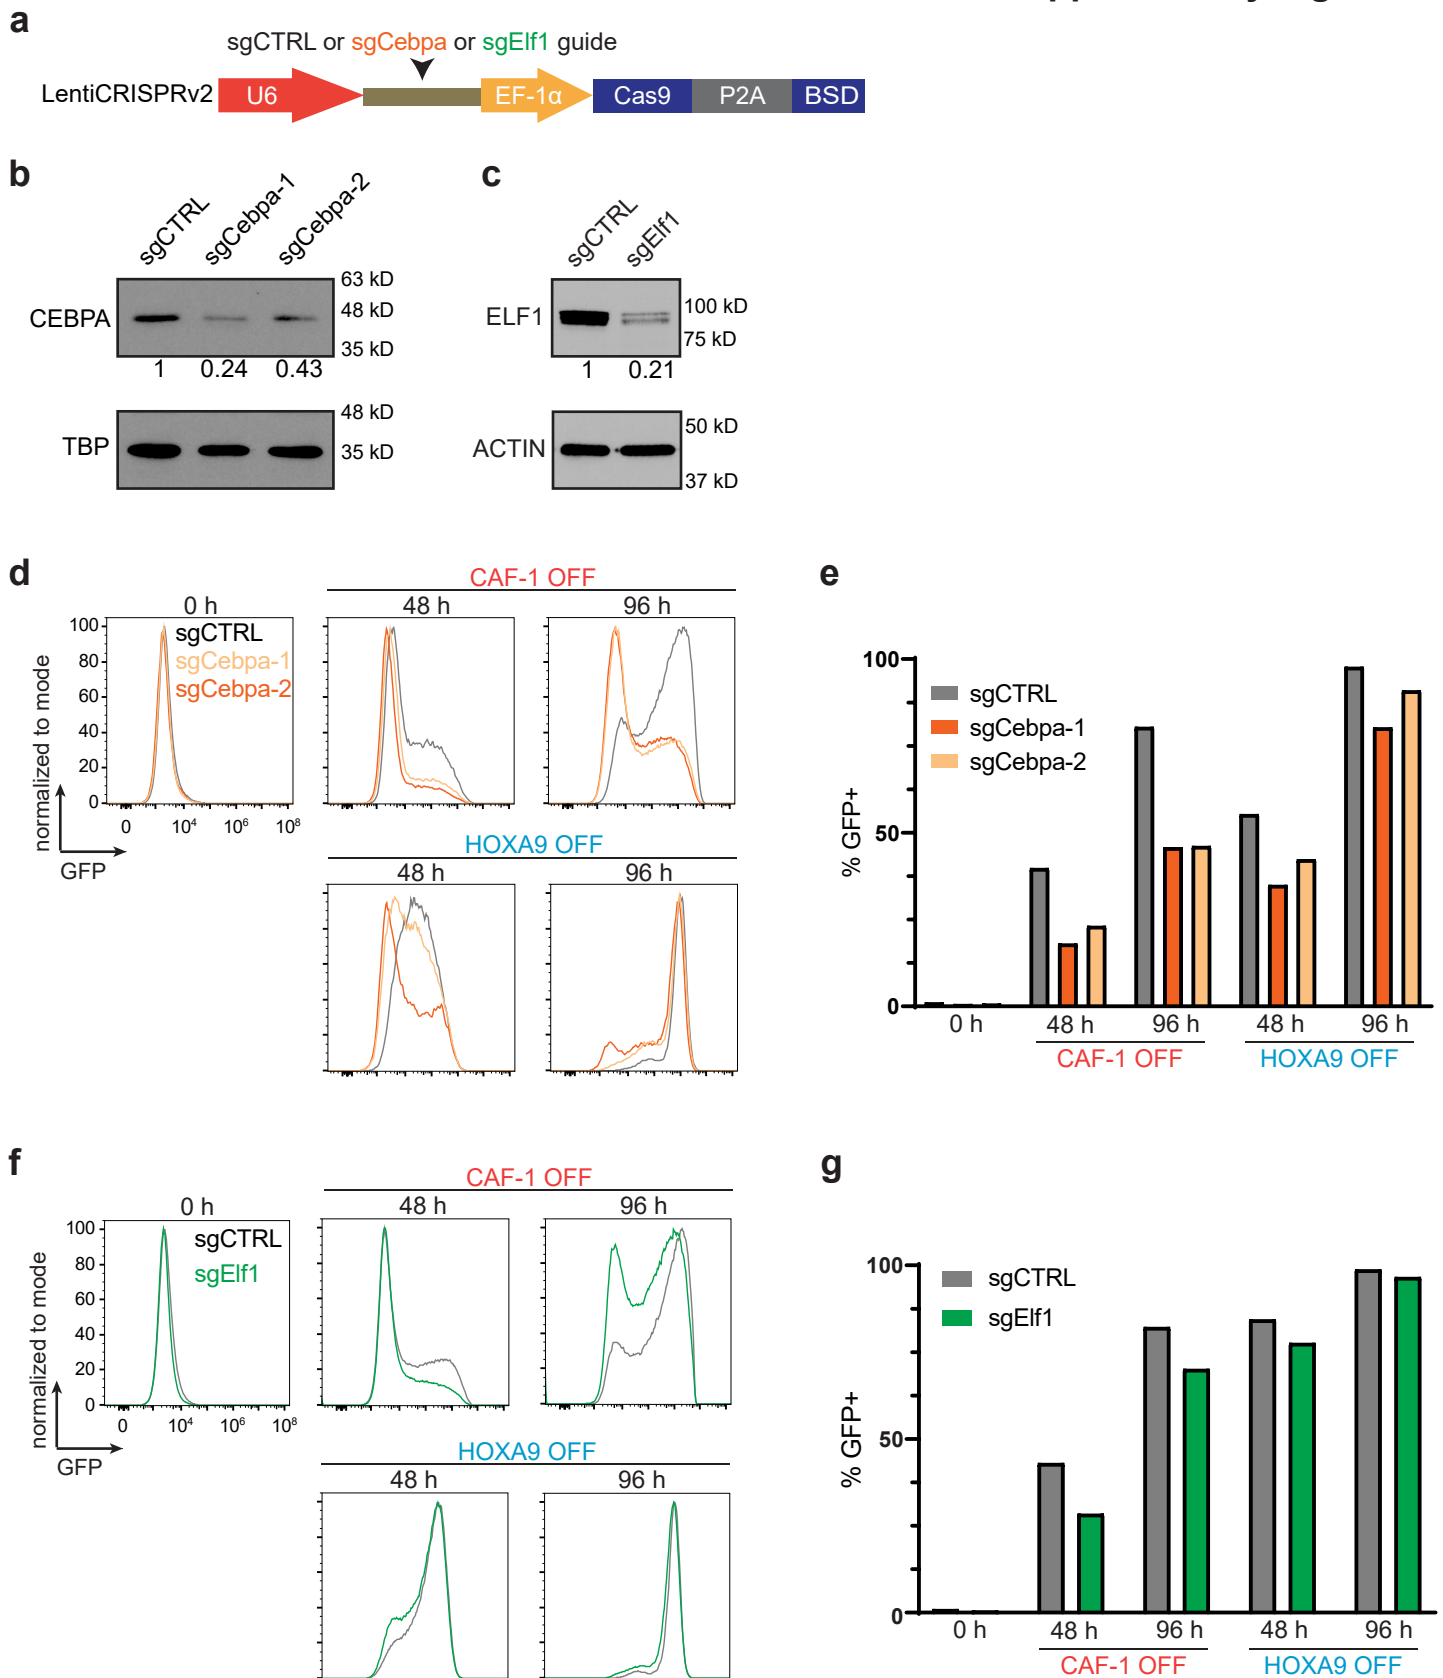

**Supplementary Figure 9: CRISPR-CAS9 validation of CEBPA and ELF1 loss of function phenotypes (Related to Figure 6)**

**a**, Schematic of lentiviral CRISPR-CAS9 expression vector (LentiCRISPRv2) co-expressing CAS9 and corresponding single guide RNA (sgRNA) cloned inserts. Cells were transduced with a control vector (sgCTRL) or single guides targeting either *Cebpa* or *Elf1*. U6, U6 promoter; EF-1α, EF-1α promoter; P2A, peptide 2A.

**b-g**, Myeloid differentiation repression in iGMPs by CRISPR targeting of *Cebpa* and *Elf1*. **b-c**, Western blot analysis of CEBPA (**b**) and ELF1 (**c**) upon CRISPR targeting in polyclonal populations. **d-g**, Flow cytometric time course analysis of Lys-GFP expression upon *Cebpa* (**d-e**) and *Elf1* (**f-g**) targeting in CAF-1 OFF and HOXA9 OFF conditions. Quantifications of percent GFP positive populations from (**d, f**) are shown in (**e, g**). Two independent experiments were performed with similar results but only one representative is shown. See Fig. 6 for additional confirmation of the phenotype with shRNA mediated knockdown of CEBPA and ELF1. Source data are provided as a Source Data file.

**HOXA9 OFF**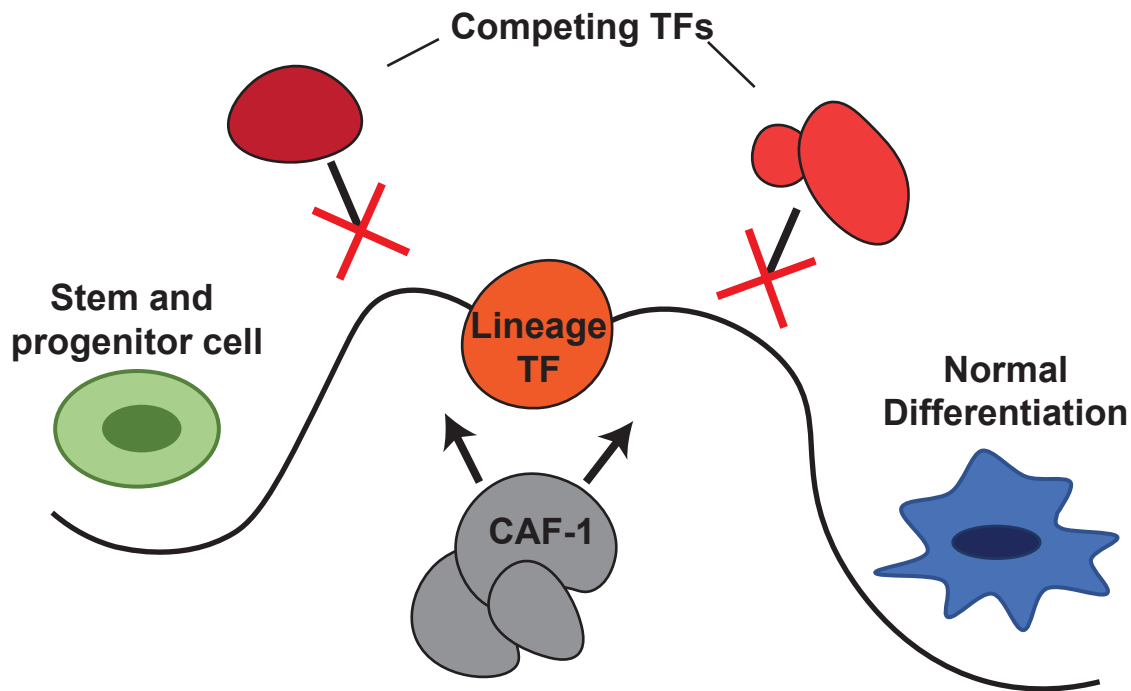**CAF-1 OFF**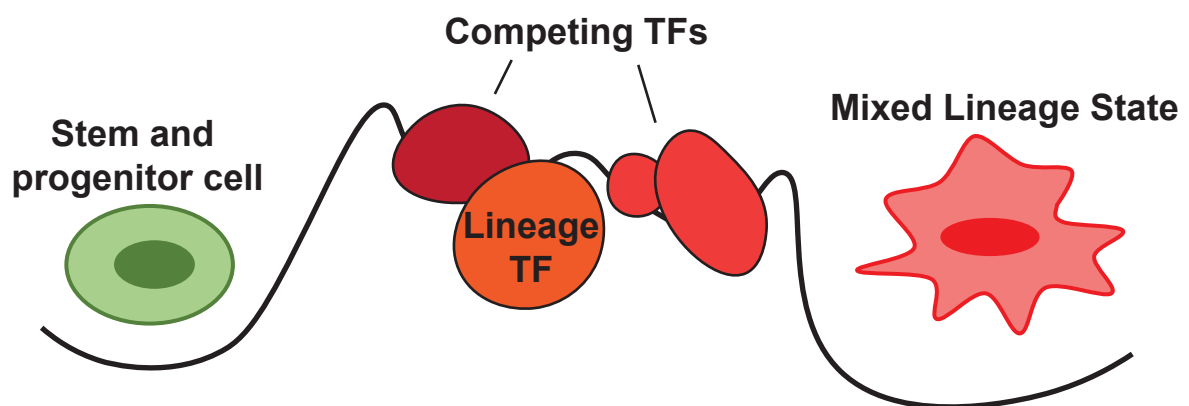

**Supplementary Figure 10: Model of altered differentiation path upon chromatin accessibility manipulation via CAF-1 suppression.**

During normal stem and progenitor cell differentiation, the control of chromatin accessibility by CAF-1 allows proper binding of lineage-specific transcription factors to their canonical sites, preventing their ectopic binding to alternate sites. CAF-1 depletion promotes chromatin opening at specific loci, leading to competitive binding of transcription factors to these sites and driving alternative lineage genes, which leads to a mixed cellular state.

**Supplementary Table 1. List of oligonucleotide sequences**

| Type        | Name                             | Sequence                   |
|-------------|----------------------------------|----------------------------|
| qPCR Primer | $\beta$ -actin-F                 | CGCCACCAGTTCGCCATGGA       |
| qPCR Primer | $\beta$ -actin-R                 | TACAGCCCGGGGAGCATCGT       |
| qPCR Primer | Cebpa-F                          | ATAGACATCAGCGCTACATCGA     |
| qPCR Primer | Cebpa-R                          | GTCGGCTGTGCTGGAAGAG        |
| qPCR Primer | Chaf1a-F                         | GTGTCTTCCTCAACTTTCTCCTTG   |
| qPCR Primer | Chaf1a-R                         | CCGCGGCCGTGGATTGC          |
| qPCR Primer | Chaf1b-F                         | CCGCCGTCAGGATCTGGAAGTTG    |
| qPCR Primer | Chaf1b-R                         | GCTCCTTGCTGTCATTCATCTTCCAC |
| qPCR Primer | Cxcl3-F                          | GAAAGGAGGAAGCCCCTCAC       |
| qPCR Primer | Cxcl3-R                          | ACACATCCAGACACCGTTGG       |
| qPCR Primer | Elf1-F                           | TGCAAGTAACGGCATGGAGG       |
| qPCR Primer | Elf1-R                           | AGGAACATGTTCCACAATAACAGCA  |
| qPCR Primer | Gapdh-F                          | CATGGCCTTCCGTGTTCCCTA      |
| qPCR Primer | Gapdh-R                          | GCCTGCTTCACCACCTTCTT       |
| qPCR Primer | Gfi1b-F                          | CAGTCCTACGCCACCTTGG        |
| qPCR Primer | Gfi1b-R                          | AGGGTGGATGAACGCTTGAA       |
| qPCR Primer | Tub(Tubby)-F                     | AGGCAGCAGAAGCTCGAC         |
| qPCR Primer | Tub(Tubby)-R                     | TCGGCCTCTTGAACCTGGTAG      |
| shRNA       | shChaf1b-1<br>(TRCN0000318223)   | GCTGTCAATGTTGTACGCTTT      |
| shRNA       | shChaf1b-2<br>(TRCN0000318224)   | CGTCATTCTGTTGTGGAAGAT      |
| shRNA       | shCebpa-1                        | GCCGAGATAAAGCCAAACAAC      |
| shRNA       | shCebpa-2                        | GGACAAGAACAGCAACGAGTA      |
| shRNA       | shElf1                           | GTGATCCTGCTATATTTCTTG      |
| shRNA       | shCTRL<br>(scrambled shRNA)      | CCTAAGGTTAAGTCGCCCTCGC     |
| shRNA       | shCTRL<br>(luciferase targeting) | CAACAAGATGAAGAGCACCAA      |
| sgRNA       | sgCebpa-1                        | AGAAGTCGGCCGACTCCATG       |
| sgRNA       | sgCebpa-2                        | GCGGCGCGGTCATGTCCGCG       |
| sgRNA       | sgElf1                           | ATGAACAGTTCGGAAGAGCT       |

# Supplementary material for: Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity
**Source:** Nat Commun. 2022 Apr 29;13:2350. doi: 10.1038/s41467-022-29730-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1:** Transcriptional profile of CAF-1 OFF iGMPs and lineage annotation of upregulated genes upon CAF-1 depletion. Sheet1: Gene expression changes in CAF-1 OFF iGMPs after 48 hours of induction compared to uninduced cells. Columns provide the following information: gene ID (A) , Log2 fold changes (FC; B) and false discovery rates values (C). Sheet2: Genes that are commonly upregulated between CAF-1 OFF iGMPs and Chaf1b-deleted HSPCs only (n= 42; see Fig. 4f) are listed and annotated based on their expression in hematopoietic lineages using the mouse normal hematopoietic system dataset in the BloodSpot database. Columns provide the following information Gene ID (A) and lineage annotation (B) followed by values of FC and FDR for each corresponding condition and cell type.

# Supplementary material for: Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity
**Source:** Nat Commun. 2022 Apr 29;13:2350. doi: 10.1038/s41467-022-29730-6
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow data was collected with NovoExpress (v1.5) and FACSDiva software (v9.0).  
RT-qPCR data was collected with CFX Maestro (v2.2).  
Sequencing data was collected by Illumina NVCS/RTA software (v1.7/v3.4.4).  
Luminescence data was collected with GloMax-Multi Detection System External PC Connect Kit (v1.1.14, Cat.# E8916).  
Morphological images were acquired with Nikon Elements (v5.11.01)

#### Data analysis

Statistical analysis and graph generation was conducted with GraphPad Prism (v8.0, v9.2) and R (v3.6).  
Flow cytometry data was analyzed with FlowJo (v9, v10).  
Immunoblots were analyzed with ImageJ (v1.53c).  
  
Sequencing analysis software includes:  
Read Alignment: Bowtie2 (v2.2.9, v2.4.1), BWA (v0.7.17), STAR (v2.7).  
Read/alignment processing: cutadapt (v2.1), bamUtil (v1.0.14), Picard MarkDuplicates (v2.23.3).  
Peak calling: SEACR (v1.3), MACS2 (v2.2.6).  
scRNA-seq Analysis: Seurat (v3.0.1), CellRanger (v3.1.0).  
Differential analysis: edgeR (v3.14).  
Downstream analysis: DeepTools (v3.5.0, v3.3.0; bamCoverage, computeMatrix), bedmap (v2.4.38), bedtools (v2.29.2), IGV (v2.9.4), GSEA (v4.2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The scRNA-seq, RNA-seq, ATAC-seq, CUT&RUN and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are publicly available under accession number GSE158229 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158229>). Genome assemblies used in this paper (GRCm38/mm10, GCF\_000001635.2 and MGSCv37/mm9, GCF\_000001635.18) are publicly available. Uncropped immunoblots and source data underlying graphs are presented in the "Source Data" file for Figures 1, 2, 4, 5, and 6, and Supplementary Figures 1, 3, 4, 5, 7, and 9. Additional RNA-seq data supporting the findings of this study are presented in a Supplementary Data file. The reporting summary for this article is available under supplementary information. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were not predetermined based on statistical methods, but were chosen according to the standards for molecular and phenotypic characterization of in vivo and primary cellular models. At least three independent replicates for each condition were performed. For experiments with $n < 3$ , results were validated in independent clones, independent experiments, additional systems, and/or with orthogonal methods as described in the article. |
| Data exclusions | Data were only excluded for failed experiments resulting from technical issues.                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Experiments were repeated in triplicates to confirm experimental reproducibility. Multiple biological samples were tested to confirm biological reproducibility. All results reported in the manuscript have been reproduced in independent experiments.                                                                                                                                                                                                          |
| Randomization   | Cells and animals were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | Blinding was not utilized due to objective data collection methods using quantitative measurements that did not require subjective interpretation or judgment.                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | CEBPA (CST, Clone D56F10, Cat#: 8178S [1:1,000 WB], 8178BF [10 µg ChIP])<br>ELF1 (Bethyl, Cat#: A301-443A [10 µg ChIP])<br>H3K27ac (Abcam, Cat#: ab4729 [2 µg ChIP])<br>H3K27me3 (CST, Clone C36B11, Cat#: 9733 [1:100 C&R]) |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

H3K4me3 (Abcam, Cat#: ab8580 [2 µg ChIP])  
H3K9me3 (Abcam, Cat#: ab8898 [1:100 C&R])  
H3K4me1 (Abcam, Cat#: ab8895 [1:100 C&R])  
IgG (Cell Signaling, Cat#: 2729S [1:100 C&R])  
CD11b (Biolegend, Clone M1/70, Cat#: 101216 [1:200 FC])  
Gr1 (Biolegend, Clone RB6-8C5, Cat#: 108407 [1:200 FC])  
CD41 (Biolegend, Clone MWReg30, Cat#: 133905 [1:200 FC])  
CD105 (Biolegend, Clone MJ7/18, Cat#: 120407 [1:200 FC])  
CD11b (eBioscience, Clone M1/70, Cat#: 12-0112-82 [1:200 FC])  
CD117 (eBioscience, Clone 2B8, Cat#: 17-1171-82 [1:200 FC])  
Gr1 (eBioscience, Clone RB6-8C5, 17-5931-82 [1:200 FC])  
Chaf1a (SCBT, Clone D-16, Cat#: sc10206 [1:1,000 WB])  
Chaf1b (SCBT Clone B-10, Cat#: sc393662 [1:1,000 WB])  
ELF1 (SCBT, Clone C-4, Cat#: sc133096 [1:1,000 WB])  
ER (CST, Cloned8H8, Cat#: 8644T [1:1,000 WB])  
HOXA9 (Novus Bio., Cat#: NBP2-32356, [1:1,000 WB])  
TBP (Abcam, Clone 1TBP18, Cat#: ab818 [1:1,000 WB])  
alpha-Tubulin (CST, Cat#: 2144S [1:1,000 WB])  
beta-ACTIN-HRP (Millipore Sigma, Clone AC-15, Cat#: A3854 [1:20,000 WB])  
anti-Rabbit-HRP (Secondary Ab, Millipore Sigma, Cat#: AP124P [1:2,000 WB])  
anti-Mouse-HRP (Secondary Ab, Millipore Sigma, Cat#: AP307P [1:2,000 WB])

## Validation

We validated CEBPA (CST, Clone D56F10) and ELF1 (Bethyl, Cat#: A301-443A) antibodies by western blots and intracellular FACS using knockdown cells for each TF. In addition, we validated specificity of ChIP-seq data using motif prediction of target peaks. CEBPA (CST, Clone D56F10, Cat#: 8178S, 8178BF): manufacturer validated for IP and WB with mouse samples. Validated in literature for ChIP-seq in mouse samples (PMID: 30423293).  
ELF1 (Bethyl, Cat#: A301-443A): manufacturer validated for WB with human samples and validated by ENCODE for ChIP-seq.  
H3K27ac (Abcam, Cat#: ab4729): manufacturer validated for ChIP-seq with mouse samples and in numerous publications.  
H3K27me3 (CST, Clone C36B11, Cat#: 9733): manufacturer validated for ChIP-seq with mouse samples and in numerous publications.  
H3K4me3 (Abcam, Cat#: ab8580): manufacturer validated for ChIP-seq with mouse samples and in numerous publications.  
H3K9me3 (Abcam, Cat#: ab8898): manufacturer validated for ChIP-seq with mouse samples and in numerous publications.  
H3K4me1 (Abcam, Cat#: ab8895): manufacturer validated for ChIP-seq with mouse samples and in numerous publications.  
IgG (Cell Signaling, Cat#: 2729S): manufacturer validated for ChIP-seq with mouse samples and in numerous publications  
pAG-MNase (Epiccypher, Cat#: 15-1116): manufacturer validated for CUT&RUN.  
CD11b (Biolegend, Clone M1/70, Cat#: 101216): manufacturer validated for flow cytometry with mouse samples and in numerous publications.  
Gr1 (Biolegend, Clone RB6-8C5, Cat#: 108407): manufacturer validated for flow cytometry with mouse samples and in numerous publications.  
CD41 (Biolegend, Clone MWReg30, Cat#: 133905): manufacturer validated for flow cytometry with mouse samples and in numerous publications.  
CD105 (Biolegend, Clone MJ7/18, Cat#: 120407): manufacturer validated for flow cytometry with mouse samples and several publications.  
CD11b (eBioscience, Clone M1/70, Cat#: 12-0112-82): manufacturer validated for flow cytometry with mouse samples and several publications.  
CD117 (eBioscience, Clone 2B8, Cat#: 17-1171-82): manufacturer validated for flow cytometry with mouse samples and several publications.  
Gr1 (eBioscience, Clone RB6-8C5, 17-5931-82): manufacturer validated for flow cytometry with mouse samples and several publications.  
Chaf1a (SCBT, Clone D-16, Cat#: sc10206, discontinued): manufacturer validated for WB with mouse samples and in lab with Chaf1a knockdown samples.  
Chaf1b (SCBT Clone B-10, Cat#: sc393662): manufacturer validated for WB with mouse samples and in lab with Chaf1b knockdown samples.  
ELF1 (SCBT, Clone C-4, Cat#: sc133096): manufacturer validated for WB with mouse samples and in lab with Elf1 knockdown samples.  
ER (CST, Cloned8H8, Cat#: 8644T): manufacturer validated for WB with human samples and in numerous publications.  
HOXA9 (Novus Bio., Cat#: NBP2-32356): manufacturer validated for WB with mouse samples.  
TBP (Abcam, Clone 1TBP18, Cat#: ab818): manufacturer validated for WB with mouse samples and in numerous publications.  
beta-ACTIN-HRP (Millipore Sigma, Clone AC-15, Cat#: A3854): manufacturer validated for WB with mouse samples and in numerous publications  
alpha-Tubulin (CST, Cat#: 2144S): manufacturer validated for WB with mouse samples and in numerous publications.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

Immortalized GMPs were derived as reported previously (PMID: 27641501).  
293T (CRL-3216, ATCC)  
Chaf1b-targeted C57Bl/6 ESCs (EUComm)  
CHO-SCF (gift from David Sykes Lab).

#### Authentication

Cell lines were authenticated by morphology and determination of differentiation potential.

#### Mycoplasma contamination

Cell lines routinely tested negative for mycoplasma.

#### Commonly misidentified lines (See [ICLAC](#) register)

None of cell lines used in this study are listed in the ICLAC register.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

C57Bl/6 mice were housed in a controlled environment (20±2 °C, 12/12 h light/dark cycle) in a barrier-grade animal facility. Experimental mice were co-housed with control mice. Mice were euthanized at 8-12 weeks via inhalation of carbon dioxide in a chamber followed by cervical dislocation was performed. Male and female mice were used for this study. Sub-strains include Flp+ and Mx1-Cre mice in the C57Bl/6 genetic background.

### Wild animals

This study did not involve wild animals.

### Field-collected samples

This study did not involve field-collected samples.

### Ethics oversight

Northwestern University Committee on the Use and Care of Animals approved all mouse studies (IACUC number: IS00006115).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

GEO (GSE158229): <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158229>

### Files in database submission

File name format is Treatment-Antibody\_Rep#\_[Matched Input]

Independently sonicated chromatin is identified with suffix labels "\_in#".

E.g., "Untreated-ELF1\_Rep1\_in1", "Untreated-H3K27ac\_Rep1\_in1", and "Untreated-CEBPA\_Rep1\_in1" samples are matched to the input sample, "Untreated-INPUT\_in1".

CUT&RUN (\_CnR) samples are matched to the IgG control sample.

Untreated-ELF1\_Rep1\_in1  
Untreated-ELF1\_Rep2\_in2  
IPTG-ELF1\_Rep1\_in4  
IPTG-ELF1\_Rep2\_in5  
NoE2-ELF1\_Rep1\_in7  
NoE2-ELF1\_Rep2\_in8  
Untreated-CEBPA\_Rep1\_in1  
Untreated-CEBPA\_Rep2\_in3  
IPTG-CEBPA\_Rep1\_in4  
IPTG-CEBPA\_Rep2\_in6  
NoE2-CEBPA\_Rep1\_in7  
NoE2-CEBPA\_Rep2\_in9  
Untreated-H3K27ac\_Rep1\_in1  
Untreated-H3K4me3\_Rep1\_in2  
Untreated-H3K4me3\_Rep2\_in3  
Untreated-INPUT\_in1  
Untreated-INPUT\_in2  
Untreated-INPUT\_in3  
IPTG-INPUT\_in4  
IPTG-INPUT\_in5  
IPTG-INPUT\_in6  
NoE2-INPUT\_in7  
NoE2-INPUT\_in8  
NoE2-INPUT\_in9

Untreated-H3K4me1\_CnR  
Untreated-H3K27me3\_CnR  
Untreated-H3K9me3\_CnR  
Untreated-IgG\_CnR

### Genome browser session (e.g. [UCSC](#))

No longer applicable.

## Methodology

### Replicates

Two experimental replicates for all three conditions were conducted for CEBPA, ELF1, H3K4me3 ChIP-seq profiling. Two independent experiments were conducted for H3K4me1, H3K27ace, H3K27me3 and H3K9me3 ChIP-seq and CUT&RUN mapping with similar

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | results but only one experiment is shown. Replicates had high agreement.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Sequencing depth        | All samples were sequenced to at least 30 million PE100 reads and had 90+% reads mapped to mm9.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Antibodies              | <p>We validated CEBPA (CST, Clone D56F10) and ELF1 (Bethyl, Cat#: A301-443A) antibodies by western blots and intracellular FACS using knockdown cells for each TF. In addition, we validated specificity of TF ChIP-seq data using motif analysis of called peaks. CEBPA (CST, Clone D56F10, Cat#: 8178BF): manufacturer validated for IP and WB with mouse samples. Validated in literature for ChIP-seq in mouse samples (PMID: 30423293).</p> <p>ELF1 (Bethyl, Cat#: A301-443A): manufacturer validated for WB with human samples and validated by ENCODE for ChIP-seq. H3K27ac (Abcam, Cat#: ab4729): manufacturer validated for ChIP-seq with mouse samples and in numerous publications. H3K27me3 (CST, Clone C36B11, Cat#: 9733): manufacturer validated for ChIP-seq with mouse samples and in numerous publications. H3K4me3 (Abcam, Cat#: ab8580): manufacturer validated for ChIP-seq with mouse samples and in numerous publications. H3K9me3 (Abcam, Cat#: ab8898): manufacturer validated for ChIP-seq with mouse samples and in numerous publications. H3K4me1 (Abcam, Cat#: ab8895): manufacturer validated for ChIP-seq with mouse samples and in numerous publications. IgG (Cell Signaling, Cat#: 2729S): manufacturer validated for ChIP-seq with mouse samples and in numerous publications</p> |
| Peak calling parameters | <p>Bowtie2 with default parameters (v2.2.9, v2.4.1, mm9.bowtie2.index)</p> <p>For ChIP-seq analysis peaks were called using MACS2 (v2.2.6, default with "-g mm --nomodel --extsize 200" settings. All treatment samples were called against their respective input files.)</p> <p>For CUT&amp;RUN analysis peaks were called using SEACR software (v1.3) in relaxed mode with normalization to IgG control.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data quality            | Samples passed ENCODE quality control criteria. Samples had 4,300-85,000+ peaks with 5-fold enrichment at 5% FDR.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Software                | Reads were mapped with Bowtie2 (v2.2.9, v2.4.1) to mm9 and peaks called with MACS2 (v2.2.6). Reads and alignments were processed with cutadapt (v2.1), bamUtil (v1.0.14), and Picard (v2.23.3). Read-count normalized bigwigs were generated using Deeptools bamCoverage (v3.5.0). All ChIP-seq and CUT&RUN analyses including data generation for raincloud plots, heatmaps, metaplots, and quality control were completed with Deeptools (v3.5.0) and R (v3.6).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>Samples were collected and live stained with conjugated antibodies for 30 minutes, washed twice in DPBS, and then resuspended in FACS Buffer (5% FBS in DPBS with 1mM EDTA ) for flow cytometry analysis.</p> <p>For cell cycle analysis, cells were incubated with EdU for one hour, washed, fixed, permeabilized, and ClickIT labeled with Azide-AlexaFluor 594. Then, cells were stained overnight with DAPI, washed, resuspended in FACS Buffer, and analyzed by flow cytometry.</p>                                                                                                                                                                                                                      |
| Instrument                | Agilent Novocyt 2100YB, Novocyt Quanteon, BD Fortessa, and BD LSR2 cytometers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | Flow data was collected with NovoExpress (v1.5.6) and Diva software (v9.0)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Cell population abundance | At least 15,000 cells were analyzed for each flow cytometry assay.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Gating strategy           | <p>Cells are gated on the live cell population by forward and side scatter and then on single cells by height vs area scatter. Live cells are gated on the viability dye negative population. Fluorophore signal gating boundaries are determined using negative controls. For each marker, the same gates are applied to the experimental and control samples.</p> <p>For cell cycle analysis, non-subG1 cells are gated by side scatter and DAPI area and then gated by forward and side scatters. Singles cells are gated with DAPI area vs height. Gated cells are then analyzed for EdU, DAPI, and GFP signals. GFP negative and positive cells are gated for further analysis of EdU and DAPI signals.</p> |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

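RNA was sequenced from 4 libraries of primary HSPCs of Chaf1b floxed mice, 2 transduced with the empty retroviral vector and 2 with the vector for Cre, 48 h after delivery. The condition and replicate number of each library were taken from the sample labels and the paper. The iGMP, ATAC-seq, ChIP-seq and CUT&RUN experiments were not analysed here.

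The authors aligned the reads to mm9 with STAR and counted reads per gene with HTSeq-count, and the deposited values are these raw counts, one library per table, with replicates not pooled. The paper's text does not name the annotation release or the strand setting of the counting. Of the 43629 gene identifiers, 33068 were named from the NCBIM37 annotation, the Ensembl name of mm9, and 10561 have no name in it. The named identifiers hold between 96.9% and 98.4% of the counts of a library. Coordinates are those of NCBIM37, counted from 1. List symbols that the annotation writes differently were matched through RefSeq synonyms. Genes that overlap another gene, or share sequence with one, can gain or lose counts in such counting. For the genes discussed, the share of exonic stretches of 31 bases that occur elsewhere in the genome was computed from the reference sequence.

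From the counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1. Genes were kept by edgeR's expression filter with a minimum count of 10, which left 16500 genes. Counts were normalized by the TMM method, with factors from 0.925 to 1.06, and compared with glmQLFit and glmQLFTest between the groups, without a covariate. The common dispersion was 0.0763 and the prior degrees of freedom 5.68. DEGs had a change of at least 1.5-fold and a Benjamini-Hochberg adjusted p-value under 0.05, the thresholds of the paper. Gene sets were compared by edgeR's camera with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 10 sets. The overlap with the genes upregulated in CAF-1 OFF iGMPs was tested by a one-sided Fisher's exact test over the genes in the shown part of the paper's sheet that were tested in HSPCs.

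Apart from the genes at the end of this paragraph, the genes named were fixed by a rule set before the data were examined. They are Chaf1b and Chaf1a, each gene the paper names in its text or in Fig. 3c-e or Supplementary Fig. 8, the 42 genes of sheet 2 of Supplementary Data 1, the 5 genes with the largest increase and the 5 with the largest decrease among DEGs that moved the same way in both libraries, and DEGs in the gene lists. Only 1 gene was a downregulated DEG. Xist, the Y-linked, interferon-stimulated and two-cell embryo genes, with Usp17l5 among the last, are outside the rule but belong to lists set at the same time. Ddx3x, Eif2s3x, Kdm5c and Kdm6a were listed after the data were examined. Hspa1a, Hspa1b, Jun, Fosb and the genes that overlap others were named after their values were seen.

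The methods were tested on 20 simulated datasets with the real means and library sizes. In each, 200 genes were changed by 4-fold or 16-fold, with each change split evenly between the groups. A median of 15927 genes passed the filter. The quasi-likelihood test recovered 82.7% of the increases and 97.5% of the 16-fold changes, and 7.64% of its calls were false. The share of false calls was 13.6% for edgeR's exact test, 14.9% for its likelihood ratio test, 15.2% for DESeq2 and 15.3% with the replicate block. The camera test called a changed set in 20 of 20 datasets and an unchanged one in 2 of 20.

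The alternatives set before the data were examined were DESeq2's size factors, library size and upper-quartile normalization in place of TMM, no low-count filter or a minimum of 10 counts in every library, edgeR's exact and likelihood ratio tests and DESeq2 1.42.0 in place of the quasi-likelihood test, the replicate number as a block, a threshold of 2-fold with an adjusted p-value under 0.01, no fold change threshold, and each library left out in turn. For gene sets, the inter-gene correlation was also estimated from the data, and the median was ranked among 10000 random lists matched on mean expression. Leaving out the genes on X and Y, and the newer bias-adjusted quasi-likelihood method of edgeR, were chosen after seeing the data. The replicate numbers that pair the libraries come from the sample labels, and the paper's text does not say whether same-numbered libraries share an animal. For replicate 1, the sex-linked counts argue against a shared animal. Xist had 26 counts in the control and 7905 in the Chaf1b-deleted library, and the Y-linked genes 7373 and 3.

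With 2 libraries in each group, a fit without 1 of them leaves a single library in a group, so such fits give fold changes and no test. Counting error alone allows a share of 3 counts to be seen, which is between 0.118 and 0.162 CPM in these libraries. Reads have no molecular identifiers, so intervals cover counting error only. The overlap of upregulated genes with HOXA9 OFF cells and the GSEA gene sets were not analysed here.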

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

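The tests on the results in this part were chosen after the results were seen. The first of these results are increases of genes that the paper does not discuss. Among the DEGs, 4 of the 5 largest increases were in Gm12260, Mal2, Cldn3 and 1700007K13Rik, and the remaining one was in Ryr2, which the paper lists in Supplementary Data 1. Gm12260 is annotated as a pseudogene on chromosome 11 of mm9 from 58775314 to 58775724. It had 17 and 11 counts in the control and 6584 and 2350 in the Chaf1b-deleted libraries, a log2 fold change of 8.49 (standard error 0.55, adjusted p = 0.0120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mal2, with at most 1 count in each control, had a fitted log2 fold change of 8.15 and was at least 59.7-fold higher against the floor of 3 counts. By the same measure, Cldn3 (fitted log2 fold change 6.96) was at least 26.4-fold higher and 1700007K13Rik (6.03) at least 35.3-fold higher. In 0 of the 4 genes did more than 50% of the exonic 31-base stretches occur elsewhere in the genome, which goes against reads shared with paralogs or other pseudogenes. The percentage was 3.15 for Gm12260, 0.41 for Cldn3, 0.0377 for Mal2 and 2.56 for 1700007K13Rik. Reads from an overlapping gene were tested through the genes that Gm12260 and Cldn3 overlap, Trim17 and Wbscr25, and 0 of the 4 genes overlaps a gene that was over 2-fold higher. Trim17 had a log2 fold change of 0.53 and Wbscr25 at most 2 counts per library. Mal2 and 1700007K13Rik overlap no annotated gene. Reads from genomic DNA would raise the share of olfactory receptor genes with a count in the deleted libraries, but the lowest share there was 0.0949 times the highest share in the controls. That highest share belongs to control replicate 1 (35.4%), which has many silent genes with a count, and the shares of 3.36% and 6.84% in the deleted libraries were also under the 9.53% of control replicate 2. Transcription that reaches these genes from outside the annotated transcripts was not tested. Activation after the loss of CAF-1 remains a hypothesis for these increases.

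The next result is the sex-linked genes, which set Chaf1b-deleted replicate 1 apart. Xist, the transcript of the inactive X chromosome, reached 336 raw CPM there and between 1.14 and 1.30 in the other 3 libraries. The Y-linked genes had 3 counts in total in that library, against 7373 and 7771 in the controls and 5805 in Chaf1b-deleted replicate 2. A mislabelled control library would have kept its Chaf1b level, but the share of Chaf1b was 0.277 times that of the lower control. Loss of the Y chromosome from male cells would leave Xist low, but its share was 259 times that of the highest other library. For female donor mice, the 4 genes Ddx3x, Eif2s3x, Kdm5c and Kdm6a, which escape X inactivation, should be raised, and their median log2 ratio of 0.23 lies between the values that would decide for and against it. High Xist with almost no Y-linked counts is nevertheless what cells of a female donor show, and the paper's methods state that male and female mice were used, so a female donor is the explanation that remains. None of the 62 DEGs lies on X or Y. Genes that differ with sex vary within the deleted group here, so they could hardly be called. Xist itself had a log2 fold change of 7.22 and an adjusted p of 0.211 from edgeR's quasi-likelihood test. The absence of such DEGs therefore does not show that sex left the calls unaffected. Without the genes on X and Y, 62 genes were upregulated and 1 downregulated, and 62 of these calls were also made with all genes.

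Interferon-stimulated genes separate the same library. Over the 25 listed genes, the median log2 difference from the controls was 3.56 in Chaf1b-deleted replicate 1, with all 25 genes more than 2-fold higher, and 0.26 in Chaf1b-deleted replicate 2, with 1 gene more than 2-fold higher. Between the controls themselves the medians were -0.0620 and 0.0620. Both deleted libraries lost Chaf1b to a similar extent, so the value of 0.26 in replicate 2 goes against loss of Chaf1b alone as the cause. A difference in sex cannot be told apart from this pattern, because 0 of the control libraries have Xist at a comparable level. What raised these genes in 1 library was not settled.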

How the results depend on the processing

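Of the 11 alternatives for the numbers of DEGs that were set before the data were examined, upper-quartile normalization and no fold change threshold kept all 4 counts (upregulated, downregulated, among the 42 genes of Supplementary Data 1, and shared with CAF-1 OFF iGMPs) within 1.5 times the values of 61, 1, 9 and 17. For the other alternatives the cause of the change was not tested. With DESeq2's size factors in edgeR, 27 genes were upregulated and 7 were shared. With library size only, the numbers were 30 upregulated, 5 of the 42 and 10 shared. Without a low-count filter, 31399 genes were tested, 808 were upregulated, 79 downregulated, 42 of the 42 called and 169 shared. A minimum of 10 counts in every library left 3 upregulated and 0 downregulated genes, 0 of the 29 of the 42 genes that could be tested and 0 shared, while 1239 genes were higher and 510 lower at an unadjusted p under 0.05. The exact test gave 537 upregulated and 37 downregulated genes, 42 of the 42 and 116 shared. The likelihood ratio test gave 583, 40, 42 and 122, and DESeq2 gave 472, 34, 40 and 121. At 2-fold with an adjusted p under 0.01, no gene was called, with counts of 0 upregulated, 0 downregulated, 0 of the 42 and 0 shared, while 1510 genes were higher and 512 lower at an unadjusted p under 0.05. Of the 62 DEGs, all were also called without the low-count filter, with the exact and likelihood ratio tests and with DESeq2, 28 with DESeq2's size factors, 31 with library size only, 52 with upper-quartile normalization, 3 with 10 counts in every library and 0 at 2-fold with an adjusted p under 0.01.

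The percentage of DEGs that were upregulated, 98.4%, lay between 91.1% (no low-count filter) and 100% (10 counts in every library, on 3 genes) over the alternatives that called any gene. Over the alternatives that called any listed gene, the one-sided Fisher p of the overlap ranged from 2.2e-04 to 0.846 (replicate block). No listed gene was called with 10 counts in every library or at 2-fold with an adjusted p under 0.01, so those settings cannot decide. The 2 alternatives chosen after seeing the data gave 62 upregulated genes without X and Y and 80 with the newer quasi-likelihood method of edgeR.

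Same-numbered libraries did not deviate together (correlation of 0.0133 over 16500 genes). For replicate 1, the sex-linked counts argue against a shared animal, so the replicate block is not shown to pair donors. With the replicate block, 14 genes were upregulated, 0 downregulated (100% upregulated), 0 of the 42 called and 1 shared (odds ratio 0.58, one-sided Fisher's exact test, p = 0.846), and 9 of the 62 DEGs were also called, while 1485 genes were higher and 732 lower at an unadjusted p under 0.05, and Chaf1b had a log2 fold change of -1.98 with an adjusted p of 0.0592.

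Across the 4 fits that each left out 1 library, all 62 DEGs kept their direction and a 1.5-fold change (from 62 to 62), which is largely built in and shows no stability, since a test on the same libraries selected them and their smallest log2 change was 1.37, and the log2 fold change of Chaf1b ranged from -2.23 to -1.74. The adjusted p of Chaf1b over the other alternatives with a test ranged from 1.67e-09 to 0.0651, and its direction was the same in each. It was not called with 10 counts in every library (log2 fold change -2.00, adjusted p 0.0651), at 2-fold with an adjusted p under 0.01 or with the replicate block. Median log2 fold changes of gene sets over these fits ranged from 0.35 to 0.53 for genes upregulated in CAF-1 OFF iGMPs, from -0.26 to 0.66 for granulocyte and monocyte genes, from -0.44 to 0.63 for megakaryocyte and erythroid genes, from -0.34 to 0.34 for GMP genes, from 0.24 to 0.63 for p53 targets, from 0.26 to 3.58 for interferon-stimulated genes and from -0.31 to 0.57 for replication-dependent histone genes.

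When camera estimated the inter-gene correlation from the data, no set was past the threshold, although in simulated counts with independent genes this setting called a changed set in 20 of 20 datasets and an unchanged one in 0 of 20. With 2 libraries in each group, how often it finds a set of correlated genes was not tested. The 6 sets that lost it were those of CAF-1 OFF iGMPs (median 0.45, adjusted p 0.296), p53 targets (0.49, 0.296), interferon-stimulated genes (2.69, 0.500), replication-dependent histones (0.17, 0.648), histone variants (0.41, 0.296) and the other genes the paper names (0.25, 0.387). The megakaryocyte and erythroid set, with an adjusted p of 0.101 from the preset camera test, passed the threshold without a low-count filter (median 0.17, adjusted p 0.0299). Its adjusted p over the alternatives ranged up to 0.648. The granulocyte and monocyte set reached the percentile 97.8 among random lists. H2afv, with a log2 fold change of 0.0023, changed sign with library size only (-0.0413) and with the replicate block (-0.0033). Of the 107 genes named by the rule other than Chaf1b, 12 lost significance with DESeq2's size factors, 11 with library size only, 1 with upper-quartile normalization and 22 with the replicate block, while 42 gained it without a low-count filter, 37 with the exact test, 37 with the likelihood ratio test, 36 with DESeq2 and 1 with upper-quartile normalization. Of the 108 genes named, 25 changed sign in some fit without 1 library, and 0 of the 27 DEGs among them did, which the same selection makes likely. At depths from 18468637 to 25409926 counts, the fitted fold changes of genes with at most 3 counts in each control are uncertain. For such genes, only a fold against the floor of 3 counts is a lower bound.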

Differences from the paper's values

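The number of upregulated genes in Chaf1b-deleted HSPCs was 61, against the paper's about 400 in Fig. 4e, read by eye. Of the alternatives set before the data were examined, edgeR's exact test (537), its likelihood ratio test (583) and DESeq2 (472) came within 1.5 times the paper's value. The other 8 did not: no low-count filter gave 808, and the rest between 0 and 61. The number of downregulated genes was 1, against the paper's about 19 in Fig. 4e, read by eye. None of the alternatives set before the data were examined closed this gap. The exact test gave 37, the likelihood ratio test 40, DESeq2 34 and no low-count filter 79, and the other 7 gave at most 1.

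Of the paper's 42 genes upregulated in both CAF-1 OFF iGMPs and HSPCs, 9 were called here. The exact test, the likelihood ratio test and no low-count filter called all 42 and DESeq2 called 40, while the other 7 alternatives set before the data were examined called at most 9. The newer quasi-likelihood method of edgeR, which was chosen after seeing the values, called 15. The number of genes shared with the upregulated genes of CAF-1 OFF iGMPs was 17, against the paper's about 86 in Fig. 4f, read by eye, and only the shown part of the paper's sheet was compared. The exact test (116), the likelihood ratio test (122) and DESeq2 (121) came within 1.5 times the paper's value, while no low-count filter gave 169 and the other 7 alternatives set before the data were examined gave at most 17.

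The median adjusted p of the 42 genes was 0.0775, against the paper's median FDR of 6.65e-04 in Supplementary Data 1. None of the alternatives set before the data were examined for which all 42 genes had a test came within 1.5 times it. The medians were 2.77e-04 with the exact test, 2.04e-04 with the likelihood ratio test, 1.56e-04 with DESeq2, 1.11e-05 without a low-count filter, and between 0.0929 and 0.143 with the other normalizations and the replicate block. The log2 fold changes of the 42 genes differed from the paper's in 0 of the 42 genes by more than the replicate spread. In the fits without 1 library, 1 gene differed, Cxcl3, with 5 counts in the control left. For another 4 genes the only control left had at most 3 counts. The fitted fold change there is uncertain and was not taken as a difference from the paper's value.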

Other observations

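The tests on heat shock genes, immediate early genes, single-exon genes, the number of genes with a count in control replicate 1 and the share of genes at an unadjusted p under 0.05 that were higher were chosen after those results were seen, and the rest of the tests in this part before.

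The bias towards upregulation in Chaf1b-deleted HSPCs was set against 5 technical explanations. Because Chaf1b was the only downregulated DEG, the percentage of upregulated DEGs could hardly move, and 3 of the tests, on normalization, library size and low counts, do not decide. They were first read as speaking against these explanations, and this reading was withdrawn after the results were seen. With library size only or DESeq2's size factors in place of TMM, the percentage of upregulated DEGs moved by at most 1.96 percentage points, although the number of upregulated DEGs fell from 61 to 30 and 27. After every library was thinned to the smallest one, 64 genes were upregulated and 1 downregulated (98.5%). The 10 most abundant genes took 9.85% of the counts in controls and 12.1% in deleted libraries, a ratio of 1.22. In simulated counts, the fraction of increases recovered was 0.986 times that of decreases. Because each simulated change was split evenly between the groups, this does not decide for increases from very low control counts. Among the 10831 genes with a mean normalized count of at least 100, 48 were upregulated and 1 downregulated (98.0%). For the bias among DEGs, normalization, library size and low counts therefore cannot be told apart from a biological explanation. Among all genes at an unadjusted p under 0.05, where both directions have many genes, 74.7% were higher. That share moved by at most 5.12 percentage points with another normalization, to 69.6% with library size only. It was 73.7% after thinning and 67.6% among the genes with a mean normalized count of at least 100. For this share the tests leave release of repression by the loss of CAF-1 as a hypothesis. Donor differences between the libraries, and Cre itself, were not separated from it.

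Genes of the p53 response were higher as a set, with 20 of 25 above 0 and a median log2 fold change of 0.49 (camera, adjusted p = 1.78e-07). Gdf15 (3.38) and Perp (1.87) were DEGs. A DNA damage response to the loss of Chaf1b or to Cre itself may explain this, and no library received Cre without the floxed allele, so these sources could not be separated. With the inter-gene correlation estimated from the data the adjusted p was 0.296.

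The interferon-stimulated set was higher over both deleted libraries together (25 of 25 genes, median log2 fold change 2.69, camera adjusted p = 5.7e-12), although the increase came from Chaf1b-deleted replicate 1, so the set test does not show an effect shared by the replicates. An interferon response in that library is consistent with this value.

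Replication-dependent histone genes were slightly higher (36 of 51 genes, median log2 fold change 0.17, camera adjusted p = 0.00176). A change in the share of S-phase cells or in the processing of histone transcripts may produce such a shift. Without Chaf1b-deleted replicate 1 the median was -0.31, so the direction of the set median rests on that library. Hist1h1t (3.01) and Hist3h2ba (3.32) were DEGs and higher in both deleted libraries. Of the exonic 31-base stretches of Hist3h2ba, 38.6% occur elsewhere in the genome, so its counts are less certain.

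A difference in donor sex between the groups, rather than in 1 library, would show in both replicates. Xist or the Y-linked genes differed more than 4-fold in 1 of the 2 replicates, which goes against a sex difference between the groups as a whole.

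A two-cell-like program after the loss of CAF-1 was tested with 14 genes of the 2-cell embryo. Of these, 5 could not be matched by name to an identifier in the counts. Of the other 9, 1 passed the low-count filter, Usp17l5, and 0 were called, with 1 at an unadjusted p under 0.05 and with Usp17l5 at a log2 fold change of 2.96 and an adjusted p of 0.123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was higher in both deleted libraries than in both controls, and edgeR's exact test made it a DEG (adjusted p = 0.00251). Of its exonic 31-base stretches, 66.2% occur elsewhere in the genome, so its counts are uncertain. Without the low-count filter, 6 of the genes were tested, with a median log2 fold change of 2.21 and an adjusted p of 0.117 from edgeR's camera test. With so few genes, neither the presence nor the absence of such a program is shown.

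Hspa1b and Hspa1a, with log2 fold changes of 5.12 and 5.05, were among the DEGs, and 68.5% and 66.2% of their exonic 31-base stretches occur elsewhere, so the split of counts between them is uncertain. A heat shock response would raise the other heat shock genes too. Of the 11 others tested, 3 were higher, Dnajb1 (0.39), Dnaja1 (0.29) and Bag3 (0.19), each in both deleted libraries. The median log2 fold change of the 11 was -0.30, which goes against a rise of these genes as a set. For this set, edgeR's camera test with Benjamini-Hochberg adjustment over it and the immediate early set gave an adjusted p of 0.0817. A response limited to a few heat shock genes is not excluded.

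Jun (1.60) and Fosb (1.58) were upregulated DEGs. The other 10 immediate early genes listed were all higher, with a median log2 fold change of 1.14 (adjusted p = 1.5e-08 from edgeR's camera test with the inter-gene correlation preset). With that correlation estimated from the data the adjusted p was 0.349 (0.174 before adjustment), but no set passed with that estimate, not even the interferon-stimulated genes, so this failure says little against a response. An immediate early response, such as cells can mount during handling, may be present, and the 2 settings together do not settle it.

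Among the upregulated DEGs were 6 protein-coding genes with a single exon. Over the 372 single-exon protein-coding genes tested, the median log2 fold change was -0.0478 relative to multi-exon genes matched on mean expression (percentile 9.39 of 10000 lists), which goes against a shift of these genes as a whole. Upregulated DEGs were more frequent among them all the same, at 1.61% of single-exon against 0.375% of multi-exon genes (6 of 372 against 49 of 13052, two-sided Fisher's exact test, p = 0.0040), although genes are not independent and this rate was not matched on expression.

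Control replicate 1 had 28597 genes with at least 1 count, against between 23111 and 24692 in the other libraries. At equal depth it still had 1.15 times as many as the next library, so depth does not account for it. The share of 892 olfactory receptor genes with a count at that depth was 35.4% there and 9.53%, 3.36% and 6.84% in the others, at least 3.72 times as high. Reads from genomic DNA are a candidate source.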
